# An RNA sponge directs the transition from feast to famine in *Caulobacter crescentus*

**DOI:** 10.1038/s41467-025-65274-1

**Published:** 2025-10-27

**Authors:** Laura N. Vogt, Manuel Velasco Gomariz, Malte Siemers, Kai Papenfort, Kathrin S. Fröhlich

**Keywords:** Bacterial genetics, Small RNAs

## Abstract

In bacteria, regulatory networks controlling the adaptation of gene expression in response to stress are frequently complemented by base-pairing small regulatory RNAs (sRNAs) that act at the post-transcriptional level. While many regulatory circuits governing stress resilience have been studied in the model bacterium *Caulobacter crescentus*, only a small fraction of its diverse sRNA repertoire has been characterized. In this study, we globally identify interacting RNA-RNA pairs associated with the major RNA-binding protein Hfq in *C. crescentus*. In addition to numerous connections between sRNAs and mRNAs, we also recover RNA-RNA pairs consisting of two non-coding transcripts. Our results indicate that the sRNA CrfA acts as a sponge to inactivate a family of four conserved sRNAs, SisA-D. When induced by carbon starvation, CrfA redirects gene expression towards the utilization of distinct energy sources, and loss of the RNA sponge is linked to a severe growth defect in environments with fluctuating nutrient availability.

## Abstract (web summary)

In bacteria, many small regulatory RNAs (sRNAs) associate with the RNA chaperone Hfq to modulate gene expression at the post-transcriptional level. Here, the authors identify global Hfq-mediated RNA-RNA interactions in *Caulobacter crescentus* and uncover a sponge RNA that antagonizes four homologous sRNAs in response to carbon starvation.

## Introduction

Bacteria experience tremendous heterogeneity in their microenvironments. The spatial and temporal variation of key parameters within a habitat, such as nutrient availability, ion concentrations, or temperature, enforces constant re-organization of their gene expression profiles to optimize fitness and to manifest survival^1–3^. The Alphaproteobacterium *Caulobacter crescentus* is a prominent and genetically tractable model to study microbial assimilation to resource-limited habitats^4^. As the freshwater environment naturally populated by *C. crescentus* (hereafter: *Caulobacter*) typically contains a dilute, yet complex composition of nutrients, the bacterium is highly adapted to an oligotrophic diet but is also able to cope with phases of starvation^5,6^. Abrupt carbon depletion results in the global rewiring of *Caulobacter* gene expression programmes, including blockage of DNA replication and cell growth^7,8^. Simultaneously, the lack of primary carbohydrates also activates numerous genes, many of which are predicted to facilitate the decomposition of plant-derived carbon sources abundant in the freshwater environment^9,10^. This focus on different nutrient sources is further reflected in a reorganization of the outer membrane protein profile, including the upregulation of more than a dozen TonB-dependent receptors (TBDRs). TBDRs facilitate the selective transport of substrates across the outer membrane by harnessing the proton motive force generated by the TonB-ExbB-ExbD complex (the TonB system) in the inner membrane^11,12^, and are likely utilized for the import of plant polysaccharide breakdown products in the response to starvation. A previous study revealed the requirement of the CrfA (*Caulobacter* response to famine) small RNA (sRNA) for the carbon starvation-dependent induction of at least 27 genes, encoding proteins involved in intermediary nutrient metabolism, as well as TBDRs^13^.

Bacterial sRNAs constitute an abundant and structurally heterogeneous class of post-transcriptional regulators of gene expression^14–16^. In *Caulobacter*, more than 150 sRNA candidates have been annotated; however, the majority still await functional characterization^17–19^. When induced, sRNAs act on their target mRNAs through limited base-pairing interactions, which can be promoted by the RNA-binding protein Hfq^20,21^. Hfq forms homohexamers with multiple RNA binding sites to simultaneously interact with sRNAs and mRNAs, and – given sufficient sequence complementarity – facilitates their annealing^22,23^. Recognition by an sRNA typically occurs within the mRNA’s 5’ untranslated region (5’ UTR) and can affect transcript stability, translation, or both^20,21^. Commonly, sRNAs inhibit target mRNA expression through occupation of the translation initiation site or recruitment of the RNA decay machinery^24^. Alternatively, an sRNA may function as an activator of target gene expression if annealing blocks the activity of negative regulators or interferes with a self-inhibitory secondary structure of an mRNA^25^. The implementation of methodologies that comprehensively capture RNA-RNA interactomes has greatly aided the identification of sRNA target spectra and concomitantly, the assignment of individual sRNAs to regulatory networks^15,26,27^. In addition, these protocols promote the recovery of RNA-RNA interactions, including sponge RNAs that counteract regulatory sRNAs through sequestration^28–30^. Initially identified in eukaryotes^31,32^, the continually increasing number of RNA sponges discovered in bacteria is indicative of their crucial role for base-pairing competition in post-transcriptional regulation of prokaryotes. Sponge RNAs can be produced in different ways. In some cases, these regulators originate from decay intermediates of functional transcripts, as is the case for the tRNA fragment 3’ETS^*leuZ*^ (antagonizing RyhB and RybB sRNAs)^33^ or SroC, which is processed from *gltIJ* mRNA (antagonizing GcvB sRNA)^34^. RNA sponges may also be transcribed from independent genes, e.g., the phage-encoded AsxR and AgvB (antagonizing FnrS and GcvB sRNAs, respectively)^35^.

In this study, we have revealed the sponging activity of the carbon starvation-induced sRNA CrfA in *Caulobacter*. We used RIL-seq (RNA interaction by ligation and sequencing)^36^, which relies on the co-immunoprecipitation of RNA duplexes together with the RNA chaperone Hfq, to identify global RNA networks. Our approach uncovered hundreds of previously unknown RNA-RNA pairs, including those involving CrfA. Contrary to previous findings^13^, we discovered that CrfA does not interact with its proposed target mRNAs, but instead functions as an RNA sponge to inactivate four homologous sRNAs of the αR8 RNA family, SisA-D (sponge-interacting sibling sRNA A-D). We show that under nutrient-rich conditions, the highly abundant SisA sRNA post-transcriptionally represses a large regulon previously suggested to be directly controlled by CrfA. When carbon becomes scarce, CrfA is induced and sequesters SisA through an Hfq-mediated base-pairing interaction, neutralizing its regulatory activity. We further demonstrate that the RNA sponge mechanism is crucial for *Caulobacter* to rapidly rewire its transcriptome when switching from feast to famine conditions. Notably, mutation of *crfA* is accompanied by a severe growth defect of cells experiencing fluctuations in carbon supply, highlighting the central role of this sRNA for *Caulobacter’s* oligotrophic lifestyle.

## Results

### RIL-Seq analysis reveals the Hfq-dependent RNA-RNA interactome in *Caulobacter*

To obtain a global view of the Hfq-dependent RNA-RNA interactome in *Caulobacter*, we performed RIL-seq using a 3xFLAG-Hfq expressed from the native genomic locus as bait. 

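RIL-seq crosslinks RNA to Hfq with UV light, joins neighbouring RNA ends on the protein and reads the joined molecules as chimeric cDNAs. Libraries came from 4 cultures of strain NA1000 with 3xFLAG-Hfq and from 4 wild-type cultures with untagged Hfq. All cultures grew in PYE at 30 °C and 200 rpm and received 80000 µJ/cm2 of UV light at 254 nm. The authors mapped the reads to the NA1000 chromosome with ChimericFragments and pooled the 4 libraries of each strain. The authors' pooled values used here are therefore raw counts per annotated RNA and per ordered pair (RNA1 in read 1, RNA2 in read 2), with no spread between replicates. For each pair, the number of libraries that held it was also given. The authors' deposited table also gives a Fisher FDR, from an exact test of each pair against random pairing, and a base-pairing FDR for the complementarity of the ligated fragments. Pairs with a Fisher FDR of at most 0.05 and a ligation point were counted as significant, and those that also had a base-pairing FDR of at most 0.5 as high-confidence. The counts covered 9536316 single and chimeric fragments with 3xFLAG-Hfq and 258123 in the wild type. Shares are given with 95% Wilson intervals, which cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Coordinates refer to the NA1000 reference chromosome used by the authors.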

Cells were grown in complex PYE medium to early stationary phase (OD_660_ of 1), a condition in which diverse sRNAs are expressed^18,37^. Following the original protocol^38^ with minor modifications (Fig. S1a), RNA was co-immunoprecipitated with Hfq, proximal RNA termini were ligated, rRNA was depleted, and residual RNA was converted into cDNA for library preparation. As a control, cDNA libraries were generated from wild-type *Caulobacter*, producing an untagged Hfq protein, and all samples were subjected to paired-end sequencing. 

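Relative to all single fragments, SisA and CCNA_R0147 were recovered more with 3xFLAG-Hfq than in the wild-type control, and the mRNA of rsaA, which encodes the S-layer protein, was recovered less. Single fragments numbered 9051347 with 3xFLAG-Hfq and 251288 in the wild type, a 36-fold difference. Chimeric fragments in the wild type, counted over pairs of at least 3 reads, numbered 6835, which is 71-fold fewer than with 3xFLAG-Hfq. As a share of the single fragments of its strain, SisA was 13-fold higher with 3xFLAG-Hfq (95% CI 11.1 to 15.4, exact binomial), from 69055 fragments with 3xFLAG-Hfq. CCNA_R0147 was 44.7-fold higher (95% CI 33.6 to 60.8). SisD had 2 fragments in the wild type, and its ratio of 103.0 had an interval of 28.5 to 850.7. SisB and SisC had none there, and against a floor of 3 fragments over the 4 control libraries their ratios were 14.1 and 6.44. The lower 95% limits were 11.5 for SisB and 5.22 for SisC. CrfA held 89874 single fragments and was 2.43-fold higher (95% CI 2.28 to 2.59). The mRNAs CCNA_00338 and hppA were 3.01-fold and 3.86-fold higher, while rsaA and btuB had ratios of 0.342 and 0.21. CCNA_03574, with 817 fragments against 257, had a ratio of 0.0883 (95% CI 0.0766 to 0.102). The exact intervals of all these ratios cover counting error only. How the 257 control fragments of CCNA_03574 spread over libraries or molecules is not known, so its low ratio may be less certain than its interval. Among RNAs with at least 20 fragments over both strains, 100 of 164 sRNAs, 2080 of 3684 mRNAs and 351 of 1066 intergenic regions had a ratio of at least 2. A ratio of at most 0.5 was found for 22 sRNAs, 612 mRNAs and 275 intergenic regions. Among those with fragments in the wild type, the median ratios were 1.92, 1.07 and 0.694. Of the 4914 RNAs compared, 3137 had no fragment in the wild type, and their ratios rest on the floor.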

As expected, the number of transcripts recovered from precipitation with 3xFLAG-Hfq was in abundance over the control sample (Fig. 1a and S1b). Bioinformatic analyses revealed single fragments for which both associated sequencing reads mapped to one distinct genomic location, as well as chimeric fragments with reads mapping to independent sites on the genome^38,39^. Each chimeric fragment corresponded to a potential interaction between two transcripts, and from a total number of 484,969 chimeric cDNAs recovered with 3xFLAG-Hfq in four biological replicates, approximately 60% involved an sRNA (Fig. 1a). 

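Most sRNA ends in the chimeras belonged to 5 antisense RNAs of the insertion sequence ISCc2, namely CCNA_R0011, CCNA_R0012, CCNA_R0042, CCNA_R0072 and CCNA_R0073, each annotated with 144 nt. SisA, CrfA and SisD had far fewer reads. Counting both partners of every chimeric fragment, sRNAs made up 60.2% of the ends (95% CI 60.1 to 60.3) with 3xFLAG-Hfq and 17.6% (95% CI 16.9 to 18.2) in the wild type. mRNAs accounted for 26.5% and intergenic regions for 13.3% of the ends with 3xFLAG-Hfq. Among single fragments, sRNAs contributed 12% with 3xFLAG-Hfq and 4.02% (95% CI 3.95 to 4.1) in the wild type. Chimeras between the ISCc2 antisense RNAs held 254626 reads, or 52.5% (95% CI 52.4 to 52.6) of all chimeric reads with 3xFLAG-Hfq. In the wild type they held 1053 reads, or 15.4% (95% CI 14.6 to 16.3). Without these chimeras, sRNAs made up 16.3% (95% CI 16.2 to 16.4) of the ends with 3xFLAG-Hfq and 2.55% (95% CI 2.28 to 2.85) in the wild type. Chimeras with SisA held 25435 reads, those with CrfA 6810 and those with SisD 6764. SisB and SisC were found in 1010 and 364 chimeric reads.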

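The pairs with most reads were listed between 2 ISCc2 antisense RNAs, and SisA took part in more pairs than SisD, CrfA, SisB or SisC. Reads assigned to CCNA_R0073 and CCNA_R0072 numbered 46335 in one order and 45939 in the other. CCNA_R0012 and CCNA_R0042 followed with 45640 and 44996 reads. None of these pairs had a ligation point. With 3xFLAG-Hfq, CCNA_R0012, CCNA_R0042, CCNA_R0072 and CCNA_R0073 held only 5, 0, 36 and 13 single fragments. Reads shared between near-identical copies are a candidate explanation, so these counts need not stand for ligated RNAs. An intergenic region next to CCNA_R0087 and a region next to CCNA_R0069, which lie in different copies of the rRNA operon, shared 8262 reads, also without a ligation point. The mRNAs of CCNA_01195 and iolR, with mapped parts of 16 and 17 nt, shared 7305 reads, again without a ligation point. The flagellin mRNAs fljM and fljN shared 1457 reads in one order and 1022 in the other, neither with a ligation point. SisA took part in 145 pairs, SisD in 47, CrfA in 30, SisB in 11 and SisC in 4. The median pair held 23 reads, and 2554 pairs were found in 1 library, 518 in 2, 125 in 3 and 91 in all 4. Only 190 pairs were listed for the wild type, of which 89 were also listed with 3xFLAG-Hfq, and none of them held SisA, SisB, SisC, SisD or CrfA. The wild-type pair with most reads was listed between CCNA_01149 and CCNA_00264, with 337 reads and no ligation point.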

In total, we identified 3288 unique RNA-RNA pairs represented by at least three reads. 

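Pairs of 2 mRNAs formed the largest class among the significant pairs, and SisA was the sRNA with most of them. SisA took part in 90 significant pairs, SisD in 34, SisB in 11, CrfA in 11 and SisC in 3, and 293 held any sRNA. An mRNA in RNA1 and an sRNA in RNA2 was found in 166 pairs, the opposite order in 64 and 2 sRNAs in 19. Pairs of 2 mRNAs numbered 692, and an intergenic region in RNA1 with an mRNA in RNA2 was found in 397. Among the mRNAs that were significant with SisA but had a base-pairing FDR above 0.5, CCNA_00399 held 2010 reads in 2 libraries (base-pairing FDR 0.8). The mRNA of hppA, which encodes a membrane-bound pyrophosphatase, held 959 reads in 3 libraries (base-pairing FDR 0.649). The significant pairs held 115950 reads, or 23.9% of all chimeric reads. No ligation point was given for 1502 pairs with 362232 reads, which include all 17 pairs of the ISCc2 antisense RNAs. In the wild type, 22 pairs were significant, and 2 of them held an sRNA.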

1541 chimeric fragments were statistically significant (FDR ≤ 0.05) and included information on the ligation point between the two recovered RNA partners (Fig. 1b). 

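The base-pairing filter retained more of the sRNA pairs than of the mRNA pairs, and the retained pairs found in all 4 libraries each held an sRNA. These were CrfA with SisA, CrfA with SisD, CCNA_00338 with SisA, and CCNA_03360 with the 3' end of CCNA_01159, which was joined in 2607 reads. Of the significant pairs, 48.8% of those with an sRNA, 34.8% of those of 2 mRNAs and 40.8% of the remaining pairs with an intergenic region passed. High-confidence pairs with an sRNA held a median of 80 reads, and those without held a median of 30. In all, 107 high-confidence pairs (17.5%, 95% CI 14.7 to 20.7) were found in at least 2 libraries and 504 in 1. Among significant pairs, 72 of 293 with an sRNA and 15 of 692 of 2 mRNAs were found in at least 2 libraries (odds ratio 14.7, two-sided Fisher's exact test, p = 5.37e-27). A base-pairing FDR of at most 0.05 was found for 21 of the 293 and 23 of the 692 (odds ratio 2.25, exact p = 0.0108). The comparison by number of libraries was not matched for reads. Of high-confidence pairs with 50 to 99 reads, 85.6% of all and 83.3% of those with an sRNA were found in 1 library. From 200 reads upwards these shares were 34.1% and 21.4%. Pairs are not independent replicates, and 374 of the significant pairs joined loci that overlap on opposite strands. Without these, the counts were 6 of 267 with an sRNA and 13 of 657 of 2 mRNAs (exact p = 0.8). SisA pairs were not among the overlapping ones. CCNA_R0147 was joined in 6419 reads in 2 libraries to the minus-strand intergenic region from 1983982 to 1996690, which spans its locus. Where in that region the reads lie was not analysed.

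**Figure D1:**
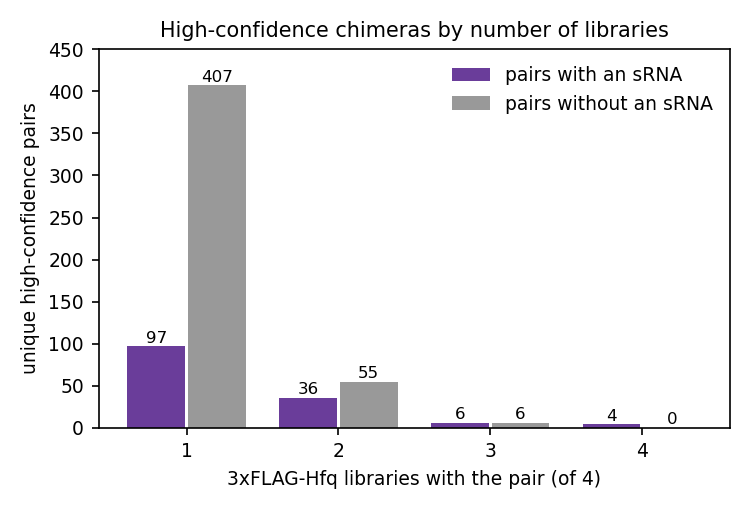
Number of unique high-confidence pairs (y axis) by the number of 3xFLAG-Hfq libraries that held them (x axis), for pairs with an sRNA and pairs without one. In 1 library, 97 pairs with an sRNA and 407 without were found, and in all 4 libraries 4 and 0.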

We applied ChimericFragments^39^, a bioinformatics pipeline incorporating the base-pairing potential between ligated RNAs, to further select 611 high-confidence chimeras for downstream analysis (Supplementary Data 1). 

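SisA had the most high-confidence pairs of any sRNA, and most of its partners were mRNAs, among them CCNA_00338 for a TonB-dependent receptor and CCNA_00857 for a glucose/fructose transporter. SisD shared part of these partners, and SisC shared CCNA_00338. SisA lies on the plus strand from 840137 to 840219 and took part in 47 of 143 pairs with an sRNA (32.9%, 95% CI 25.7 to 40.9), with 40.6% of their reads. At a base-pairing FDR of at most 0.05, it took part in 1 of 21 (4.76%). In the 47 pairs, the partners of SisA were 37 mRNAs, 8 intergenic regions and 2 sRNAs. SisD took part in 20 pairs, CCNA_R0199 in 8, SisB in 7, CCNA_R0147 in 6, CCNA_R0020 in 5 and SisC in 3. The mRNA of CCNA_00338 (plus strand, 348393 to 350753) was joined to SisA in 2096 reads in 4 libraries, to SisD in 1475 reads in 3 and to SisC in 253 reads in 2. CCNA_00857 was joined to SisA in 212 reads and to SisD in 449, and CCNA_00543 in 185 and 234. SisA was also joined to CCNA_02914 in 391 reads, CCNA_02357 in 223, xylX, a gene of xylose degradation, in 133, and CCNA_03263 in 121. For CCNA_03444 the 95 reads were significant, but the base-pairing FDR was 0.854. Further mRNA partners of SisA were CCNA_00754 with 1139 reads, CCNA_02954 with 592, exbB, which encodes a component of the TonB energizing complex, with 350, and the cell division gene ftsA with 166. SisB was joined to CCNA_01852 in 452 reads and to glpX in 145, and SisD to the flagellar gene fliL in 733. Of the 47 SisA pairs, 34 were found in 1 library, as was the pair of SisD with fliL.

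**Figure D2:**
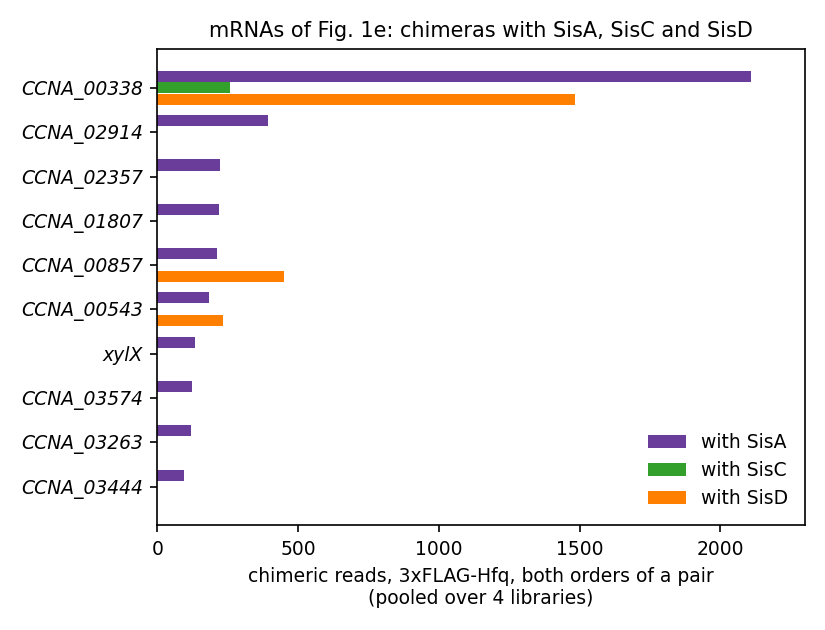
Chimeric reads with 3xFLAG-Hfq (x axis, both orders of a pair, pooled over 4 libraries) between each mRNA of Fig. 1e (y axis) and SisA, SisC or SisD (bars). All 10 mRNAs have reads with SisA, and 3 of them also have reads with SisD.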

Among the filtered chimeras, 146 Hfq-associated interactions involved at least one sRNA (Fig. 1c, d), and approximately one-third of those sRNA-RNA pairs included SisA (CCNA_R0014), a previously uncharacterized, Hfq-associated sRNA^37^.

**Fig. 1:**
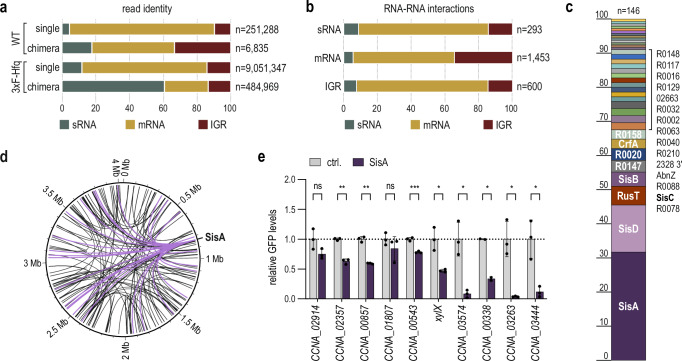
Hfq-dependent RNA interactome in *C. crescentus* determined by RIL-seq analysis. **a** Relative abundance of different RNA classes recovered from RIL-seq with *C. crescentus* wild-type (WT) or cells expressing 3xFLAG-tagged Hfq (3xF-Hfq). The total number of single or chimeric reads for each strain is indicated (*n*). **b** Distribution of interactions between different RNA classes in chimeric reads recovered with 3xFLAG-tagged Hfq. The total number of unique chimeras for each RNA class is indicated (*n*). **c** Relative distribution of interaction partners for all sRNAs. The total number of unique sRNA chimeras is indicated (*n* = 146). **d** Circos plot of the 150 most abundant RIL-seq interactions recovered with 3xFLAG-tagged Hfq. Positions on the genome are indicated. Chimeras involving SisA are highlighted in purple. **e** Validation of sRNA-mRNA interactions for SisA predicted by RIL-seq. Regulation of mRNA targets by SisA was assessed using post-transcriptional reporters encompassing the target mRNA’s 5’ UTR and first 20 codons fused to *gfp*. *C. crescentus* Δ*vanAB* cells carrying the indicated reporter fusion in combination with either an empty control vector (pBVMCS-6; ctrl.) or the expression plasmid pP_van_-SisA were grown overnight in the presence of vanillate to induce sRNA expression (Fig S2a). GFP expression was quantified either by fluorescence intensity measurements or by Western blot analysis of total protein samples (Fig. S2b). For the quantification of each fusion, GFP levels in the presence of the control plasmid were set to 1 and relative changes determined for cells expressing SisA. GFP regulation was calculated as mean values ± SD of three biological replicates (*n* = 3). Statistical significance was assessed using unpaired two-sided Welch’s t-tests (ns for *p* > 0.05, * for *p* ≤ 0.05, ** for *p* ≤ 0.01, *** for *p* ≤ 0.001). GFP levels of a control construct did not change in the presence of SisA (Fig. S2b/c). Source data for this figure are provided as a Source Data file.

To validate the RIL-seq approach, we assessed the potential post-transcriptional regulation by SisA with ten putative interaction partners using a GFP-based reporter system^40^. For each target, a translational fusion of the 5’-UTR and early coding sequence to the green fluorescent protein (*gfp*) was combined in *Caulobacter* with either an empty control vector or a plasmid overexpressing SisA (Fig. 1e). We observed negative regulation for eight targets (corresponding to *CCNA_02357*, *CCNA_00857*, *CCNA_00543*, *xylX*, *CCNA_03574*, *CCNA_00338, CCNA_03263* and *CCNA_03444*) whereas GFP production for two fusions (*CCNA_02914* and *CCNA_01807*) was only moderately affected by SisA, despite a potential interaction suggested by RIL-seq.

The predominant chimera identified in our RIL-seq dataset also included SisA; however, the sRNA was not associated with an mRNA but rather with a second sRNA, CrfA (Supplementary Data 1). 

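The pair of CrfA and SisA was found in 5383 reads with CrfA in RNA1 and SisA in RNA2, and in all 4 libraries. It held 1.11% of all chimeric reads with 3xFLAG-Hfq. By reads it was the second of 611 high-confidence pairs, after CCNA_R0147 with an intergenic region that spans its locus on the opposite strand. Among the 4 high-confidence pairs found in every library, CrfA with SisA was the first. Over all pairs with at least 3 reads, which include those of the ISCc2 antisense RNAs, it ranked 17. The base-pairing FDR of CrfA with SisA was 0.0102, and no other high-confidence pair of SisA had one of 0.05 or less. The opposite order, SisA in RNA1 and CrfA in RNA2, held 78 reads in 4 libraries and was not significant. CrfA lies on the minus strand from 3781372 to 3781500 (129 nt). In the wild type, where CrfA had 1027 single fragments, no pair of CrfA and SisA was listed.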

CrfA is among the few sRNAs in *Caulobacter* that have been previously characterized^13,41^, and, like SisA, it binds to Hfq^37^. When induced in response to carbon starvation, CrfA is required to activate the expression of more than a dozen transcripts^13^. While we were unable to recover chimeras of CrfA with putative mRNA targets, we instead, in addition to the CrfA-SisA pair, detected three less abundant interactions of CrfA with the previously uncharacterized sRNAs SisB (CCNA_R0133), SisC (CCNA_R0143) and SisD (CCNA_R0157) (Fig. 2a).

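CrfA was joined mainly to SisA and its relatives, and none of its mRNA pairs reached high confidence. CrfA was joined to SisD in 285 reads in 4 libraries, to SisB in 109 reads in 2 libraries and to SisC in 26 reads in 1 library. The base-pairing FDR was 0.00814 for SisD, 0.00329 for SisB and 0.00501 for SisC. SisA to SisD together held 86.4% of the chimeric reads of CrfA, and mRNAs held 13.5%. The mRNA reads came from 22 pairs, of which 21 were found in 1 library. Among these, 7 were significant with a ligation point, and their base-pairing FDR ranged from 0.599 to 0.854. They joined CrfA to CCNA_02753 (165 reads), CCNA_02963 (108 reads), CCNA_03984 (103 reads), zitP (92 reads), CCNA_02235 (79 reads), CCNA_02994 (58 reads) and CCNA_01869 (27 reads). CrfA and CCNA_00338 shared 80 reads in 1 library, with a Fisher FDR of 1 and a base-pairing FDR of 0.434. Another 4 mRNA pairs of CrfA had a base-pairing FDR of at most 0.5, and these failed the Fisher test as well.

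**Figure D3:**
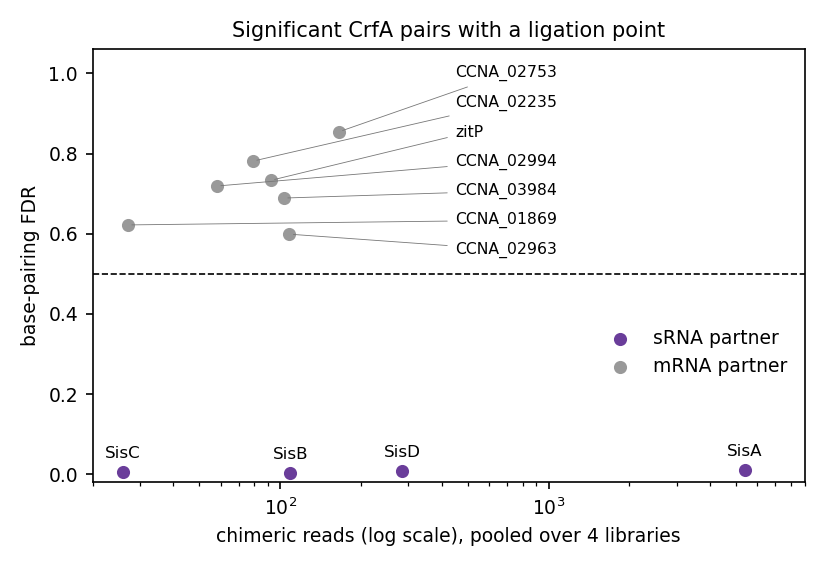
Significant pairs of CrfA with a ligation point, by chimeric reads pooled over 4 libraries (x axis, log scale) and base-pairing FDR (y axis), with sRNA and mRNA partners as separate point colours. The dashed line marks an FDR of 0.5, and SisA, SisB, SisC and SisD lie at 0.0102 or lower.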

**Fig. 2:**
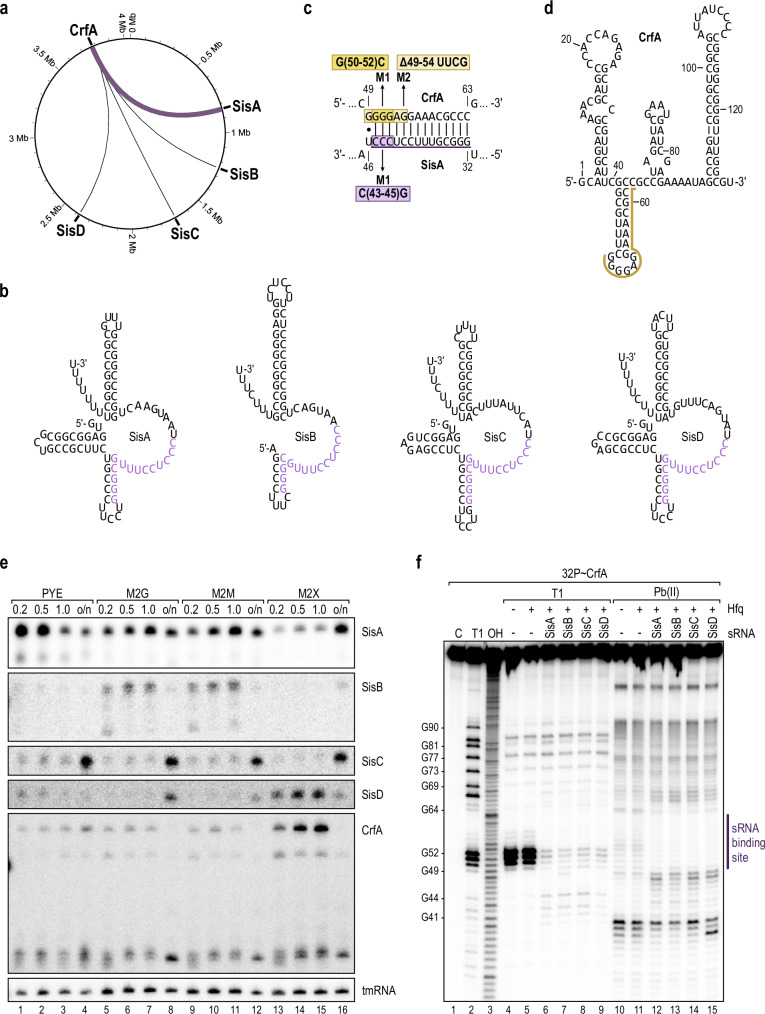
sRNA homologues SisA, SisB, SisC and SisD interact with CrfA by direct base-pairing. **a** Circos plot of CrfA interactions with the sRNA family SisA-D as recovered by RIL-seq analysis. **b** Secondary structures of SisA-D sRNAs as predicted using the RNAfold WebServer^76^. The conserved sequence stretch is highlighted in purple. **c** Predicted interaction between CrfA and SisA. Positions relative to the transcriptional start site (TSS) are indicated and nucleotide substitutions (CrfA-M1, CrfA-M2 and SisA-M1) are marked. The conserved sequence core of the SisA-D family is underlined in purple. **d** Secondary structure of CrfA as predicted using the RNAfold WebServer^76^ and validated by chemical probing (Fig. 2e). The interaction site of CrfA with the SisA-D family is indicated by a yellow line. **e** Northern blot analysis of SisA-D and CrfA expression over growth in different media. *C. crescentus* wild-type was grown in PYE or minimal medium supplemented with glucose (M2G), maltose (M2M), or xylose (M2X) as a carbon source. Total RNA samples were collected over growth at OD_660_ of 0.2, 0.5, 1.0, and after overnight growth, respectively, and analysed by Northern blot. tmRNA served as a loading control. **f** In vitro structure probing of 5’-end labelled CrfA sRNA (0.4 pmol) with RNase T1 (lanes 4-9) and lead(II) acetate (lanes 10–15) in the absence and presence (5 pmol) of purified Hfq protein and SisA, SisB, SisC or SisD sRNA (4 pmol), respectively. RNase T1 and alkaline (OH) ladders of CrfA (lanes 2 and 3) were used to map cleavage fragments, and positions of mapped G-residues are marked relative to the TSS. The sRNA binding site indicated by sRNA footprints is marked with a purple bar. Source data for this figure are provided as a Source Data file.

### CrfA interacts directly with the four sibling sRNAs SisA, SisB, SisC, and SisD

The four sRNAs SisA, SisB, SisC, and SisD are members of the αR8 RNA family, which is present in all Alphaproteobacteria except for the order Rickettsiales^42^. Most species carry a single αR8 RNA copy adjacent to a gene encoding a putative N-formyl glutamate amidohydrolase (FGase) protein. In *Caulobacter*, this genomic linkage is observed for *sisA*, which is located downstream of the FGase-encoding *CCNA_00780* (Fig. S3a). The additional three paralogous αR8 sRNAs are found at different locations of the genome (Fig. 2a and S3b-d). An alignment of the sequences upstream of *sisA-D* showed no conserved sequence motif (Fig. S3e), indicating that the sRNAs carry unrelated promoters with independent transcriptional control mechanisms for each sibling. In accordance, we discovered specific expression patterns for each sRNA under various growth conditions, including complex or minimal medium supplemented with different carbon sources and at different cell densities (Fig. 2e and S4a).

The SisA-D sRNAs share conserved sequence and structure traits of the αR8 RNA family: a Rho-independent terminator element, as well as an internal 10-nucleotide single-stranded stretch (5’-UUUCCUCCCU-3’) located downstream of a weak hairpin structure (Fig. 2b; S5a)^42^. Notably, this core sequence common to all αR8 RNAs is highly complementary to the second, G/A-rich stem loop of CrfA (Fig. 2c, d, S5b–e). To validate the potential interaction between the SisA-D and CrfA sRNAs, we performed structure probing experiments of CrfA in combination with Hfq and each of the four siblings. Partial digestion of in vitro–transcribed, 5’ end-labelled CrfA with RNase T1 or lead (II) acetate revealed protection of residues G49-C63 upon addition of either of the four sibling sRNAs, confirming base-pairing to the predicted site in CrfA (Fig. 2f). In a reciprocal experiment, we detected base-pairing of CrfA to SisA (residues G33-C45), covering the conserved 10-mer sequence core (Figure. S6a–c). We further demonstrated that mutation of this binding site disrupted the interaction between CrfA and SisA. Specifically, replacing residues G49-G54 with a non-complementary tetraloop sequence in CrfA (UUCG; CrfA-M2) (Fig. 2c) abolished the cleavage pattern observed for SisA in the presence of wild-type CrfA in the structure probing experiment (Fig. S6a) and interfered with RNA duplex formation of the two sRNAs on Hfq in a gel-shift assay (Fig. S6d).

We next asked how CrfA affected the expression of the αR8 RNA siblings in vivo, focusing on SisA as the most abundant representative of the family in our RIL-seq dataset (Fig. 1c). When over-expressed from a vanillate-inducible promoter, CrfA strongly decreased SisA levels (~five-fold within 10 min), whereas the sRNA was not affected by the mutated CrfA variants CrfA-M1 and CrfA-M2 in which the recognition site for SisA was disrupted (Fig. 3a, b). We further confirmed the RNA-RNA interaction in vivo through compensatory base-pair exchange experiments and expressed either CrfA wild-type or CrfA-M1 together with SisA or SisA-M1, respectively (Fig. 3c, d). Individual mutations in either RNA eliminated the downregulation of SisA by CrfA; however, this regulation was reinstated when base-pairing was restored through the combination of CrfA-M1 and SisA-M1.

**Fig. 3:**
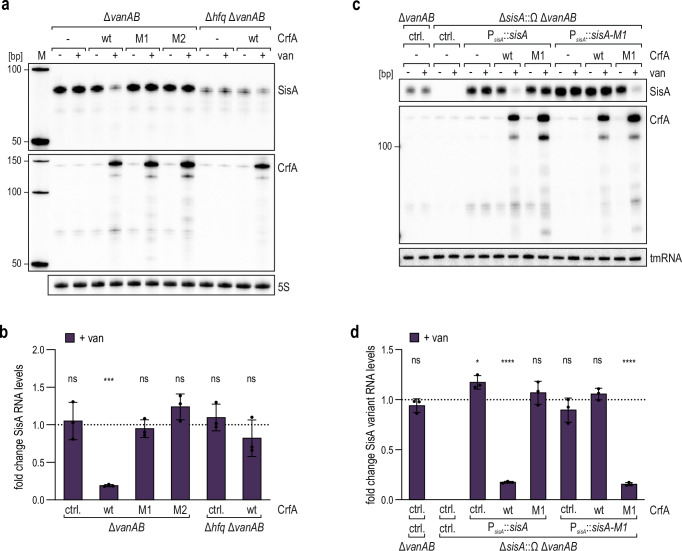
Hfq-dependent interaction between CrfA and SisA modulates sRNA levels in vivo. **a** Northern blot analysis of SisA levels in response to pulse over-expression of CrfA variants. *C. crescentus* Δ*vanAB* or Δ*hfq* Δ*vanAB* carrying either an empty control vector (pBVMCS-6; ctrl.) or plasmid pP_van_-CrfA expressing CrfA wild-type (wt), CrfA-M1 (M1) or CrfA-M2 (M2), respectively, were grown to OD_660_ of 0.5 in PYE. Total RNA collected before (- van) and 10 min after ( + van) addition of vanillate was analysed by Northern Blot. 5S rRNA served as loading control. **b** SisA levels after induction of CrfA variants were quantified relative to the time point before induction of the respective construct. Levels are presented as mean values ± SD for three biological replicates (*n* = 3). Statistical significance was assessed using unpaired two-sided Welch’s t-tests (ns for *p* > 0.05, * for *p* ≤ 0.05, ** for *p* ≤ 0.01, *** for *p* ≤ 0.001, **** for *p* ≤ 0.0001). **c** Northern blot analysis of SisA or SisA-M1 levels in response to pulse over-expression of CrfA variants. *C. crescentus* Δ*vanAB* with a control construct or Δ*sisA::Ω* Δ*vanAB* complemented with a chromosomal construct expressing SisA or SisA-M1 from its native promoter (P_*sisA*_::*sisA* or P_*sisA*_::*sisA-M1*) and carrying either an empty control vector (pBVMCS-6, ctrl.) or plasmid pP_van_-CrfA expressing CrfA wild-type (wt) or CrfA-M1 (M1) were grown to an OD_660_ of 0.5 in PYE. Total RNA samples were collected and analysed by Northern blot as described for **a**. tmRNA served as a loading control. **d** CrfA levels were quantified as described for **b**. Source data for this figure is provided as a Source Data file.

For the complementary experiments, we deleted all four αR8 siblings in the *Caulobacter* chromosome (Δ*sisA-D*) to exclude any effect of native SisA-D on CrfA. As the basal levels of CrfA under non-inducing conditions are low (Fig. 2e), we also boosted expression of the sRNA by replacing the native promoter with a synthetic variant conferring constitutive, strong transcription^43^. Scoring CrfA abundance upon overexpression of SisA or SisA-M1 in comparison to a control revealed decreased full-length sRNA levels in the presence of SisA but not SisA-M1 (Fig. S7a, b). In addition, a ~ 65 nt-long degradation product (CrfA*) accumulated specifically upon SisA induction.

The inhibitory effects of CrfA and SisA on each other were substantially reduced in cells lacking *hfq* (Fig. 3a, b and S7a, b), indicating that the RNA chaperone facilitated RNA annealing. This result is consistent with the recovery of the interaction between the two sRNAs by Hfq RIL-seq and suggested that CrfA competes with mRNA targets for binding of SisA, in accordance with a function as a sponge RNA.

### CrfA is a sponge RNA counteracting the activity of SisA

To dissect the post-transcriptional control by CrfA and SisA, we selected *CCNA_03574* (encoding a TonB-dependent receptor protein) as a representative target. It had previously been suggested that CrfA would directly bind to the 5’ UTR of the *CCNA_03574* (*CC3461*) mRNA, resulting in an activation of gene expression. Introduction of a site-specific mutation in CrfA (corresponding to variant CrfA-M1) caused a loss of the positive regulation of *CCNA_03574*, a result that had been attributed to an interruption of base-pairing between CrfA and the mRNA^13^. In contrast, our RIL-seq dataset solely recovered chimeras between the *CCNA_03574* transcript and SisA, but not CrfA (Fig. 1b; Supplementary Data 1). 

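The CCNA_03574 transcript, on the minus strand from 3727682 to 3730342 with its untranslated regions, was joined to SisA in 123 reads and had no listed pair with CrfA, SisB, SisC or SisD. CCNA_03574 stood in RNA1 and SisA in RNA2, with mean mapped lengths of 26 and 54 nt. The Fisher FDR of this pair was 5.65e-90 and its base-pairing FDR 0.226. All reads of CCNA_03574 with SisA came from 1 library. A pair of CCNA_03574 with the mRNA CCNA_00161 held 133 reads in 1 library and had no ligation point. A high-confidence pair of dnaK, which encodes a chaperone, with CCNA_03574 held 3 reads in 1 library (base-pairing FDR 0.434). Pairs with fewer than 3 reads are not listed, so a rarer chimera of CCNA_03574 with CrfA was not detectable at this depth.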

We thus speculated that CrfA could promote expression of *CCNA_03574* only indirectly by counteracting the negative effect of SisA on the mRNA.

To test this hypothesis, we expressed a translational *CCNA_03574::gfp* reporter in a wild-type background and tested regulation by CrfA and SisA. As expected, we observed upregulation of *CCNA_03574::gfp* in response to CrfA overexpression, but strong downregulation by SisA (Fig. 4a; left panel). When we tested regulation of the reporter in a *Caulobacter* strain lacking all four sibling sRNAs (Δ*sisA-D*), SisA-mediated repression of *CCNA_03574::gfp* was unaffected. In contrast, CrfA over-expression failed to regulate the reporter, supporting the hypothesis that CrfA activated target gene expression by inhibiting the αR8 RNA family (Fig. 4a; right panel).

**Fig. 4:**
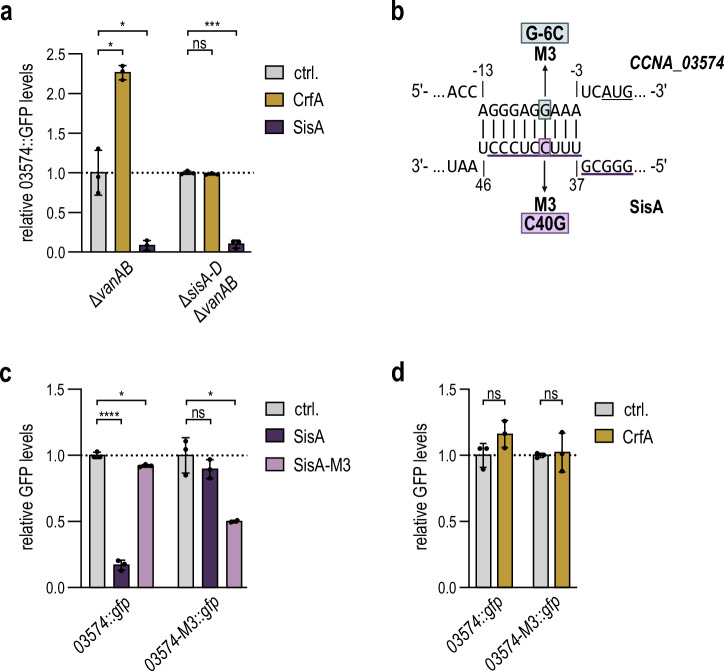
Indirect regulation of target mRNAs through SisA-CrfA interaction. **a** *C. crescentus* Δ*vanAB* or Δ*sisA-D* Δ*vanAB* carrying a chromosomal *CCNA_03574::gfp* reporter fusion in combination with either an empty control vector (pBVMCS-6; ctrl.) or the expression plasmid pP_van_-CrfA or pP_van_-SisA, respectively, was grown over-night in the presence of vanillate, and GFP expression was quantified by fluorescence intensity measurements. Expression of SisA and CrfA was confirmed by Northern blot analysis (Fig. S8a). GFP levels of a control construct did not change considerably in the presence of CrfA or SisA (Fig. S8c). **b** Base-pairing interaction between SisA and the *CCNA_03574* 5’UTR as predicted based on RIL-seq analysis and the IntaRNA algorithm^78^. Nucleotide positions in the sRNA are numbered relative to the TSS, in the *CCNA_03574* mRNA relative to the start codon (underlined). The conserved sequence stretch of the SisA-D family is marked in purple. Compensatory mutations SisA-M3 (C40G) and *CCNA_03574*-*M3* (G-6C) are indicated. **c** *E. coli* MC4100 expressing *C. crescentus* Hfq from the endogenous *hfq* locus under control of the native promoter were transformed with the *CCNA_03574::gfp* reporter fusion in combination with either an empty control vector (pKP8-35, ctrl.) or plasmid pP_BAD_-SisA expressing SisA or SisA-M3. Bacteria were grown in the presence of arabinose for 6 hours, and GFP expression was quantified by fluorescence intensity measurements. Equal expression of SisA and SisA-M3 was confirmed by Northern blot analysis (Fig. S8b). GFP levels of a control construct did not change in the presence of SisA or SisA-M3 (Fig. S8d). **d** *E. coli* MC4100 expressing *C. crescentus* Hfq from the endogenous *hfq* locus under control of the native promoter were transformed with the *CCNA_03574::gfp* reporter fusion in combination with either an empty control vector (pKP8-35, ctrl.) or plasmid pP_BAD_-CrfA-ribozyme expressing CrfA. Bacteria were grown in the presence of arabinose for 6 hours and GFP expression was quantified by fluorescence intensity measurements. Expression of CrfA was confirmed by Northern blot analysis (Fig. S8b). GFP levels of a control construct did not change in the presence of CrfA (Fig. S8d) **a**, **c**, **d** GFP levels were calculated as described in Fig. 1 as mean values ± SD of three biological replicates (*n* = 3), except for *CCNA_03574-M3::gfp* with SisA-M3 (*n* = 2). Statistical significance was assessed using unpaired two-sided Welch’s t-tests (ns for *p* > 0.05, * for *p* ≤ 0.05, ** for *p* ≤ 0.01, *** for *p* ≤ 0.001, **** for *p* ≤ 0.0001). Source data for this figure are provided as a Source Data file.

SisA is predicted to interact with a sequence upstream of the start codon in the 5’ UTR of the *CCNA_03574* mRNA employing the 10-mer sequence motif conserved in all four sibling sRNAs (Fig. 4b). To avoid any influence of CrfA and the sibling sRNAs on the reporter, we validated the direct base-pairing between SisA and *CCNA_03574* mRNA in a heterologous system. Specifically, we over-expressed SisA in *Escherichia coli* cells producing *C. crescentus* Hfq^23^, which resulted in ~six-fold repression of the *CCNA_03574::gfp* reporter. Introduction of a point mutation within the binding site in SisA-M3 (C40G) fully abrogated regulation of the reporter fusion (Fig. 4b, c), and likewise, wild-type SisA was unable to repress reporter *CCNA_03574-M3::gfp* carrying mutation G-6C. However, regulation of *CCNA_03574-M3:gfp* was restored by SisA-M3 (Fig. 4b, c), confirming the predicted interaction. Importantly, CrfA had no effect on expression of *CCNA_03574::gfp* or the M3 variant of the reporter in this background (Fig. 4d).

Together, our results indicate that SisA acts as a post-transcriptional regulator of *CCNA_03574* via direct base-pairing, while any regulatory effects on the target observed in response to CrfA expression depend on the presence of native SisA sRNA. We therefore conclude that CrfA does not directly interact with the mRNA but functions as a sponge RNA to sequester SisA, which relieves repression of its target transcript.

### Global transcriptome-wide changes by SisA and its sponge CrfA

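SisA was joined to mRNAs such as CCNA_00338, CCNA_00543 and xylX, mostly with the mRNA in RNA1 and SisA in RNA2. Any pair with SisA was found for 100 mRNAs, a significant pair for 73, and SisD had 35 and 31. Over its high-confidence pairs SisA stood in RNA2 in 44 and in RNA1 in 3, and the median pair held 119 reads. The lowest base-pairing FDR of SisA with an mRNA was 0.0734, for CCNA_02473 with 67 reads. For CCNA_00338, CCNA_00543 and xylX it was 0.171, 0.154 and 0.154. SisA and SisD shared 4 high-confidence mRNA partners, namely CCNA_00338, CCNA_00543, CCNA_00857 and CCNA_02484. Of 10 genes for TonB-dependent receptors in Fig. 5, 6 had a pair with SisA, SisB, SisC or SisD, and CCNA_03574, CCNA_02895, CCNA_00338 and CCNA_03263 had a high-confidence pair. Of 8 transporter genes in the same figure, 5 had such a pair, and CCNA_00857, CCNA_02570 and CCNA_01852 had one of high confidence. Of 7 genes of carbohydrate metabolism 3 had a pair, and only CCNA_01705 had one of high confidence. The base-pairing FDR rests on ligation points that were not analysed here. From the chimeras of CCNA_03574 with SisA and not with CrfA, the paper first speculated that CrfA raises this mRNA indirectly. After its reporter and mutation experiments, which were not analysed here, the paper concludes that CrfA sequesters SisA and does not pair with this mRNA.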

Our RIL-seq analysis suggested that SisA regulates multiple targets through direct base-pairing (Fig. 1d). To study if and how CrfA can interfere with SisA-mediated gene regulation at a global level, we recorded the transcriptomes of *Caulobacter* in response to overexpression of the sRNAs. To this end, we performed RNA-seq experiments of *Caulobacter* cells carrying either an empty control vector, pP_van_-CrfA, or pP_van_-SisA, which we cultivated in minimal M2 medium supplemented with 0.2% glucose (M2G) to mid-exponential phase (OD_660_ of 0.3). To specifically address the sponge activity of CrfA, we also performed a corresponding transcriptome analysis in *Caulobacter* Δ*sisA-D* cells. RNA was prepared from samples collected prior to as well as 15 min after addition of the inducer vanillate, and CrfA or SisA overexpression was verified by Northern blot analysis (Fig. S9). Expression profiles for the individual sample sets were determined by RNA-seq analysis, which revealed differential expression of 47 transcripts (FDR p-value ≤ 0.05) (Supplementary Data 2). In line with our hypothesis and the previous characterization of the sRNA^13^, CrfA over-expression resulted in upregulation of numerous targets, including *CCNA_03574*. The same set of transcripts was also differentially expressed upon SisA overexpression (≥10 reads; ≥ 5-fold change; FDR *p*-value ≤ 0.05), however, displaying opposite regulation. In contrast, in *Caulobacter* Δ*sisA-D*, CrfA failed to activate these targets, whereas SisA also functioned as a negative regulator in this background (Fig. 5).

**Fig. 5:**
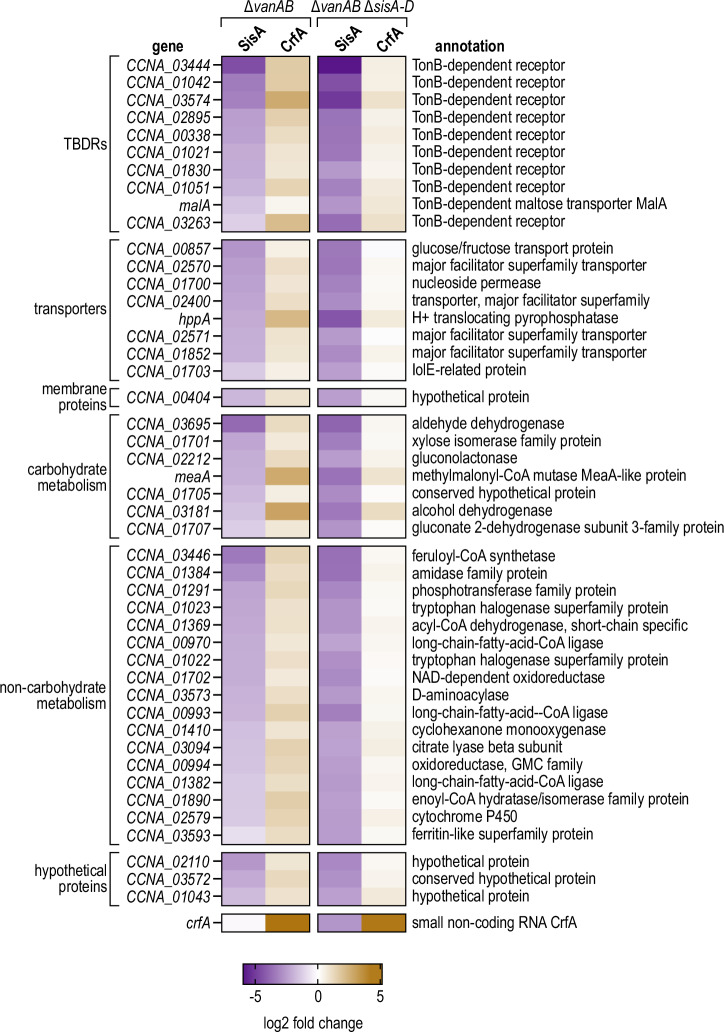
Differential gene regulation in response to pulse-overexpression of SisA and CrfA. *C. crescentus* Δ*vanAB* or Δ*sisA-D* Δ*vanAB* carrying either an empty control vector (pBVMCS-6) or the expression plasmid pP_van_-SisA or pP_van_-CrfA, respectively, were grown in M2G to an OD_660_ of 0.3. Total RNA was extracted from cells before and 15 minutes after the addition of vanillate, and used to prepare cDNA libraries for high-throughput sequencing. Gene expression changes in response to pulse-induction of SisA or CrfA, respectively, are plotted as a heatmap. Expression values are listed in Supplementary Data 2. Genes with fold-repression ≥ 5 (and FDR corrected *p*-value of ≤ 0.05, see Methods for details) in response to pulse-induction of SisA in either Δ*vanAB* or Δ*sisA-D* Δ*vanAB* are shown, with fold changes (regardless of the FDR corrected p-value) in response to pulse-induction of CrfA in the same genetic background. Source data for this figure are provided as a Source Data file.

To corroborate our findings, we validated post-transcriptional regulation of four additional representative targets by CrfA and SisA, respectively, in a strain lacking all four sibling RNA genes using post-transcriptional reporters (Fig. S10). As observed for *CCNA_03574* (Fig. 4b, c), fusions of *CCNA_03263*, *hppA*, *CCNA_03444*, and *CCNA_00338* to *gfp* were downregulated by SisA but not CrfA (Fig. S10a, b). In all cases, we were able to predict base-pairing interactions between SisA and the target candidates involving the conserved SisA seed (Fig. S10c–f). Collectively, our results reveal a role for SisA as a post-transcriptional regulator of a broad network of mRNA transcripts, while CrfA only indirectly contributes to target regulation by counteracting the αR8 sRNA.

### CrfA and SisA have opposing roles in response to carbon starvation

Expression of CrfA is induced by carbon depletion^13^. The extensive regulatory interplay between CrfA and SisA observed upon over-expression of the sRNAs prompted us to determine whether the sponging activity of CrfA helped *Caulobacter* adapt to fluctuations in carbon supplies that cells may encounter in their natural nutrient-poor habitat. In analogy to the above experiments, we focused on SisA as it was the most abundant sibling in our experiments (Fig. S4a). To induce starvation, *C. crescentus* was grown in M2G to exponential phase (OD_660_ of 0.2), washed twice, and subsequently resuspended in M2 without any carbon source. Cultivation was continued for 30 min when carbon deprivation was relieved by addition of glucose to the medium (Fig. 6a; top panel). In *Caulobacter* wild-type cells, CrfA was highly induced (~six-fold) within 10 min in M2 and decreased again after supplementing glucose. Inversely, SisA abundance strongly decreased (~50-fold within 30 min) in response to carbon depletion and returned to the initial level within 30 min of recovery in M2G (Fig. 6b). In the absence of CrfA (Δ*crfA*), or in cells carrying a chromosomal mutation in *crfA* interrupting base-pairing with SisA (*crfA-M2*, Fig. 2c, Fig. 3a), SisA levels changed only moderately throughout the phases of starvation and recovery (Fig. 6b). Of note, basal levels of CrfA-M2 were elevated compared to wild-type CrfA in M2G (compare lanes 1 and 11), suggesting that base-pairing interactions with SisA, and possibly its paralogs SisB-D, contributed to the reduced expression of CrfA under carbon-rich conditions.

**Fig. 6:**
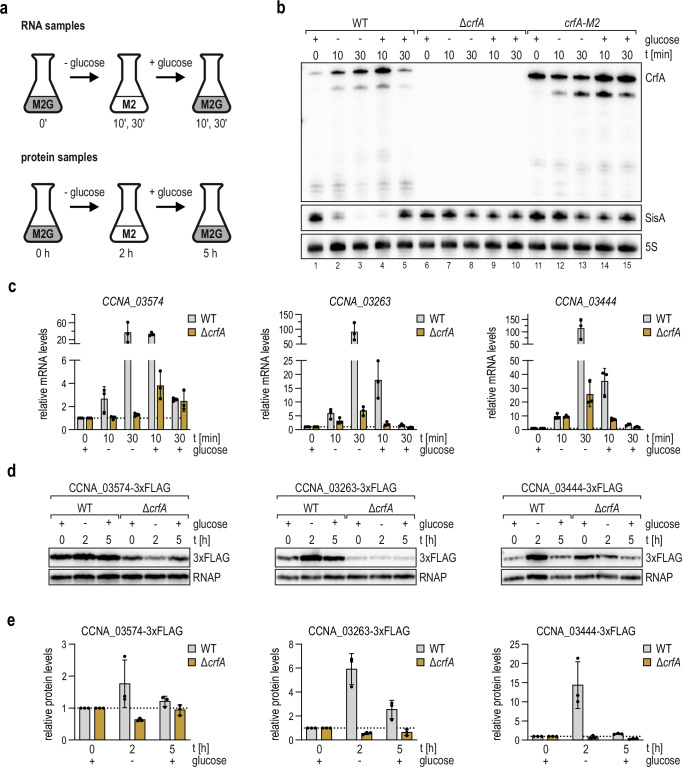
CrfA-dependent modulation of SisA and its target mRNAs during carbon starvation. **a** Schematic of carbon starvation experiments and respective sample collection time points. *C. crescentus* wild-type, Δ*crfA* or *crfA-M2*, respectively, were grown to OD_660_ of 0.2 in minimal medium supplemented with glucose (0.2%; M2G), washed twice and resuspended in minimal medium without carbon source (M2). Total RNA samples were collected after 10 min and 30 min, respectively. Total protein samples were collected after 2 hours. After the last sample collection time point (30 min for RNA, 2 h for protein, respectively), glucose was added again (final concentration 0.2%) and total RNA sampled after 10 min and 30 min, respectively, while total protein samples were collected after 5 h. **b** Expression of CrfA and SisA during starvation and recovery was analysed on Northern blots using RNA samples prepared from *C. crescentus* wild-type, Δ*crfA* and *crfA-M2* grown as described in (**a**). **c** SisA target gene mRNA levels of *CCNA_03574*, *CCNA_03263* and *CCNA_03444*, encoding TonB-dependent receptors, during starvation were quantified by RT-qPCR on total RNA collected from *C. crescentus* wild-type or Δ*crfA* grown as described in (**a**); levels are presented as mean values ± SD of three biological replicates (*n* = 3). **d** Expression of CCNA_03574-3xFLAG, CCNA_03263-3xFLAG and CCNA_03444-3xFLAG during starvation was analysed by Western blot using total protein samples collected from *C. crescentus* wild-type or Δ*crfA* grown as described in (**a**). **e** Protein levels were quantified relative to the protein abundance prior to starvation in the wild-type and are presented as mean values ± SD of three biological replicates (*n* = 3). Source data for this figure are provided as a Source Data file.

These results indicated that CrfA was the major factor controlling SisA expression during starvation, and we were curious how this additional level of post-transcriptional regulation affected SisA target genes. To address this question, we monitored mRNA and protein levels of five SisA target genes in response to short-term and long-term glucose depletion and recovery in the presence or absence of CrfA (Fig. 6a). As determined by RT-qPCR, the expression patterns of five representative target mRNAs (*CCNA_03574*, *CCNA_03263*, *CCNA_03444*, *hppA*, and *CCNA_00338*) in wild-type *Caulobacter* followed the dynamics of CrfA, with strongly increasing expression in response to carbon depletion and concomitant down-regulation to basal levels upon readdition of glucose (Fig. 6c, Fig. S11a). In cells lacking *crfA*, the basal levels of all five transcripts were decreased compared to the wild-type strain before starvation, and mRNA abundance either barely changed after carbon depletion (*CCNA_03574*, *hppA*, *CCNA_00338*), or induction during starvation was strongly reduced (*CCNA_03263*, *CCNA_03444*).

To assess whether this regulatory pattern was also reflected at the protein level, we inserted a 3xFLAG-tag (3xF) epitope sequence upstream of the annotated stop codon of four TBDRs (*CCNA_03574, CCNA_00338*, *CCNA_03263*, and *CCNA_03444*) and a H+ translocating pyrophosphatase (*hppA*). We extended the periods of starvation and recovery, respectively, to follow protein dynamics and collected total protein samples prior to as well as after 2 h of starvation and 5 h of recovery (Fig. 6a; lower panel). For wild-type cells, we observed an increase of the four TBDRs after 2 h of starvation, followed by a decrease to nearly basal levels 5 h after the addition of glucose for all target candidates except HppA-3xF, for which expression remained high (Fig. 6d, e, Fig. S11c). In contrast, in the absence of *crfA*, protein levels for all four targets barely changed despite the fluctuating carbon supply, and, except for CCNA_03444-3xF, basal levels were decreased compared to the wild-type (Fig. 6d, e).

### *Caulobacter* depends on CrfA to adapt to fluctuating environments

The extensive regulon of SisA recovered by RIL-seq and pulse expression suggested comprehensive, CrfA-dependent remodelling of the *Caulobacter* gene expression profile in response to starvation. We therefore asked whether the sponge activity was important for the bacterium’s stress resilience. Specifically, we mimicked fluctuating nutrient availability by two consecutive rounds of starvation (3 h and 12 hours, respectively) interrupted by a short recovery phase (2 h; see Fig. 7a, b) and monitored cell outgrowth in carbon-supplemented medium (Fig. 7c). When carbon repletion was realized through the addition of glucose (open symbols), wild-type cells quickly adapted and reached stationary phase (OD_660_ ≥ 1.6) within ~9.5 hours. In contrast, *crfA* mutant cells showed a significantly delayed response, but eventually resumed growth.

**Fig. 7:**
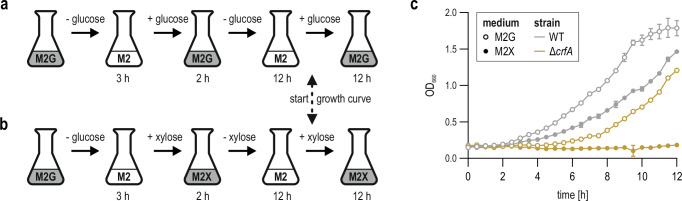
Absence of CrfA negatively impacts recovery after carbon starvation. **a**, **b** *C. crescentus* wild-type and Δ*crfA* were grown to an OD_660_ of 0.2 in M2G, subjected to starvation in M2 without a carbon source for 3 hours, and recovered by the addition of 0.2% glucose (**a**) or 0.2% xylose (**b**). After 2 hours of growth, cells were starved again in M2 without a carbon source for 12 hours and then again recovered with 0.2% glucose (**a**) or 0.2% xylose (**b**), respectively, for 12 hours. **c** Growth during the second recovery with glucose (open symbols) or xylose (closed symbols) was monitored over 12 hours. Mean optical density of wild-type (grey) and Δ*crfA* (gold), respectively, was calculated from three biological replicates (*n* = 3), and error bars show the standard deviation. The source data underlying this figure are provided as a Source Data file.

We also addressed whether the choice of carbon source provided after starvation would impact the recovery phase. In its natural freshwater habitat, *Caulobacter* may feed on plant-derived biopolymers, with glucose and xylose being the major monomeric sugars released during the degradation of abundant lignocellulose^44^. Replenishing the medium with xylose instead of glucose modestly reduced the growth rate of the wild-type strain (Fig. 7c; closed symbols). Importantly, the switch to another sugar after starvation resulted in an almost complete inhibition of growth of Δ*crfA* cells, suggesting that the CrfA-mediated reprogramming of the *Caulobacter* transcriptome is necessary to reorient the cellular metabolism to the different carbon source.

## Discussion

Our understanding of the key functions fulfilled by bacterial sRNAs in regulatory circuits and stress responses has grown tremendously over the past two decades. While pioneering work established the enterobacteria *E. coli* and *Salmonella* Typhimurium as model organisms of microbial RNA biology, the advent of high-throughput sequencing technologies has promoted the comprehensive identification of sRNAs in diverse microbial species^45^. However, the functional characterization of individual sRNAs has remained a major bottleneck. Recently, experimental methodologies based on RNA proximity ligation have facilitated the annotation of global RNA interactome maps and helped elucidate the functional context in which distinct sRNAs are embedded^46^. Here, we report RIL-seq mapping of the Hfq-dependent RNA-RNA network in *C. crescentus*. Based on our dataset, we identify the sRNA CrfA as an antagonist of a family of sRNAs, SisA-D, and demonstrate a role for the RNA sponge in remodelling the *Caulobacter* transcriptome in response to fluctuating carbon availability.

Our study substantially expands the RNA-RNA network within *Caulobacter*. The fraction of chimeric transcripts within the total population of sequences (~5%) obtained by RIL-seq was within the same range of what has been observed for other bacteria^28,29,47,48^, confirming the successful implementation of the protocol in *Caulobacter*. 

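Counted over pairs of at least 3 reads, chimeric fragments were more frequent with 3xFLAG-Hfq than in the wild type. Reads between the ISCc2 antisense RNAs such as CCNA_R0072 and CCNA_R0073 made up most of that difference. Chimeric fragments formed 5.09% (95% CI 5.07 to 5.1) of single and chimeric fragments with 3xFLAG-Hfq and 2.65% (95% CI 2.59 to 2.71) in the wild type, a ratio of 1.92. Single fragments had no such minimum, and the wild type had 36.9-fold fewer fragments. More of its rare pairs may thus be missing, so its chimeric shares may be too low. Without the chimeras among CCNA_R0011, CCNA_R0012, CCNA_R0042, CCNA_R0072 and CCNA_R0073, the shares were 2.48% with 3xFLAG-Hfq and 2.25% in the wild type. None of the pairs among these RNAs had a ligation point, and reads shared between near-identical copies are a candidate explanation for them.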

The stringent processing of raw reads through the ChimericFragments pipeline^39^ resulted in a set of ~600 potential RNA-RNA interactions with high confidence (Supplementary Data 1). Using translational reporter fusions, eight out of ten selected putative targets of SisA were confirmed to be regulated by the sRNA at the post-transcriptional level (Fig. 1e). Likewise, the interaction between CrfA and the SisA-D family retrieved from the RIL-seq dataset was verified by additional experimental approaches (Fig. 2f; 3a, b). Collectively, these results are indicative of a high degree of reliability of our RNA interactome dataset.

In addition to sRNA-mRNA or sRNA-sRNA pairs, we also recovered numerous potential interactions between two protein-coding transcripts (Fig. 1b). 

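Pairs of 2 mRNAs made up 241 high-confidence pairs, of which 232 were found in 1 library. By reads, the first of these joined CCNA_03360 and iolA, a gene of inositol metabolism, in 482 reads in 1 library (base-pairing FDR 0.144). CCNA_00133 and CCNA_00285 shared 480 reads. The mRNA of nuoI, which encodes a subunit of NADH dehydrogenase, was joined to CCNA_02261 in 290 reads, and that of adk, which encodes adenylate kinase, to CCNA_00721 in 282. The mRNA of hfq itself was joined to CCNA_00372 in 280 reads. The pair of the cold shock gene cspB with CCNA_01258 was found in 3 libraries, with 222 reads. Among significant pairs of 2 mRNAs, CCNA_01429 and CCNA_03938 held most reads (744, base-pairing FDR 0.72), and cspA was joined to CCNA_01258 in 540 reads in 2 libraries. These mRNA pairs were chosen by their reads after the values were seen.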

In part, these chimeras may not include the full-length mRNA but rather stable processing intermediates. This class of transcripts has more recently emerged as an abundant sRNA subtype that is often missed in current annotations. For example, RIL-seq experiments in *E. coli*, *K. pneumoniae* and *V. cholerae* identified the sRNAs GadF, DinR and FlaX, respectively, which are all derived from mRNA 3’ ends^36,48,49^. It remains to be determined how many intact mRNAs are involved in the obtained RNA-RNA pairs, and what the functional consequences of an mRNA-mRNA interaction might be. Indeed, pairing between two full-length mRNAs can fulfil a regulatory role, as has been exemplified by the stabilization of the *prsA2* mRNA through base-pairing with the *hly* mRNA in *Listeria monocytogenes*^50^, the *vigR* mRNA-mediated protection of *folD* and *isaA* mRNAs from endonucleolytic cleavage in *Staphylococcus aureus*^51^ or the modulation of *gbpC* mRNA turnover through direct duplex formation with *irvA* mRNA in *Streptococcus mutans*^52^.

Another interesting aspect of Hfq-mediated regulation in *Caulobacter* is the specificity of the RNA chaperone for its ligands. In general, *Caulobacter* Hfq shows reduced affinities and higher selectivity toward substrate binding when compared to the *E. coli* homologue^23^. In addition, not all sRNAs recovered with Hfq in *Caulobacter* carry the typical signature binding site associated with standard sRNAs in enterobacterial species, namely an AU-rich sequence stretch upstream of a Rho-independent transcriptional terminator consisting of a strong stem-loop structure followed by a U-run^37,53^. Nevertheless, we observe a clear overrepresentation of sRNAs in read 2 rather than read 1 of chimeric sequences (73 vs. 27%; Fig. S1c), as it has been detected for RIL-seq studies in other species^36,47,48^. This tendency reflects a mode for sRNA binding in which the 3’ end anchors the transcript to Hfq and is not accessible for ligation. 

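SisA, SisB, SisC and SisD stood in RNA2 (read 2) in nearly all of their reads, while the remaining sRNAs, counted by pairs, were found in both positions. Over high-confidence pairs, 112 sRNA ends were in RNA2 and 42 in RNA1 (72.7% in RNA2, 95% CI 65.2 to 79.1, exact two-sided binomial test against 50%, p = 1.54e-08). Over significant pairs, 216 were in RNA2 and 96 in RNA1 (69.2%, 95% CI 63.9 to 74.1, exact p = 9.01e-12). SisA had 96.3% of its chimeric reads in RNA2, SisB 96.6%, SisC 98.9% and SisD 97.6%. By significant pairs, SisA was in RNA2 in 83 of 90, SisB in 9 of 11, SisC in 3 of 3 and SisD in 30 of 34. Without the pairs of SisA, SisB, SisC and SisD, 91 of 168 sRNA ends of significant pairs were in RNA2 (54.2%, exact p = 0.316). The position of these remaining sRNAs by reads was not computed.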

Less is known about the conformation of mRNAs on the RNA chaperone, or the orientation of two interacting sRNAs on *Caulobacter* Hfq. The latter scenario is relevant for the Hfq-dependent sponge activity of CrfA on the SisA-D family (Fig. 2). 

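CrfA stood in RNA1 in 95.2% of its chimeric reads (95% CI 94.6 to 95.7), 6481 of which were in that position. Its high-confidence pairs with SisA, SisB, SisC and SisD held all 5803 reads with CrfA in RNA1. By pairs rather than reads, CrfA was in RNA1 in 16 and in RNA2 in 14. Among significant pairs CrfA was in RNA1 in 10 and in RNA2 in 1, the pair with CCNA_02963. CCNA_00338 and the other mRNAs joined to SisA mostly stood in RNA1 as well, and in reads of SisD the partner was in RNA1 for 98.2% of the reads of significant pairs.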

With CrfA being almost exclusively detected in read 1 of the chimeras (Supplementary Data 1), i.e., the “mRNA position”, it will be interesting to study how CrfA competes with target mRNA transcripts for SisA-D base-pairing, and how species-specific characteristics of the Hfq chaperone contribute to this regulatory process.

In some cases, a single microbe encodes two or more highly similar sibling sRNAs that likely originate from gene duplication events^54^. The selective pressure behind the retention of multiple, seemingly equivalent regulators is not understood in all instances. A high degree of sequence conservation among siblings suggests comparable base-pairing capacities of the sRNAs and implies overlapping functions in gene regulation. Well-studied examples for siblings that act redundantly are OmrA and OmrB, two sRNAs encoded in tandem in the intergenic region between *aas* and *galR* on the genome of *E. coli* and related enterobacteria^55^. Both Hfq-dependent RNAs are induced via the EnvZ-OmpR two-component system under high osmolarity conditions and share an almost identical, conserved sequence at the 5’ end. Base-pairing of this common site with several mRNAs represses the synthesis of outer membrane transporters, siderophore receptors, and transcriptional regulators, resulting in substantial remodelling of the membrane^56–58^. Likewise, depending on the species, up to five members of the Qrr sRNA family conserved in *Vibrio spp*. regulate a mostly overlapping set of target mRNAs to fine-tune the cell’s intrinsic quorum-sensing circuit, suggesting that a higher copy number of the RNA is required to comprehensively control the system^59,60^. Although the sibling sRNAs are encoded dispersed across the *Vibrio* chromosome, all Qrrs are co-regulated, and their expression is restricted to conditions in which autoinducer concentrations are low^60,61^. The siblings SisA-D in *C. crescentus*, in contrast, exhibit distinct expression patterns with no conserved motifs within their respective promoter sequences (Fig. S3e). SisA is the most abundant family representative exhibiting nearly constitutive expression under the conditions tested (Fig. 2e and S4a). Our transcriptome dataset revealed that, when overexpressed, SisA represses a large set of targets likely facilitated via base-pairing through a 10-mer motif with an anti-Shine-Dalgarno signature shared by all four sRNAs. It is therefore possible that SisA-D has the potential to control an overlapping set of targets. However, due to their differential transcriptional control, each sibling may also regulate individual transcripts present only under the respective condition.

Based on phylogenetic analyses, a combination of sequence duplication with vertical and lateral gene transfer accounts for the distribution of the widely conserved αR8 sRNA family within the Alphaproteobacteria, represented in *C. crescentus* by SisA, SisB, SisC, and SisD^42^. The first and up to now only characterized sRNA within the αR8 family is MmgR, an Hfq-associated regulator of the root symbiont *Sinorhizobium meliloti*^62,63^. While a direct base-pairing interaction of MmgR has not been identified, *S. meliloti* expressing a variant of the sRNA lacking the characteristic 10-mer sequence displayed over-accumulation of the carbon storage polymer polyhydroxybutyrate (PHB) synthesized under growth-limiting conditions^64^. MmgR is the sole αR8 sRNA in *S. meliloti*, but many genera, including the *Caulobacterales* contain multiple copies of the sRNAs, some of which are encoded adjacent to each other or at independent genomic loci^42^. Future studies will address whether all or only a subset of the αR8 sRNAs are relevant for carbon metabolism in their respective species, and whether the sibling sRNAs act redundantly or rather independently on their cognate target transcripts.

The regulatory activity of the previously mentioned Qrr sRNA family of marine *Vibrio* species is antagonized by another sRNA, QrrX, which functions as an RNA sponge^28^. QrrX expression refines the transition between individual to community behaviour in *Vibrio* by accelerating the decay of the Qrr siblings when no longer needed.

Likewise, SisA-D sRNAs are counteracted by an RNA sponge, CrfA (Figs. 2, 3 and 8), which masks the sRNAs’ interaction site with mRNA targets. Originally, CrfA was mistaken as an mRNA-pairing sRNA that activated expression of its targets^13^. For *CCNA_03574*, a predicted interaction within the very 5’ end of the target transcript was indeed sensitive to a mutation in CrfA; however, we now show that this exchange does not interfere with CrfA recognition of the mRNA but rather alleviates base-pairing of CrfA within the conserved internal sequence element common to all four siblings (Fig. 2b, c). Although CrfA is only expressed at low basal levels under carbon-replete conditions, the abundance of SisA-D increases in the absence of *crfA* (Fig. S4b). When CrfA is induced during carbon starvation, we observed a strong reduction in SisA-D expression levels, suggesting that the sponge triggers decay of the siblings (Figs. 3 and 6). Which RNases facilitate turnover of the sRNAs, and whether CrfA acts catalytically or is possibly co-degraded with its interaction partners remains to be determined. In response to carbon starvation, SisA appears to be the relevant sRNA to be inactivated by CrfA as it is more abundant compared to the other family members and remains constitutively expressed in the absence of the sponge (Fig. 6b). We detected robust upregulation of selected targets once SisA was depleted through CrfA, but barely any regulation in a *crfA* mutant strain (Fig. 6c–e and S11). The functional categorization of the SisA target set revealed a strong representation of TBDRs and other membrane transporters, as well as various metabolic factors (Fig. 5). A restructuring of the cell envelope and a focus on the degradation of plant-derived carbon sources can be interpreted as mechanisms to prepare cells for the uptake and utilization of certain carbohydrates.

For several reasons, the reorganization of the transcriptome during starvation via an RNA-centric system is favourable for the bacterium. First, the CrfA sponge provides a mechanism for the rapid turnover of SisA, an sRNA with a long half-life of more than 30 min under carbon-replete conditions^65^. Second, using an RNA regulator rather than a protein is more energy-efficient, conserving resources when nutrients are limiting. Third, the interplay between the two sRNAs enables positive as well as negative regulation of their target set, allowing for rapid adaptation to fluctuating environments (Fig. 8). The central role of CrfA under this stress is evidenced by the severe growth defect observed when the sponge is absent under erratic nutrient supply (Fig. 7c). Of note, CrfA does not respond to phosphate or nitrogen starvation^13^, but its transcriptional regulation as well as its potential activity under alternative stress conditions remain to be determined.

**Fig. 8:**
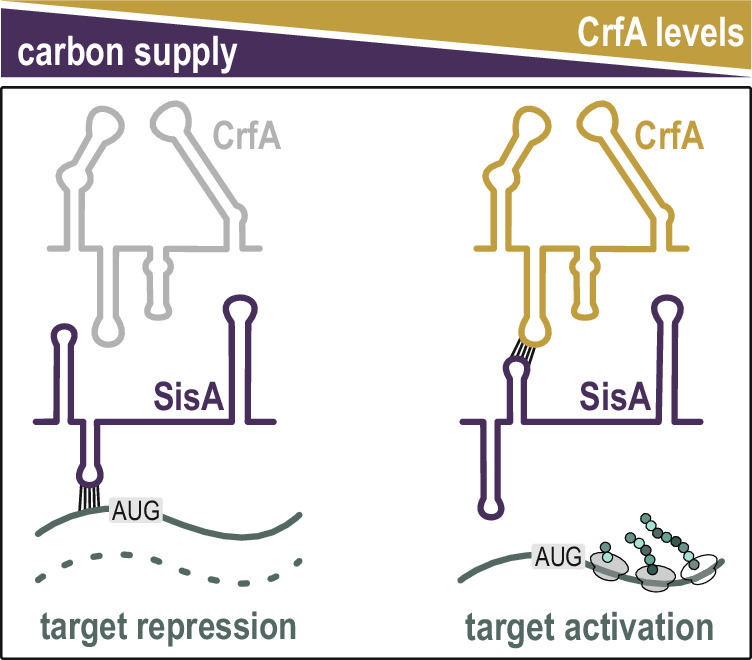
CrfA is a sponge RNA antagonizing SisA activity. Under nutrient-replete conditions, the SisA small RNA negatively regulates the expression of its target genes by directly base-pairing with mRNAs. Upon carbon depletion, the abundance of CrfA increases. Through direct base-pairing, CrfA binds to and sequesters SisA as a sponge RNA. This allows mRNA de-repression and ultimately contributes to adaptation to nutrient-poor conditions.

In sum, our RIL-seq study has uncovered a wealth of Hfq-dependent RNA-RNA interactions in *C. crescentus*. The key role of the interplay between CrfA and its sRNA targets for rewiring the gene expression profile in response to carbon starvation underscores the importance of RNA-mediated regulation in this species. In this regard, we consider our interactome dataset a substantial resource for future studies and have made it easily accessible via a web browser: https://caulobacter-interactome.uni-jena.de/.

## Methods

### DNA oligonucleotides

Sequences of all oligonucleotides employed in this study are listed in Supplementary Table S1.

### Construction of plasmids

All plasmids used in this study are summarized in Supplementary Table S2. Plasmids for allelic replacements were constructed by fusing flanking fragments of genes *crfA* (f1: KFO-1308/KFO-1309; fΩ: KFO-0636/0637; f2: KFO-1310/1311); *sisA* (f1: KFO-0169/KFO-1196; fΩ: KFO-0636/0637; f2: KFO-1197/172); *sisB* (f1: KFO-1202/KFO-0572; f2: KFO-0573/1203); *sisC* (f1: KFO-1236/KFO-1237; f2: KFO-1238/1239); *sisD* (f1: KFO-0177/KFO-0178; f2: KFO-0179/0180) with linearized plasmid pNPTS138 (KFO-0059/KFO-0060) at the multiple cloning site using Gibson assembly according to the manufacturer’s recommendation (NEB, #E2611). For allelic replacement of *crfA* with a variant, the Ω-cassette in plasmid pKF667-1 was replaced with the *crfA* locus (pNPTS-*crfA*; pKF767-2) by fusing the PCR amplified backbone (KFO-1721/KFO-1694 on pKF667-1) with the *crfA* fragment (PCR amplified from gDNA using KFO-1695/KFO-1696) by Gibson assembly.

Plasmids for C-terminal 3XFLAG tagging were constructed by fusing flanking fragments of genes *CCNA_03574* (f1: KFO-2530/KFO-2531; f2: KFO-2532/KFO-2533); *CCNA_03263* (f1: KFO-2542/KFO-2543; f2: KFO-2544/KFO-2545); *hppA* (f1: KFO-2566/KFO-2567; f2: KFO-2568/KFO-2569); *CCNA_03444* (f1: KFO-2562/KFO-2563; f2: KFO-2564/KFO-2565); *CCNA_00338* (f1: KFO-2534/KFO-2535; f2: KFO-2536/KFO-2537) with linearized plasmid pNPTS138 (KFO-0059/KFO-0060) at the multiple cloning site using Gibson assembly according to the manufacturer’s recommendation (NEB, #E2611).

For plasmids pP_van_-SisA and pP_van_-CrfA, the sRNA fragment (PCR amplified from *C. crescentus* gDNA using KFO-0141/KFO-0145 and KFO-0668/KFO-0712, respectively) was ligated by Gibson assembly to the pBVMCS-6 backbone (^66^; amplified with KFO-0144/KFO-0198). For expression of SisA from the inducible P_BAD_ promoter (pKF1014-1) in *E. coli*, the *sisA* fragment was PCR amplified (KFO-2643/KFO-2644 on pKF384-1) and ligated to the pBAD5A backbone (pKP8-35^67^ amplified with KPO-0196/KPO-0411) by Gibson assembly. To express CrfA in *E. coli*, the *crfA* fragment was amplified (KFO-712/KFO-668), digested with XbaI, and first ligated into the equally cleaved pZE12-luc backbone (^68^; amplified with KFO-1544/PLlacOD) to create pKF668-4. To improve transcription termination of CrfA, the self-cleaving HDV-ribozyme^69^ sequence was added to the 3’ end of the sRNA (pKF996-1) by ligating the ribozyme (fragment generated by self-annealing of KFO-2955/KFO-2956) with the pKF668-4 plasmid (linearized by PCR with KFO-2953/KFO-2954) by Gibson assembly. The CrfA-ribozyme insert was amplified (KFO-2645/KFO-3328 on pKF996-1) and ligated to the pBAD5A backbone (pKP8-35^67^; linearized with KPO-0196/KPO-0411) by Gibson assembly to create pP_BAD_-CrfA-ribozyme (pKF1064-1).

Constitutive expression of CrfA was achieved by replacing the inducible P_van_ promoter with the constitutive J23119 promoter^43^. To this end, pKF480-7 was PCR amplified with KFO-0635/KFO-1780, the PCR product digested with DpnI, and, following purification, self-ligated. The P_const_-*crfA* fragment was then PCR amplified (KFO-0684/KFO-1781) and cloned into XbaI and NdeI-restricted pXGFPC-4 to create pKF777-2 (pP_const_-*crfA*).

To complement Δ*sisA::Ω* Δ*vanAB* with SisA, the *sisA* fragment, including its promoter region (100 bp upstream the TSS) was amplified by PCR (KFO-1841/KFO-1842 on *C. crescentus* gDNA) and cloned into NheI/NdeI restricted pXGFPC-4 to create pKF778-3 (pP_*sisA*_-*sisA*). For post-transcriptional *gfp* reporter fusions under control of the constitutive *rsaA* promoter, the 5’ UTR and first 20 codons of each target gene (insert amplified from gDNA, see Table S2 for details) were cloned into EcoRI and KpnI-restricted pKF385-2 as described previously^40^. The reporter plasmids were designed to integrate at the *rsaA* locus in the *C. crescentus* genome. For expression of the post-transcriptional GFP reporter *CCNA_03574::gfp* under control of the constitutive P_LTetO1_ promoter (pKF682-1), the 5’ UTR and first 20 codons of *CCNA_03574* (amplified from gDNA using KFO-1371/KFO-1372) were fused with the linearized pXG10 backbone (amplified with KPO-7614/KPO-1702) by Gibson assembly.

Nucleotide mutations were introduced by PCR amplification of the template plasmid, digestion of the PCR product with DpnI and self-ligation after purification. Plasmid pKF480-7 served as template for PCR amplification with oligo pairs KFO-2497/KFO-2498 (pP_van_-CrfA-M1; pKF882-1) and KFO-1306/KFO-1307 (pP_van_-CrfA-M2; pKF666-1); pKF348-1 served as template for PCR amplification with oligo pair KFO-2495/KFO-2496 (pP_van_-SisA-M1; pKF881-1); pKF1014-1 served as template for PCR amplification with oligo pair KFO-2983/KFO-2984 (pP_BAD_-SisA-M3; pKF1022-1); pKF682-1 served as template for PCR amplification with oligo pair KFO-2951/KFO-2952 (pP_LtetO1_-*CCNA_03574-M3::gfp*; pKF999-1); pKF767-2 served as template for PCR amplification with oligo pair KFO-1306/KFO-1307 (pNPTS-*crfA-M2*; pKF769-1); pKF778-3 served as template for PCR amplification with oligo pair KFO-2495/KFO-2496 (pP_*sisA*_-*sisA-M1*; pKF897-1).

### Construction of bacterial strains and growth conditions

Bacterial strains used in this study are listed in Supplementary Table S3. *Caulobacter crescentus* strain NA1000 (KFS-006) is referred to as the wild-type strain and was used for mutant construction. Genomic deletions and insertions in *C. crescentus* were obtained using a two-step recombination^70^. Chromosomal mutations were transferred by transduction with phage Cr30 following standard protocols^71^.

*C. crescentus* was cultivated aerobically at 30 °C in either complex PYE medium, or in minimal M2 salts containing 0.2% glucose, 0.3% maltose or 0.2% xylose^71^. Where appropriate, media were supplemented with antibiotics at the following concentrations (liquid/solid): kanamycin (5/25 µg/mL); chloramphenicol (2/1 µg/mL); oxytetracycline (2/1 µg/mL); streptomycin (5 µg/mL); spectomycin (25 µg/mL); gentamycin (1.5 µg/ml). Expression from the *vanAB* promoter was induced by the addition of a final concentration of 0.5 mM vanillate to cultures.

For carbon starvation experiments, *C. crescentus* was grown in M2G to OD_660_ of 0.2, washed twice and resuspended in minimal M2 medium without a carbon source. Glucose or xylose was added back to the medium to a final concentration of 0.2% at the desired time point for recovery.

*Escherichia coli* strains were grown aerobically at 37 °C in LB broth, supplemented with kanamycin (50 µg/mL), chloramphenicol (20 µg/mL), ampicillin (100 µg/ml), gentamycin (20 µg/ml) or tetracyclin (12 µg/ml) where appropriate. Expression from the P_BAD_ promoter was induced by the addition of arabinose to a final concentration of 0.2%.

### RNA isolation and Northern blot analysis

Bacterial samples were collected with 0.2 volumes of stop-mix (95% ethanol and 5% phenol, vol/vol) and snap-frozen in liquid nitrogen. Total RNA was isolated using the Hot Phenol method as described previously^40^ or using the SV Total RNA Isolation System (Promega, #Z3100) following the manufacturer’s instructions. Subsequent Northern blot analysis was performed as described before^37,40^. Signals were visualized using a Typhoon Trio™ Scanner (GE Healthcare) and quantified with AIDA Image Analyzer Software (version 5.1., raytest) or Fiji (version 1.53c)^72^.

### RT-qPCR

RT-qPCRs were performed in 96-well optical reaction plates (4titude) in biological triplicates on a Bio-Rad CFx96 Touch Real-Time PCR detection system using the commercial Luna^®^ Universal One-Step RT-qPCR kit (NEB, #E3005), according to the manufacturer’s recommendations. *rsaA* mRNA was used as an internal control for RNA normalization.

### Transcriptome analysis by RNA-seq

*C. crescentus* Δ*vanAB* or Δ*vanAB* Δ*sisA-D* carrying the control vector (pBVMCS-6, ctrl.), CrfA (pP_van_-CrfA) or SisA (pP_van_-SisA), respectively, were grown in triplicates in M2G to OD_660_ of 0.3. Samples were collected 15 minutes after the addition of 0.5 mM vanillate in 0.2 volumes of stop-mix (95% ethanol and 5% phenol, vol/vol) and snap-frozen in liquid nitrogen. RNA was purified with the SV Total RNA Isolation system (Promega, #Z3100), including DNAse-treatment. RNA integrity was confirmed using a Bioanalyzer (Agilent), and rRNA was depleted from the samples using *Caulobacter*-specific oligos (see Table S1) as described previously^73^. Purified mRNA was subjected to cDNA library preparation with the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina^®^ (NEB, #E7760) according to the manufacturer’s instructions, adjusting library size with AMPure XP beads (Beckmann Coulter). Libraries were pooled and sequenced on an Illumina NextSeq1000 system in single-read mode (100 nt read length). Read files in FASTQ format were imported into CLC Genomics Workbench (version 22.0.2., Qiagen), trimmed and mapped to the *Caulobacter crescentus* NA1000 reference genome (NC_011916.1) using the “RNA-Seq Analysis” tool with standard parameters. Read counts were normalized (CPM) and transformed (log2). Differential expression was tested using the built-in tool corresponding to edgeR in exact mode with tagwise dispersions. Genes with a fold change ≥ 2.0 and an FDR-adjusted *p*-value ≤ 0.05 were considered as differentially expressed (Supplementary Data 2). The dataset has been deposited at the NCBI GEO repository and is available via the GEO accession GSE275909.

### RIL-Seq

Four replicates of *C. crescentus* WT and *hfq::3xFLAG* strains were grown in PYE to an OD_660_ of 1 and processed following the original RIL-seq protocol^38^ with modifications. 50 ODs were UV-crosslinked in vivo and after centrifugation (3,500 x *g*, 20 minutes, 4 °C), the pellet was flash frozen in liquid nitrogen. Cells were lysed by mechanical disruption using the Bead Ruptor (Omni International) with 0.1 mm glass beads, and Hfq-bound RNAs were co-immunoprecipitated using a monoclonal anti-FLAG antibody (Sigma; #F1804). RNAs were trimmed by RNase A/T1 treatment followed by ligation of proximal RNAs. Upon protein digestion with Proteinase K, RNA was purified, fragmented, and DNase digested. rRNA was depleted as described previously^73^. rRNA-depleted RNA was purified with AMPure XP beads (Beckman-Coulter), and cDNA libraries were prepared for each sample. PCR-amplified cDNA libraries were pooled and sequenced on an Ilumina NextSeq1000 system in a paired-end mode (150 bp read-length). The de-multiplexed raw reads were analyzed with ChimericFragments^39^ using default parameters except for the minimum seed length and the minimum alignment score (min_seed_len=13, min_alignment_score=17). The resulting table of interactions was filtered according to a minimum read count of 3 and a maximum complementarity FDR of 0.5 (Supplementary Data 1). Correlation between the replicates is documented in Fig. S1d. The genome sequence and annotation of *C. crescentus* used in the analysis were downloaded from NCBI RefSeq (NC_011916.1). The dataset has been deposited at the NCBI GEO repository and is available via the GEO accession GSE283644.

### T7 transcription and 5’ end labelling of RNA

RNA was synthesized in vitro and 5’ end-labelled as described previously^37^. Briefly, PCR amplification was used to generate a DNA template carrying the T7 promoter (KFO-0513/KFO-0514 on gDNA for SisA; KFO-0567/KFO-0568 on gDNA for SisB; KFO-0565/KFO-0566 on gDNA for SisC; KFO-0563/KFO-0564 on gDNA for SisD; KFO-0937/KFO-0938 on gDNA for CrfA; KFO-0937/KFO-0938 on pKF666-1 for CrfA-M2), and RNAs were transcribed using the AmpliScribe T7-Flash transcription kit (Epicentre, #ASF3507). After purification, RNA (20 pmol) was treated with calf intestinal alkaline phosphatase (NEB) for dephosphorylation, and recovered by P:C:I extraction and ethanol precipitation. For 5’ end labelling, dephosphorylated RNA was incubated with [^32^P]-γATP (25 µCi) and polynucleotide kinase (1 unit; NEB) for 1 h at 37 °C. Amersham MicroSpin G-50 columns (Cytiva) were used to remove unincorporated nucleotides. Purification of RNA was then performed by denaturing PAGE on a 6% PAA/7 M urea gel, elution in RNA elution buffer (0.1 M sodium acetate, 0.1% SDS, 10 mM EDTA) at 4 °C overnight, and recovery by P:C:I extraction.

### RNA structure probing

RNA structure probing and mapping of Hfq and sRNA footprints was conducted as described previously^37,74^ with some alterations. In short, 0.4 pmol 5’ end-labelled RNA was denatured and mixed with Hfq dilution buffer or *C. crescentus* Hfq (2 pmol or 5 pmol) in a reaction with 1x structure buffer (0.01 M Tris pH 7, 0.1 M KCl, 0.01 M MgCl_2_) and 1 µg yeast RNA (Invitrogen, #AM7118). The samples were incubated at 30 °C for 10-15 min, and 4 pmol unlabelled RNA or nuclease-free water was added. Following another incubation at 30 °C for 10–15 min, the samples were treated with RNase T1 (0.1U; Ambion, #AM2283) for 3 min, or lead(II) acetate (final concentration: 5 mM; Sigma-Aldrich, # 316512-5 G) for 1.5 min, respectively. RNase III digests were carried out in the presence of 0.1 mM DTT, added to the 5’ end-labelled RNA before initial denaturation, and treatment with ShortCut RNase III (1.3 U; NEB, #M0245S) for 6 min. All reactions were stopped by adding 2 vol. equiv. precipitation buffer (1 M guanidinium thiocyanate, 0.167% N-laurylsarcosine, 10 mM DTT, 83% 2-propanol) and precipitated at −20 °C overnight. RNA was pelleted, washed with 70% ethanol, and dissolved in GLII loading buffer. RNase T1 and alkaline (OH) sequencing ladders were prepared using 0.8 pmol 5’ end-labelled RNA and reactions stopped by adding 1 vol. equiv. of GLII. Denaturing PAGE on 10% PAA/7 M urea sequencing gels served to separate samples.

### Fluorescence intensity measurements

GFP expression of translational reporter fusions was assayed as described before^37^. In short, *C. crescentus* cells were cultivated overnight in PYE supplemented with the appropriate antibiotics and supplements, *E. coli* cells were diluted and cultivated in LB supplemented with the appropriate antibiotics and supplements for 6 hours. Samples were harvested by centrifugation, washed once in 1x phosphate buffer or 1x PBS, and resuspended in phosphate buffer or PBS. A control sample not expressing GFP was used to determine background fluorescence. Fluorescence intensity in the presence of the sRNA control plasmid was set to 1, and relative expression was calculated from three biological replicates (error bars represent standard deviation).

### Protein sample analysis

Whole cell protein samples were prepared and protein levels analyzed by Western blotting as described previously^40^. Proteins fused to GFP or the 3xFLAG tag were detected using a monoclonal anti-GFP antibody (1:1000; mouse, Roche #11814460001) or anti-FLAG antibody (1:1000; mouse; Sigma #F1804), respectively. GroEL (1:10,000; rabbit; Sigma #G6532) or RNA polymerase (1:5000; mouse; BioLegend #663205) served as loading control. Signals were visualized on a Fusion FX EDGE imager (Vilber) and quantified using Fiji (version 1.53c)^72^.

### Bioinformatic tools

Sequence alignments were generated using MultAlin (^75^; version 5.4.1.; http://multalin.toulouse.inra.fr/). RNAfold (^76^; version 2.6.3.; http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi) was employed to predict RNA secondary structures. Predictions for RNA base-pairing interactions were determined with IntaRNA (^77^; version 3.4.1.; http://rna.informatik.uni-freiburg.de/IntaRNA/).

### Statistical analysis and reproducibility

Gene expression from three replicates (*n* = 3), unless stated otherwise, was measured by plate reader or quantified from Western blots or Northern blots. Plots show replicate values, their mean, and standard deviations. Statistical significance was assessed using unpaired two-sided Welch’s t-tests (ns for *P* > 0.05, * for *P* ≤ 0.05, ** for *P* ≤ 0.01, *** for *P* ≤ 0.001) with the False Discovery Rate (FDR) approach to correct for multiple comparisons using GraphPad Prism (version 10.0.2., Graphpad software).

Experiments, excluding the RIL-seq and transcriptome analysis, were performed at least twice independently, with up to three biological replicates, to confirm reproducibility of the results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer review file

## Source data

Source data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The demultiplexed sequencing data of the RIL-seq experiments have been deposited in the GEO database under accession number GSE283644. The transcriptome analysis by RNA-seq data from this study can be found under the GEO accession code GSE275909. Source data are provided with this paper.

# Supplementary material for: An RNA sponge directs the transition from feast to famine in Caulobacter crescentus
**Source:** Nat Commun. 2025 Oct 27;16:9478. doi: 10.1038/s41467-025-65274-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supporting Information for

An RNA sponge directs the transition from feast to famine in *Caulobacter crescentus*

Laura N. Vogt, Manuel Velasco Gomariz, Malte Siemers, Kai Papenfort, Kathrin S. Fröhlich

This PDF file includes:

Figures S1 to S10
Tables S1-S3
SI References

Other supporting materials for this manuscript include the following:

Supplementary Data 1-2

Supplementary Figure S1 - RIL-seq analysis in *C. crescentus*.

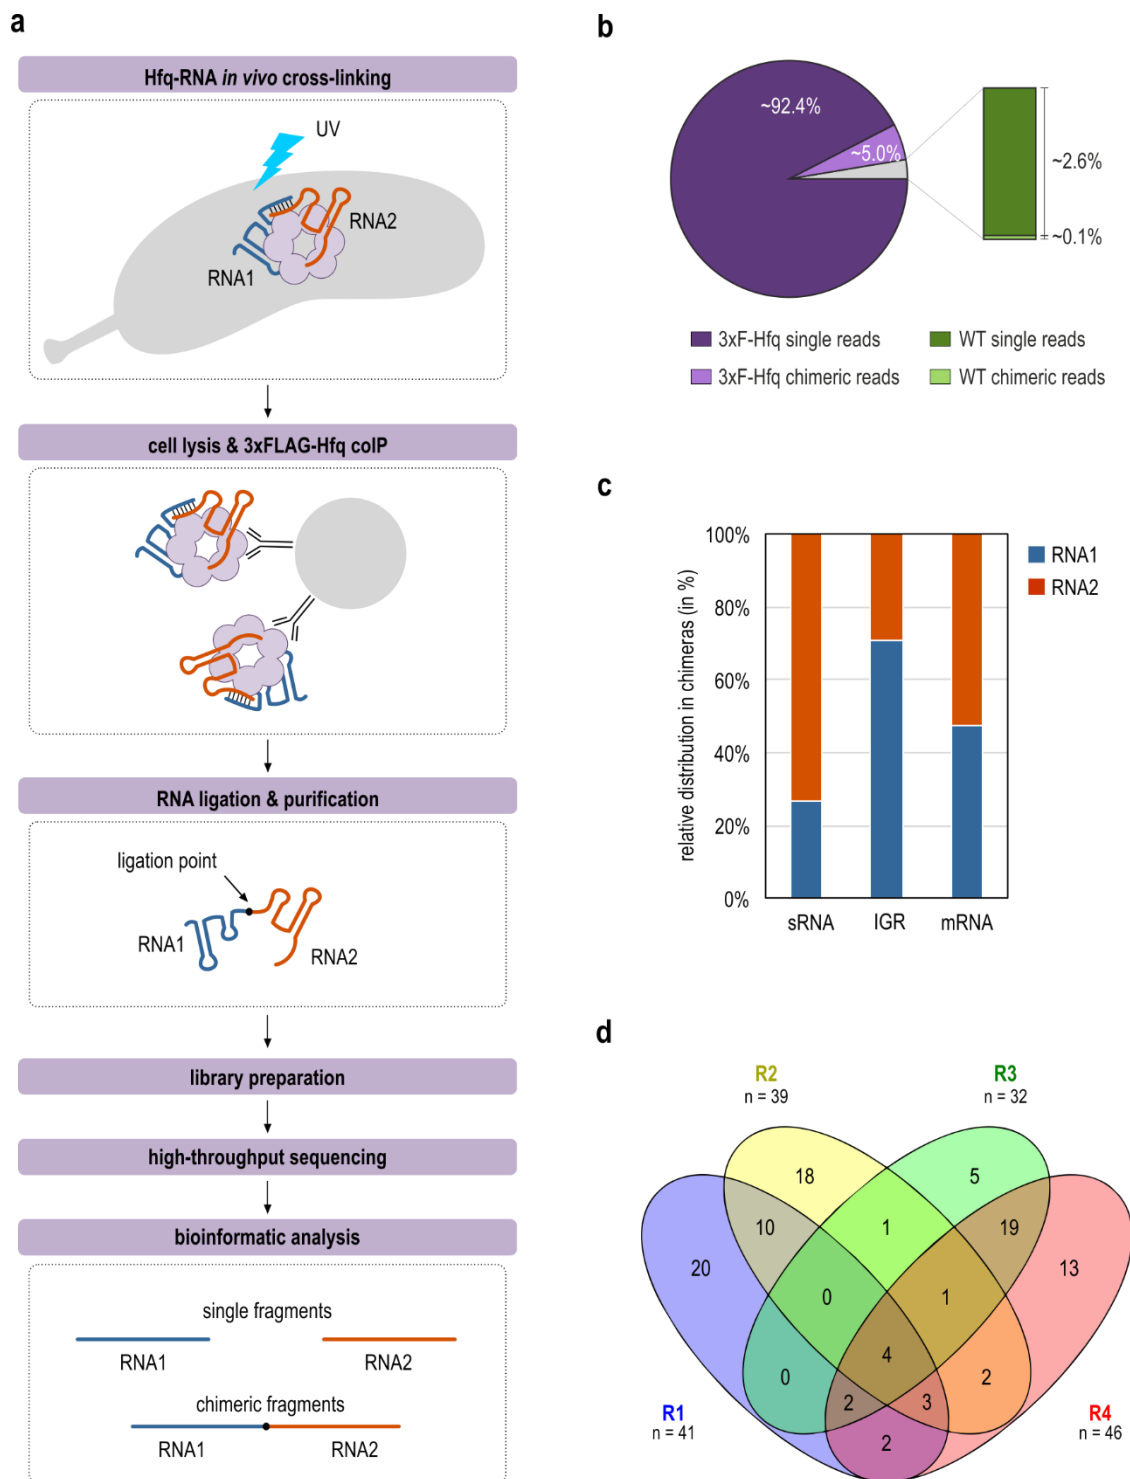

a Schematic representation of the RIL-seq workflow. *C. crescentus* WT and *hfq::3xFLAG* cells grown to OD₆₆₀ of 1 in PYE were UV-crosslinked *in vivo*. After cell lysis, Hfq-bound RNAs were co-immunoprecipitated with 3xFLAG-Hfq using anti-FLAG antibodies conjugated to magnetic beads. Trimmed RNAs were ligated and purified. cDNA libraries were analysed by paired-end high-throughput sequencing. Reads were classified as single fragments with both reads mapping to one distinct genomic location or chimeric fragments with each read mapping to an independent site in the genome. Chimeric fragments represent potential interactions between transcripts. **b** Distribution of single and chimeric reads in RIL-seq samples of wild-type (WT) or 3xFLAG::*hfq* (3xF-Hfq) cells. **c** Relative distribution of RNA classes in chimeric reads. **d**

Representation of the 100 most abundant high-confidence chimeras by combined reads in the individual 3xF-Hfq replicates (R1-R4). The number of unique chimeras of each replicate among the 100 most abundant is indicated (n). 

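Among the 100 high-confidence pairs with most reads, pairs with an sRNA such as SisA and SisD were the majority. SisA took part in 28, SisD in 12, SisB and CrfA in 3 each and SisC in 1, and 59 held any sRNA. Each of the 100 pairs had between 102 and 6419 reads. By number of libraries, 56 were found in 1, 34 in 2, 6 in 3 and 4 in all 4. The pair of the 3' end of gcrA, a cell cycle regulator, with CCNA_R0199 held 2403 reads in 3 libraries, and SisA with CCNA_02954 was found in 1. Of these pairs, 15 joined loci that overlap on opposite strands, among them CCNA_R0147 and the sRNAs CCNA_R0210 and CCNA_R0078, joined in 308 reads. The reads of each pair in replicates R1 to R4 were not analysed here, since the tables used are pooled.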

Source data for this figure are provided in the Source Data file.

Supplementary Figure S2 – RIL-seq chimera validation.

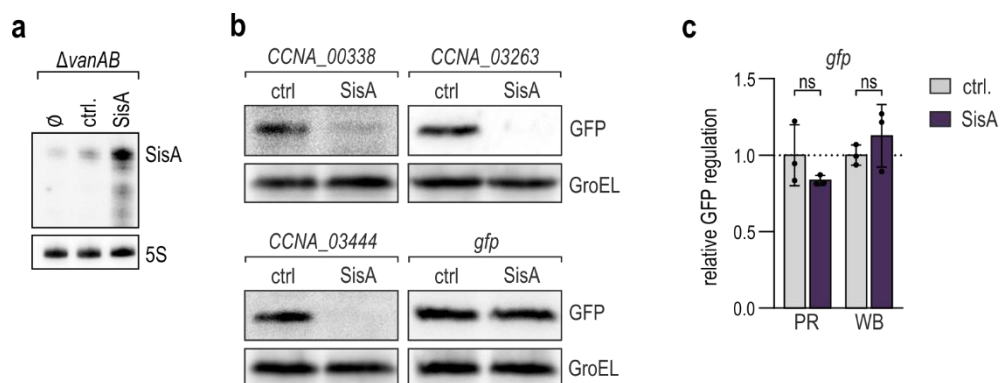

a Expression of *SisA* *C. crescentus* $\Delta vanAB$ cells carrying either no plasmid ($\emptyset$), empty control plasmid pBVMCS-6 (ctrl.) or pP_{van}-*SisA*. RNA was extracted from cells grown in PYE in the presence of vanillate to OD₆₆₀ of 1.0 and analysed by Northern blot. 5S rRNA served as loading control. **b** Western blot analysis of *gfp* reporter fusions for *CCNA_00338*, *CCNA_03263*, *CCNA_03444* and the *gfp* control construct in combination with either an empty control vector (pBVMCS-6; ctrl.) or the expression plasmid pP_{van}-*SisA*. **c** Regulation of a *gfp* control construct by *SisA*. GFP expression was quantified either by fluorescence intensity measurements or by Western blot analysis of total protein samples as described in Fig. 1e. GFP levels were calculated as described in Fig. 1e as mean values $\pm$ SD of three biological replicates ($n = 3$). Statistical significance was assessed using unpaired two-sided Welch's t-tests (ns for $p > 0.05$). Source data for this figure are provided in the Source Data file.

Supplementary Figure S3 - Genomic location and conservation of *sisA-D*.

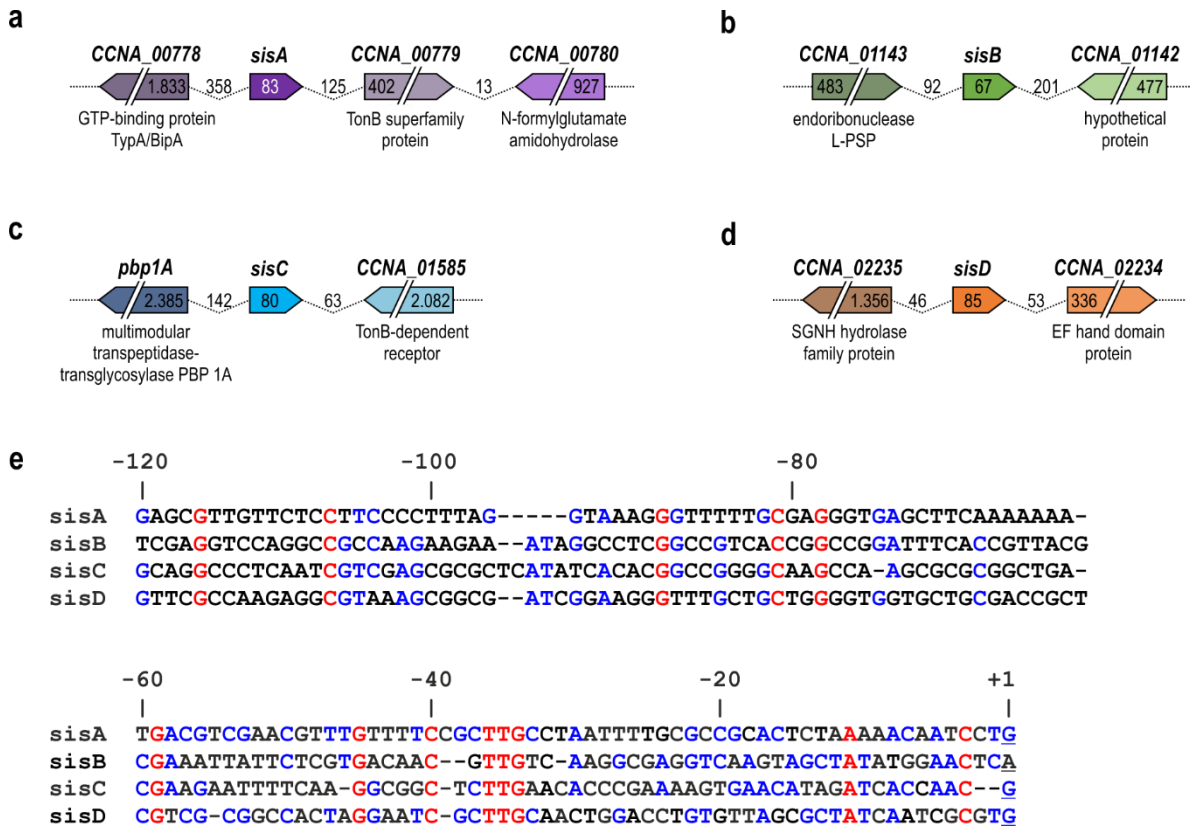

a-d Genomic context for *sisA-D* in *C. crescentus* with annotations for neighbouring genes. Gene sizes and distances to flanking genes are indicated in bp. **e** Alignment of the sequences upstream of *sisA-D* in *C. crescentus*. Colour indicates full (red), partial (blue) or no (black) conservation. A conserved TTG motif centred around position -35 is indicative of a recognition site for RpoD. The TSS (+1) of the sRNAs is underlined.

Supplementary Figure S4 - Expression of SisA-D family and CrfA in different media.

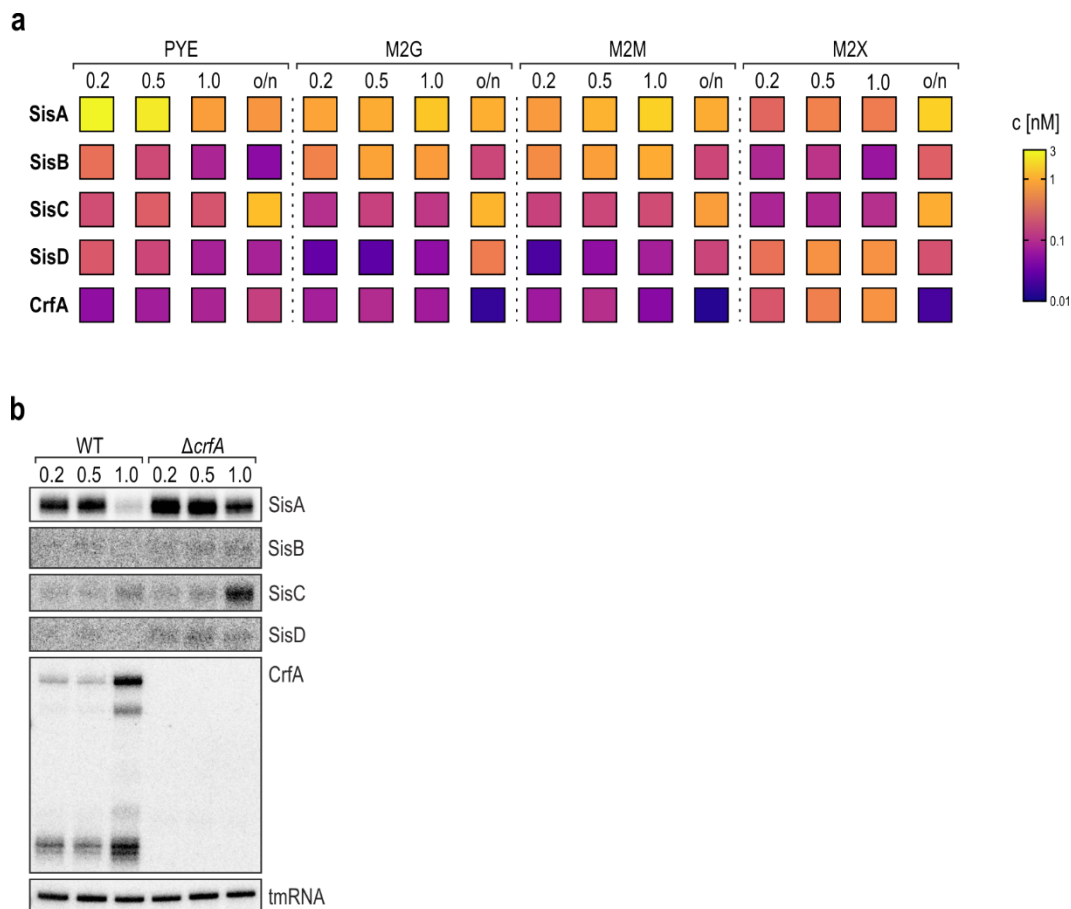

a Quantification of absolute SisA-D and CrfA levels over growth in different media. *C. crescentus* wild-type was grown in PYE, minimal medium supplemented with glucose (M2G), maltose (M2M) or xylose (M2X) as carbon source. Total RNA samples were collected over growth at OD₆₆₀ of 0.2, 0.5, 1.0 and after over-night growth, respectively, analysed by Northern blot, shown in Fig. 2e and quantified using dilution series of *in vitro* RNA of the respective sRNA. Colour gradient is displayed for log-transformed values. **b** Northern blot analysis of SisA-D and CrfA expression over growth in PYE in the presence (WT) or absence of CrfA ($\Delta crfA$). *C. crescentus* wild-type or $\Delta crfA$ were grown in PYE. RNA extracted at OD₆₆₀ of 0.2, 0.5 and 1.0, respectively, was analysed by Northern blot. tmRNA served as loading control. Source data are provided as a Source Data file.

Supplementary Figure S5 – Conservation of the SisA-D sRNA family

a

```

..(((((((.....))))))((((.....)))).....(((((((.....)))))).....
SisA  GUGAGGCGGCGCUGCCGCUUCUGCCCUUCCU-GGGCGUUUCUCCUUAAUGAACU-GGCCCGGCGGU-UU---CGCCGGGCU--UUUUUUU 83
SisD  GUGAGGCGCGC--AGCGCCUCUGCCCUUCCU-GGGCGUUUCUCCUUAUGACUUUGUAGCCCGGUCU-UCAUGGCCGGGCU--UCUUUUU 85
SisC  GUGAGGCGUG---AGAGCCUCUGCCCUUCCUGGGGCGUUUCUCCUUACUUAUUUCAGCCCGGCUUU-UC---GCCGGGCU--UUUCUUU 80
SisB  -----AGCCCUUUC--GGGCGUUUCUCCU-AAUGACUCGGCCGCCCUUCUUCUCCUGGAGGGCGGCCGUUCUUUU 67

```

b

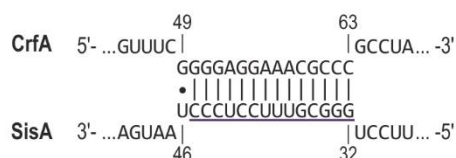

c

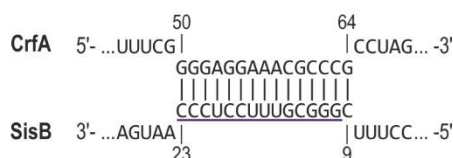

d

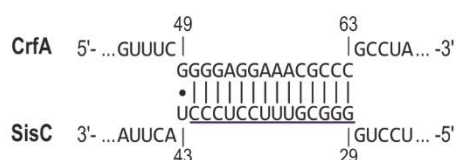

e

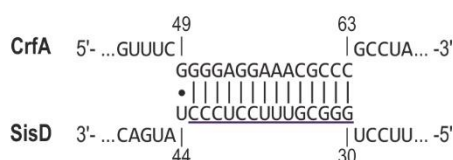

a Sequence alignment of the SisA, SisB, SisC and SisD sRNAs of *C. crescentus*. The conserved sequence stretch shared by all four sRNAs is highlighted in purple. The length of each sRNA is indicated at the end of each sequence. The predicted secondary structure of SisA is indicated above the alignment. **b-e** Base-pairing interaction between CrfA and SisA, SisB, SisC and SisD, respectively, as predicted based on RIL-seq analysis and the IntaRNA algorithm ¹. Positions are numbered relative to the TSS and the shared sequence stretch of the SisA-D family is underlined purple.

Supplementary Figure S6 - Mapping of CrfA footprint on SisA.

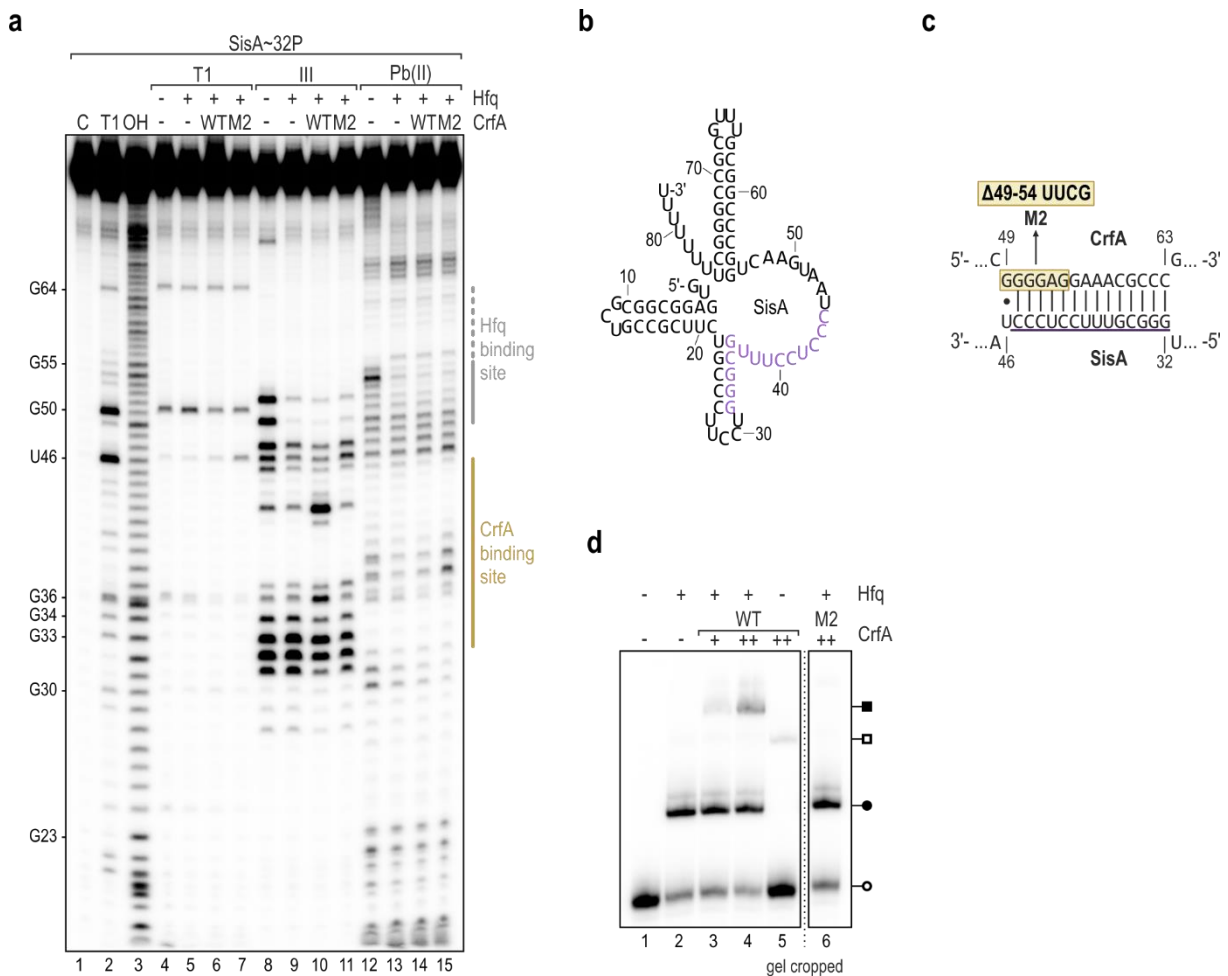

Supplementary Figure S7 – Modulation of CrfA levels by SisA *in vivo*.

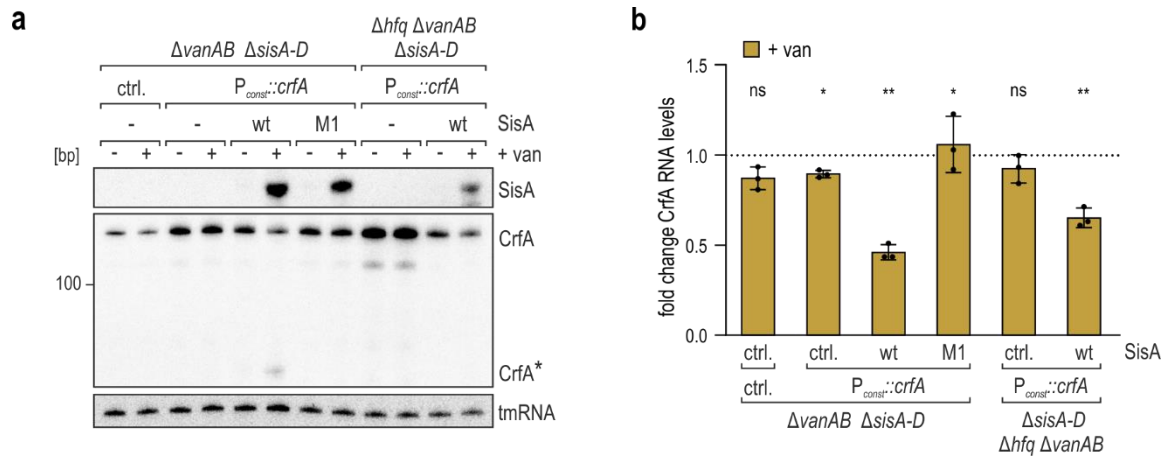

a Northern blot analysis of CrfA levels in response to pulse over-expression of SisA variants. *C. crescentus* $\Delta sisA-D \Delta vanAB$ or $\Delta hfq \Delta sisA-D \Delta vanAB$ with a chromosomal construct to constitutively express CrfA ($P_{const}::crfA$) or empty vector construct (ctrl.) and carrying either an empty control vector (pBVMCS-6; ctrl.) or plasmid pP_{van}-SisA expressing SisA wild-type (wt) or SisA-M1 (M1) were grown to OD₆₆₀ of 0.5 in PYE. Total RNA collected before (-van) and 10 min after (+van) addition of vanillate was analysed by Northern blot. tmRNA served as loading control. **b** CrfA levels after induction of SisA variants were quantified relative to the time point before induction of the respective construct. Levels are presented as mean values $\pm$ SD for three biological replicates ($n = 3$). Statistical significance was assessed using unpaired two-sided Welch's t-tests (ns for $p > 0.05$, * for $p \leq 0.05$, ** for $p \leq 0.01$). Source data for this figure are provided as a Source Data file.

Supplementary Figure S8 – Overexpression of CrfA, SisA and SisA-M2.

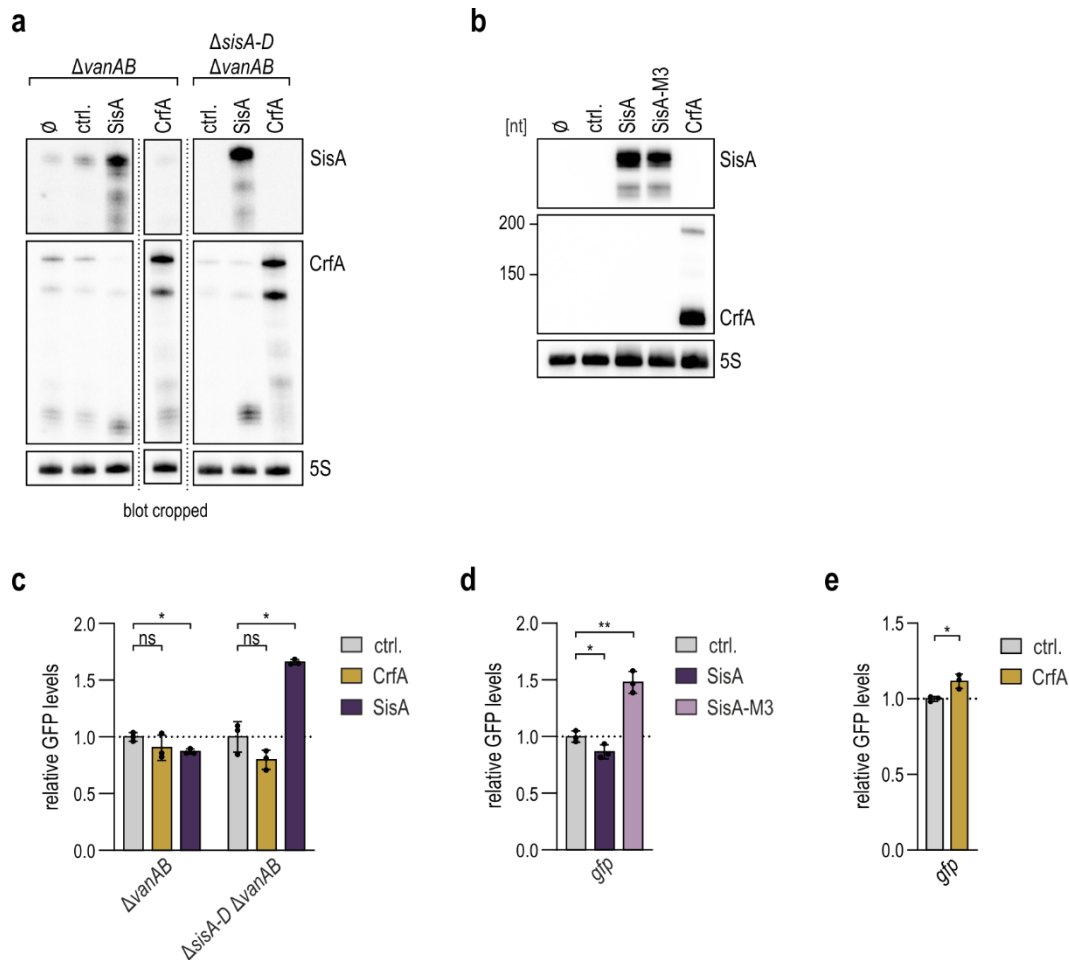

a Expression of SisA and CrfA in *C. crescentus* $\Delta vanAB$ and $\Delta\Delta\Delta\Delta sisA-D \Delta vanAB$ cells carrying either no plasmid ($\emptyset$), empty control plasmid pBVMCS-6 (ctrl.), pP_{van}-SisA or pP_{van}-CrfA (see also Fig. S2a). RNA was extracted from cells grown in PYE in the presence of vanillate to OD₆₆₀ of 1.0 and analysed by Northern blot. 5S rRNA served as loading control. **b** Expression of SisA in *E. coli* MC4100 cells with *C. crescentus* Hfq carrying either no plasmid ($\emptyset$), empty control plasmid pKP8-35 (ctrl.), pP_{BAD}-SisA, pP_{BAD}-SisA-M3, or pP_{BAD}-CrfA-ribozyme. RNA was extracted from cells grown in LB in the presence of arabinose for 6 h and analysed by Northern blot. 5S rRNA served as loading control. **c** Regulation of a *gfp* control construct by CrfA or SisA in *C. crescentus* $\Delta vanAB$ and $\Delta\Delta\Delta\Delta sisA-D \Delta vanAB$. GFP expression was quantified by fluorescence intensity measurements. **d** Regulation of a *gfp* control construct by SisA or SisA-M3 in *E. coli* MC4100 expressing *C. crescentus* Hfq. GFP expression was quantified by fluorescence intensity measurements. **e** Regulation of a *gfp* control construct by CrfA in *E. coli* MC4100 expressing *C. crescentus* Hfq. GFP expression was quantified by fluorescence intensity measurements. **c, d, e** GFP levels were calculated as described in Fig. 1e as mean values $\pm$ SD of three biological replicates ($n = 3$). Statistical significance was assessed using unpaired two-sided Welch's t-tests (ns for $p > 0.05$, * for $p \leq 0.05$, ** for $p \leq 0.01$). Source data for this figure are provided as a Source Data file.

Supplementary Figure S9 – Pulse overexpression of SisA and CrfA.

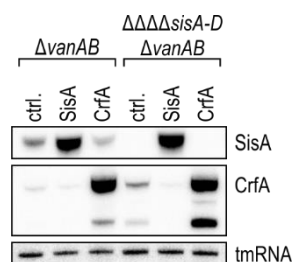

C. crescentus $\Delta vanAB$ or $\Delta sisA-D \Delta vanAB$ carrying either an empty control vector (ctrl.; pBVMCS-6) or the expression plasmids pP_{van}-SisA or pP_{van}-CrfA were grown in biological triplicates in M2G to OD₆₆₀ of 0.3. Total RNA was prepared from cells collected 15 min after addition of vanillate. Expression of SisA and CrfA was determined by Northern blot analysis. tmRNA served as loading control. Source data for this figure are provided as a Source Data file.

Supplementary Figure S10 - SisA target validation.

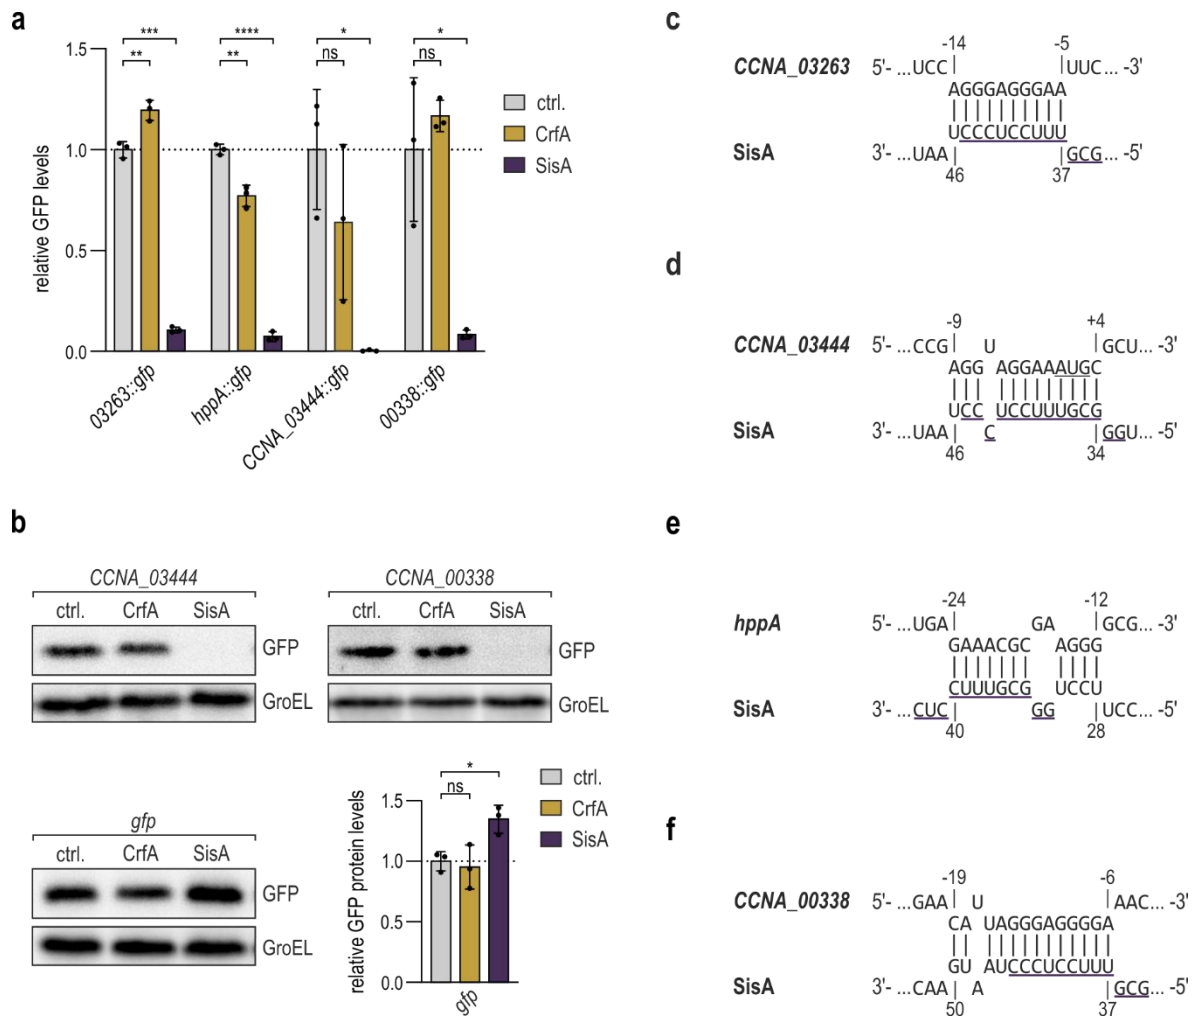

a *C. crescentus* $\Delta vanAB \Delta sisA-D$ cells carrying the indicated *gfp* reporter fusion in combination with either an empty control vector (pBVMCS-6; ctrl.) or the expression plasmid pP_{van}-SisA or pP_{van}-CrfA, respectively, were grown over-night in the presence of vanillate. GFP expression was quantified either by fluorescence intensity measurements (*CCNA_03263*; *hppA*) or by Western blot analysis (*CCNA_03444*; *CCNA_00338*) of total protein samples as described in Fig. 1. **b** Western blot analysis of total protein samples collected as described in **a**. GroEL was used as loading control. GFP expression of the *gfp* control was quantified as described in Fig. 1. **a**, **b** GFP levels were calculated as described in Fig. 1 as mean values $\pm$ SD of three biological replicates ($n = 3$). Statistical significance was assessed using unpaired two-sided Welch's t-tests (ns for $p > 0.05$, * for $p \leq 0.05$, ** for $p \leq 0.01$, *** for $p \leq 0.001$, **** for $p \leq 0.0001$). **c-f** Base-pairing interaction between SisA and the indicated target mRNA as predicted based on RIL-seq analysis and the IntaRNA algorithm ¹. Nucleotide positions in the sRNA are numbered relative to the TSS, in the *CCNA_03574* mRNA relative to the start codon (underlined). The conserved sequence stretch of the SisA-D family is marked in purple. Source data for this figure are provided as a Source Data file.

Supplementary Figure S11 - CrfA-dependent modulation of SisA target genes during carbon starvation.

a

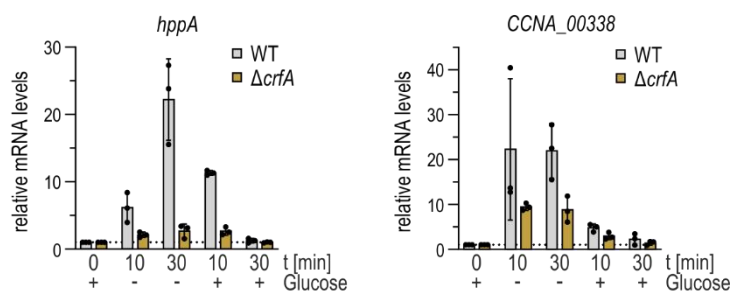

b

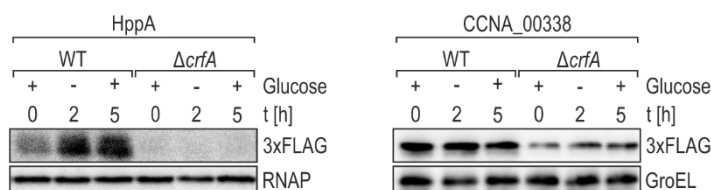

c

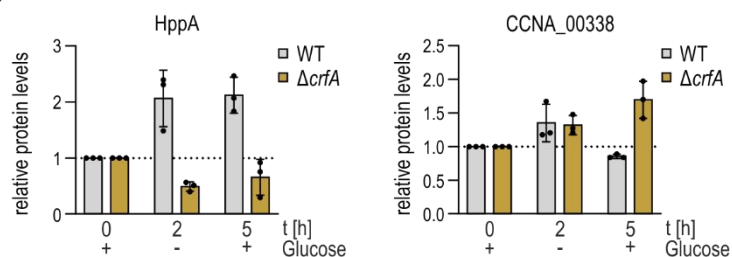

a SisA target gene mRNA levels of *hppA* and *CCNA_00338* during starvation were quantified by RT-qPCR on total RNA collected from *C. crescentus* wild-type or $\Delta crfA$ grown as described in Fig. 6a. Transcript levels were calculated relative to samples collected at 0 min; error bars indicate standard deviation of three biological replicates ($n = 3$). **b** Protein levels of HppA during starvation were analysed by Western blot using total protein samples collected from *C. crescentus* wild-type or $\Delta crfA$ grown as described in Fig. 6a. **c** Protein levels were quantified relative to the protein abundance prior to starvation in the wild-type; error bars indicate standard deviation of three biological replicates ($n = 3$). Source data underlying this figure are provided as a Source Data file.

Supplementary Table S1 – Oligonucleotides

oligo ID	sequence 5' to 3'	description
KFO-0007	GCACGGCGTCACACTTTGCT	sequencing of plasmids with backbone pBAD
KFO-0008	GACCACCGCGCTACTGCC	sequencing of plasmids with backbone pBAD
KFO-0054	CCCACATGTTAGCGCTACCAAG	sequencing of plasmids with backbone pXGFPC-4
KFO-0059	CGAATTCGTGGATCCAGATATC	amplification of pNPTs138
KFO-0060	CTTCGGCCGTGACGCGTCT	amplification of pNPTs138
KFO-0113	CAGGGGGACTTAACGACCGAGTTC	oligo probe for 5S ribosomal RNA
KFO-0141	GTTTTTCTAGATATGGGGACTGGGCCCCG	construction of plasmid pKF348-1
KFO-0144	GGATCCAATCTTGATCGTAAT	amplification of pBVMCS-6
KFO-0145	P-GTGAGGCGGCGCTGCCG	construction of plasmid pKF348-1
KFO-0169	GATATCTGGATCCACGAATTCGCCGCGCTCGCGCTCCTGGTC	construction of plasmid pKF357-5
KFO-0170	ATGGGGACTGGGCCCCGGTTAGAGTGC GGCGCAAATTAG	construction of plasmid pKF357-5
KFO-0171	CTAATTTTGC GCCGCACTCTAACCGGGGCCAGTCCCCAT	construction of plasmid pKF357-5
KFO-0172	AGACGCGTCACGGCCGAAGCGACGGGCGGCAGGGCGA	construction of plasmid pKF357-5
KFO-0177	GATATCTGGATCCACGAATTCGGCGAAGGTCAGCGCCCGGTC	construction of plasmid pKF359-3
KFO-0178	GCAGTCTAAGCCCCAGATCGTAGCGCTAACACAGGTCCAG	construction of plasmid pKF359-3
KFO-0179	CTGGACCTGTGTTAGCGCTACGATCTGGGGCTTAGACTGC	construction of plasmid pKF359-3
KFO-0180	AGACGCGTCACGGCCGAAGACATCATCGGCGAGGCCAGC	construction of plasmid pKF359-3
KFO-0198	TCCACTAGTTCTAGAGCGGC	amplification of pBVMCS-6
KFO-0315	TCCAGACCTACCAGTTCTTCAC	RT-qPCR oligo for <i>rsaA</i> (control)
KFO-0316	CCTGAGCGAACTTCGAGTAGTA	RT-qPCR oligo for <i>rsaA</i> (control)
KFO-0359	ACCCGCCAGGTGAACAGTC	sequencing of plasmids with backbone pGFPC-2
KFO-0513	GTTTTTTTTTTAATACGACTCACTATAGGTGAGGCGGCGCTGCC	amplification of SisA DNA template for T7 <i>in vitro</i> transcription
KFO-0514	AAAAAAAAGCCCGGCGAAACCG	amplification of SisA DNA template for T7 <i>in vitro</i> transcription
KFO-0554	GTCTAGTCTCTCATGCCGC	oligo probe for RusT RNA
KFO-0563	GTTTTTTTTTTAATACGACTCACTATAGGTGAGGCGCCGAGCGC	amplification of SisD DNA template for T7 <i>in vitro</i> transcription
KFO-0564	AAAAAGAAAGCCCGGCCATG	amplification of SisD DNA template for T7 <i>in vitro</i> transcription
KFO-0565	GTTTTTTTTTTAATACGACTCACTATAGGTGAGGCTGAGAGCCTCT	amplification of SisC DNA template for T7 <i>in vitro</i> transcription
KFO-0566	AAAGAAAAGCCCGGCGAAAAG	amplification of SisC DNA template for T7 <i>in vitro</i> transcription
KFO-0567	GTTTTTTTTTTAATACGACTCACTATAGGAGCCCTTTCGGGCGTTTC	amplification of SisB DNA template for T7 <i>in vitro</i> transcription
KFO-0568	AAAAGAACGGCCGCCCTC	amplification of SisB DNA template for T7 <i>in vitro</i> transcription
KFO-0572	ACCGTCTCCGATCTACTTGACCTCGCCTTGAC	construction of plasmid pKF655-5
KFO-0573	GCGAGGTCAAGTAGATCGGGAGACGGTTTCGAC	construction of plasmid pKF655-5
KFO-0579	GGGCCAGTTCATTAGGGAGG	oligo probe for SisA RNA
KFO-0580	GACCATGATTAGGCGAAGCTACGT	sequencing of plasmids with backbone pNTPS138
KFO-0581	TGTGCTGCAAGGCGATTAAGTTGG	sequencing of plasmids with backbone pNTPS138

KFO-0635	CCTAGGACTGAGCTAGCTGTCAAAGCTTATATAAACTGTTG	construction of plasmid pKF774-1
KFO-0636	CAATCCCCTGCTCGCGCAGGCTGG	construction of plasmid pKF649-2
KFO-0637	ATCAGCTTAGTAAAGCCCTCGCTAG	construction of plasmid pKF649-2
KFO-0668	GTTTTTCTAGAACACCAAACCCGCCGCGG	construction of plasmids pKF480-7 and pKF668-4
KFO-0684	CTTAGTCTAGATTGACAGCTAGCTCAGTC	construction of plasmid pKF777-2
KFO-0712	P-GCAAGGACGAAACGAGCC	construction of plasmids pKF480-7 and pKF668-4
KFO-0937	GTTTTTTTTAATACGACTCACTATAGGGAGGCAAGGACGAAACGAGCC	amplification of CrfA DNA template for T7 <i>in vitro</i> transcription
KFO-0938	ACACCAAACCCGCCGCGG	amplification of CrfA DNA template for T7 <i>in vitro</i> transcription
KFO-1019	GGGAATTCAATGTCGCAAACCTC	RT-qPCR oligo for CCNA_03263
KFO-1020	GATGACGGTCGTGTTCTGTT	RT-qPCR oligo for CCNA_03263
KFO-1196	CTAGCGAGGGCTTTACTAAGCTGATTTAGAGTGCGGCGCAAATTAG	construction of plasmid pKF649-2
KFO-1197	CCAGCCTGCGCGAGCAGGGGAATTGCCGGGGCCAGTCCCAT	construction of plasmid pKF649-2
KFO-1202	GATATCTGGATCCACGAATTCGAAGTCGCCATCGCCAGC	construction of plasmid pKF655-5
KFO-1203	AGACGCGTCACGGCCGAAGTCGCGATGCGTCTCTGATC	construction of plasmid pKF655-5
KFO-1236	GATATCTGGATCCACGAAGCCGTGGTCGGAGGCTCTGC	construction of plasmid pKF654-5
KFO-1237	TCGAGCGGAACGCCAAGAGCCGCCTTGAA	construction of plasmid pKF654-5
KFO-1238	TTCAAGGCGGCTCTTGCGTTTCGCGCTCGA	construction of plasmid pKF654-5
KFO-1239	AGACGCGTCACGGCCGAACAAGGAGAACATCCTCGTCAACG	construction of plasmid pKF654-5
KFO-1280	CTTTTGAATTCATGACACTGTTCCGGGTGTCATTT	construction of plasmid pKF656-1
KFO-1281	CTTTTGGTACCGGCGCCGTACAGCACCCGC	construction of plasmid pKF656-1
KFO-1282	CTTTTGAATTCGCGTCGGGAGTGGAACCT	construction of plasmid pKF657-2
KFO-1283	CTTTTGGTACCAGAGAGCGCGCTGGCGCC	construction of plasmid pKF657-2
KFO-1284	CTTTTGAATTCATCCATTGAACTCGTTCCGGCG	construction of plasmid pKF658-2
KFO-1285	CTTTTGGTACCGCCAAGACCGGCGAGGAC	construction of plasmid pKF658-2
KFO-1298	TCTCTGGTGGGCTCGTTTCGTCCTTGCACT	oligo probe for CrfA RNA
KFO-1306	TTTCTTCGAAACGCCCGCTAGATCG	construction of plasmid pKF666-1 and pKF769-1
KFO-1307	TTTCCGAAGAAACGCCGAAGAACGGGAG	construction of plasmid pKF666-1 and pKF769-1
KFO-1308	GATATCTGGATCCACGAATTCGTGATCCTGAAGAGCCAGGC	construction of plasmid pKF667-1
KFO-1309	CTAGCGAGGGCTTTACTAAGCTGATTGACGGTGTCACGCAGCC	construction of plasmid pKF667-1
KFO-1310	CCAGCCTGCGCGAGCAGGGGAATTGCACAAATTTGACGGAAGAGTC	construction of plasmid pKF667-1
KFO-1311	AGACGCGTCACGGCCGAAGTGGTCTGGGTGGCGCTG	construction of plasmid pKF667-1
KFO-1371	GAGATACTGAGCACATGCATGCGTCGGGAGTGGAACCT	construction of plasmid pKF682-1
KFO-1372	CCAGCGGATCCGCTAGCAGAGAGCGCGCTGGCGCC	construction of plasmid pKF682-1
KFO-1399	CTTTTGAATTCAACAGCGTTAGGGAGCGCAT	construction of plasmid pKF691-1
KFO-1400	CTTTTGGTACCGAAGACGTCGCCGAAGCG	construction of plasmid pKF691-1
KFO-1418	GAGAAGAGGGCGGCCGAGTCATTGGGAGGA	oligo probe for SisB RNA
KFO-1419	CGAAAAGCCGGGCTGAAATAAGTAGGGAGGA	oligo probe for SisC RNA
KFO-1420	ATGAAGACCGGGCTACAAAGTCATAGGGAG	oligo probe for SisD RNA

KFO-1453	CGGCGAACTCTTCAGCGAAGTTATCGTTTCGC	oligo probe for tmRNA
KFO-1544	TCTAGAGGCATCAAATAAAAC	amplification of pZE12-luc
KFO-1694	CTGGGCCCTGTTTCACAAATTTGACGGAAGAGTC	construction of plasmid pKF767-2
KFO-1695	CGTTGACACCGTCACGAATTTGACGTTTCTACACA	construction of plasmid pKF767-2
KFO-1696	CACAAATTTGACGGAACAGGGCCAGATACA	construction of plasmid pKF767-2
KFO-1721	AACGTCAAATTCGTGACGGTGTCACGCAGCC	construction of plasmid pKF767-2
KFO-1780	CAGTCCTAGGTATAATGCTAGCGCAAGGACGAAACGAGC	construction of plasmid pKF774-1
KFO-1781	GTTTTCATATGACACCAACCCGCCGC	construction of plasmid pKF777-2
KFO-1841	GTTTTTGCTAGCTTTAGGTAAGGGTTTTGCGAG	construction of plasmid pKF778-3
KFO-1842	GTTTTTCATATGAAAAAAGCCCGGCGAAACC	construction of plasmid pKF778-3
KFO-2133	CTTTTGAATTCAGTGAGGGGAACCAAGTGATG	construction of plasmid pKF829-1
KFO-2135	CTTTTGGTACCGGTGGCCGTGAAGTGGTAG	construction of plasmid pKF829-1
KFO-2495	TTTCCTGGGTAATGAAGTGGCCCGGCG	construction of plasmids pKF881-1 and pKF897-1
KFO-2496	TCATTACCCAGGAAACGCCAGGAAGG	construction of plasmids pKF881-1 and pKF897-1
KFO-2497	GTTTCGCCAGGAAACGCCCGCCTAGA	construction of plasmids pKF882-1
KFO-2498	GTTTCCTGGGCGAAACGCCGAAGAACGG	construction of plasmids pKF882-1
KFO-2516	GTGATCGGCGGCTTCTATT	RT-qPCR oligo for <i>CCNA_03574</i>
KFO-2517	GCTTGCCGACCGTATAGTT	RT-qPCR oligo for <i>CCNA_03574</i>
KFO-2518	GCACGTACGGCAGCTATAAT	RT-qPCR oligo for <i>CCNA_00338</i>
KFO-2519	CATAGGCCAGACGGAAGAAC	RT-qPCR oligo for <i>CCNA_00338</i>
KFO-2522	GTGCAGACAGCGAGTCTAATG	RT-qPCR oligo for <i>hppA</i>
KFO-2523	CCGGTTGCTCCCAAGATTT	RT-qPCR oligo for <i>hppA</i>
KFO-2526	CACCGCCAATCCATACGAT	RT-qPCR oligo for <i>CCNA_03444</i>
KFO-2527	GAATAGTTCGTGCCGTCCTT	RT-qPCR oligo for <i>CCNA_03444</i>
KFO-2530	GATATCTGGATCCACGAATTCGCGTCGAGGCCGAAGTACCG	construction of plasmid pKF891-1
KFO-2531	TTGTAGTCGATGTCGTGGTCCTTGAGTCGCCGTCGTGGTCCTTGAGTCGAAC<br>GACTTCCTGACCGTCA	construction of plasmid pKF891-1
KFO-2532	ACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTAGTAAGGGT<br>GGACAGCCTGGAA	construction of plasmid pKF891-1
KFO-2533	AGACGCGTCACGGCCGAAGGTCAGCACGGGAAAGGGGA	construction of plasmid pKF891-1
KFO-2534	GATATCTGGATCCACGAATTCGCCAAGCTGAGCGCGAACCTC	construction of plasmid pKF890-1
KFO-2535	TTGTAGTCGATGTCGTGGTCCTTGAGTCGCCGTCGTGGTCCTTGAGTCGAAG<br>GCCACCTCGATCGAAG	construction of plasmid pKF890-1
KFO-2536	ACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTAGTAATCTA<br>GGCGATAGCTGCTCGG	construction of plasmid pKF890-1
KFO-2537	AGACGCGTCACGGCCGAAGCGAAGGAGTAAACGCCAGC	construction of plasmid pKF890-1
KFO-2542	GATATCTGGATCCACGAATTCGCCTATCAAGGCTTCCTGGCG	construction of plasmid pKF892-1
KFO-2543	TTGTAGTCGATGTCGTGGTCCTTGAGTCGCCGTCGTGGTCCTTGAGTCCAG<br>GACTTGGTGATCGCGA	construction of plasmid pKF892-1
KFO-2544	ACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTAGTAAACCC<br>CAGGACGAGCGCCTCG	construction of plasmid pKF892-1
KFO-2545	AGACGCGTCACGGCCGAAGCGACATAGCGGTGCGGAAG	construction of plasmid pKF892-1
KFO-2559	GAAACCGCCGGGCCAGTTCATT	oligo probe for <i>SisA-M1</i> and <i>SisA-M3</i> RNA variants
KFO-2562	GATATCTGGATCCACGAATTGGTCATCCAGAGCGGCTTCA	construction of plasmid pKF923-1

KFO-2563	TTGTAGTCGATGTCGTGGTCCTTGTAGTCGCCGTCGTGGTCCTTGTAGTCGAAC<br>TTCGAGCGCAGGGTCA	construction of plasmid pKF923-1
KFO-2564	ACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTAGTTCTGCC<br>GGGAGGGGGACCG	construction of plasmid pKF923-1
KFO-2565	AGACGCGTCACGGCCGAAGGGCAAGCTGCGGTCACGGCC	construction of plasmid pKF923-1
KFO-2566	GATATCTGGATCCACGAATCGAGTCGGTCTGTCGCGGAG	construction of plasmid pKF918-1
KFO-2567	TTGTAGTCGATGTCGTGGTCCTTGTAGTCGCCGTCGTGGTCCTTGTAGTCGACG<br>CCGTGGGCCAGGACCG	construction of plasmid pKF918-1
KFO-2568	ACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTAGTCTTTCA<br>GAGGGCCAGTCAT	construction of plasmid pKF918-1
KFO-2569	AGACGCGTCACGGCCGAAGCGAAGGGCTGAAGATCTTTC	construction of plasmid pKF918-1
KFO-2643	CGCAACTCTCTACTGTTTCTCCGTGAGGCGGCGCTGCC	construction of plasmid pKF1014-1
KFO-2644	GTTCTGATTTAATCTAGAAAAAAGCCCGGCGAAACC	construction of plasmid pKF1014-1
KFO-2645	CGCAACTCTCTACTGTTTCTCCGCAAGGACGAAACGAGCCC	construction of plasmid pKF1064-1
KFO-2814	CTTTTGAATTC AACCAAAGGTCCGACAAGGA	construction of plasmid pKF971-1
KFO-2816	CTTTTGGTACCGACCTTCCCGCCGTCC	construction of plasmid pKF971-1
KFO-2951	AGGGAGCAAATCATGACCATCGTGTGCTC	construction of plasmid pKF999-1
KFO-2952	TGATTTGCTCCCTGGTGTTTTTGGCG	construction of plasmid pKF999-1
KFO-2953	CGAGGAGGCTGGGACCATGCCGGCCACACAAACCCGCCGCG	construction of plasmid pKF996-1
KFO-2954	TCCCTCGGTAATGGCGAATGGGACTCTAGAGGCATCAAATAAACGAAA	construction of plasmid pKF996-1
KFO-2955	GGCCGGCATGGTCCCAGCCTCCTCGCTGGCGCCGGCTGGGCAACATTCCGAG<br>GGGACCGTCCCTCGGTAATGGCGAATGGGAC	construction of plasmid pKF996-1
KFO-2956	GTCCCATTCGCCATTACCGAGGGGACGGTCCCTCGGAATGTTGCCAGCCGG<br>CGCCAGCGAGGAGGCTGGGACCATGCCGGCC	construction of plasmid pKF996-1
KFO-2957	CTTTTGAATTCGCGTGAGATTCCGGCCG	construction of plasmid pKF1000-1
KFO-2958	CTTTTGGTACCCGGCAGCAGCACGCCC	construction of plasmid pKF1000-1
KFO-2959	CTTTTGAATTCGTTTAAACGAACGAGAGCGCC	construction of plasmid pKF1001-1
KFO-2960	CTTTTGGTACCGTCGATGAGGGCGTCGAA	construction of plasmid pKF1001-1
KFO-2983	GCGTTTGCTCCCTAATGAACTGGCCC	construction of plasmid pKF1022-1
KFO-2984	AGGGAGCAAACGCCAGGAAGGGCA	construction of plasmid pKF1022-1
KFO-2985	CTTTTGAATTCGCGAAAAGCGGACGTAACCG	construction of plasmid pKF989-1
KFO-2986	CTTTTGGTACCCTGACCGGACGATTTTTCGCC	construction of plasmid pKF989-1
KFO-3328	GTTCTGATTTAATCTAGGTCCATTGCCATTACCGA	construction of plasmid pKF1064-1
KFO-3329	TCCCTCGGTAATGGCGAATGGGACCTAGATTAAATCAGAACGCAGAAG	construction of plasmid pKF1064-1
KPO-0196	GGAGAAACAGTAGAGAGTTGCG	amplification of pKP8-35
KPO-0411	CTAGATTAAATCAGAAC	amplification of pKP8-35
KPO-1702	ATGCATGTGCTCAGTATCTCTATC	amplification of pXG10sf
KPO-2372	CAGGTAGTTTTCCAGTAGTGC	sequencing of plasmids with backbone<br>pXG10sf
KPO-3071	TCCGCTTCCTCGCTCAC	sequencing of plasmids with backbone<br>pXG10sf
KPO-7614	CCTAGCGGATCCGCTGGC	amplification of pXG10sf
M13fwd	GTAAAACGACGGCCAGT	sequencing of plasmids with backbone<br>pBVMCS-6 and pXGFP-4
pLlacOD	GTGCTCAGTATCTTGTATCCG	amplification of pZE12-luc
23S-1	[Bln]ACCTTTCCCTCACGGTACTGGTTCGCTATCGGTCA	oligo for 23S rRNA depletion #1
23S-2	[Bln]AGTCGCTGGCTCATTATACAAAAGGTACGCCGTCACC	oligo for 23S rRNA depletion #2

23S-3	[Btn]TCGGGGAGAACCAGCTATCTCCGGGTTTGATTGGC	oligo for 23S rRNA depletion #3
23S-4	[Btn]GTGGCTGCTTCTAAGCCAACATCCTG	oligo for 23S rRNA depletion #4
23S-5	[Btn]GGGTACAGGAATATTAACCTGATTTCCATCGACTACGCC	oligo for 23S rRNA depletion #5
23S-6	[Btn]CACCTGTGTCGGTTTGGGGTACGGT	oligo for 23S rRNA depletion #6
23S-7	[Btn]TCGTGCGGGTCGGAACCTACCCGACAAG	oligo for 23S rRNA depletion #7
23S-8	[Btn]GAGCCGACATCGAGGTGCCAAACA	oligo for 23S rRNA depletion #8
23S-9	[Btn]CGGCGGATAGGGACCGAACTGTCTCACGAC	oligo for 23S rRNA depletion #9
16S-1	[Btn]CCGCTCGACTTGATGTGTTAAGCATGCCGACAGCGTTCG	oligo for 16S rRNA depletion #1
16S-2	[Btn]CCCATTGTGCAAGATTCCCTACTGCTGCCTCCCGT	oligo for 16S rRNA depletion #2
16S-3	[Btn]ACCGCGGCTGCTGGCACGGAGT	oligo for 16S rRNA depletion #3
16S-4	[Btn]ACGGCGTGGAATACCAGGGTAT	oligo for 16S rRNA depletion #4
16S-5	[Btn]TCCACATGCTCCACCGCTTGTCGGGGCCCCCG	oligo for 16S rRNA depletion #5
16S-6	[Btn]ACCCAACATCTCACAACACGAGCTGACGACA	oligo for 16S rRNA depletion #6
16S-7	[Btn]GGGCAGTGTGTACAAGGCCCGGA	oligo for 16S rRNA depletion #7
16S-8	[Btn]AAGGAGGTGATCCAGCCGAG	oligo for 16S rRNA depletion #8
23S-GN1	[Btn]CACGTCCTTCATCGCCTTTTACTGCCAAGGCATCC	oligo for 23S rRNA depletion Gram Neg #1
23S-GN2	[Btn]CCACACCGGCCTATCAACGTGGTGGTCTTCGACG	oligo for 23S rRNA depletion Gram Neg #2
Cc5S-1	[Btn]CCGAGTTCGGAATGGGATCGGGTGGG	oligo for <i>C. crescentus</i> 5S rRNA depletion #1
Cc5S-2	[Btn]CTTGAGACGAAGTACCATTGGCCCAGGG	oligo for <i>C. crescentus</i> 5S rRNA depletion #2

Supplementary Table S2 – Plasmids

plasmid ID	description	backbone/marker	reference
pBVMCS-6	empty vector	pBVMCS-6/CmR	²
pXGFPC-4	empty vector	pXGFPC-4/GentR	²
pNPTS138	empty vector	pNPTS138/KanR	M. R. Alley, unpublished
pXG10sf	empty vector	pXG10sf/CmR	³
pZE12-luc	empty vector	pZE12-luc/AmpR	⁴
pKF348-1	expression of <i>sisA</i> under control of the <i>van</i> promoter (P_{van})	pBVMCS-6/CmR	⁵
pKF357-5	allelic replacement of <i>sisA</i>	pNPTS138/KanR	this study
pKF359-3	allelic replacement of <i>sisD</i>	pNPTS138/KanR	this study
pKF384-1	expression of <i>gfp</i> under control of the <i>rsaA</i> promoter; integration into <i>rsaA</i> locus	pGFPC-2/KanR	⁶
pKF385-2	expression of <i>rsaA::gfp</i> translational fusion (up to +45 of <i>rsaA</i> relative to the translational start site) under control of the <i>rsaA</i> promoter; integration into <i>rsaA</i> locus	pGFPC-2/KanR	⁶
pKF480-7	expression of <i>crfA</i> under control of the <i>van</i> promoter (P_{van})	pBVMCS-6/CmR	⁵
pKF485-1	empty vector, integration upstream of the <i>xytX</i> locus	pXGFPC-4/GentR	this study
pKF494-2	expression of <i>CCNA_03263::gfp</i> translational fusion (-116 to +60 of <i>CCNA_03263</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-0715/KFO-0716	pGFPC-2/KanR	⁷
pKF546-1	expression of <i>CCNA_00338::gfp</i> translational fusion (-94 to +60 of <i>CCNA_00338</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-0926/KFO-0927	pGFPC-2/KanR	⁷
pKF649-2	allelic replacement of <i>sisA</i> with <i>omega</i> cassette (StrepR/SpecR)	pNPTS138/KanR	this study
pKF654-5	allelic replacement of <i>sisC</i>	pNPTS138/KanR	this study
pKF655-5	allelic replacement of <i>sisB</i>	pNPTS138/KanR	this study
pKF656-1	expression of <i>hpaA::gfp</i> translational fusion (-155 to +60 of <i>hpaA</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-1280/KFO-1281	pGFPC-2/KanR	this study
pKF657-2	expression of <i>CCNA_03574::gfp</i> translational fusion (-50 to +60 of <i>CCNA_03574</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-1282/KFO-1283	pGFPC-2/KanR	this study
pKF658-2	expression of <i>CCNA_03444::gfp</i> translational fusion (-85 to +60 of <i>CCNA_03444</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-1284/KFO-1285	pGFPC-2/KanR	this study
pKF666-1	expression of <i>crfA-M2</i> under control of the <i>van</i> promoter (P_{van})	pBVMCS-6/CmR	this study
pKF667-1	allelic replacement of <i>crfA</i> with <i>omega</i> cassette (StrepR/SpecR)	pNPTS138/KanR	this study
pKF668-4	expression of <i>crfA</i> under control of the constitutive promoter P_{UacO} in <i>E. coli</i>	pZE12-luc/AmpR	this study
pKF682-1	expression of <i>CCNA_03574::gfp</i> translational fusion (-52 to +60 of <i>CCNA_03574</i> relative to the translational start site) under control of the constitutive PL_{tetO-1} promoter in <i>E. coli</i> ; insert amplified with KFO-1282/KFO-1283	pXG10sf/CmR	this study
pKF691-1	expression of <i>CCNA_02357::gfp</i> translational fusion (-21 to +60 of <i>CCNA_02357</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-1399/KFO-1400	pGFPC-2/KanR	this study
pKF767-2	allelic replacement of <i>crfA</i> with <i>crfA</i> , template plasmid for pKF769-1	pNPTS138/KanR	this study
pKF769-1	allelic replacement of <i>crfA</i> with <i>crfA-M2</i>	pNPTS138/KanR	this study
pKF774-1	expression of <i>crfA</i> under control of the constitutive promoter J23119 (P_{const})	pBVMCS-6/CmR	this study
pKF777-2	expression of <i>crfA</i> under control of the constitutive promoter J23119 (P_{const}), integration upstream of the <i>xytX</i> locus	pXGFPC-4/GentR	this study
pKF778-3	expression of <i>sisA</i> under control of its native promoter P_{sisA} , integration upstream of the <i>xytX</i> locus	pXGFPC-4/GentR	this study

pKF829-1	expression of <i>xylX::gfp</i> translational fusion (-62 to +60 of <i>xylX</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-2133/KFO-2135	pGFPC-2/KanR	this study
pKF881-1	expression of <i>sisA-M1</i> under control of the <i>van</i> promoter (P_{van})	pBVMCS-6/CmR	this study
pKF882-1	expression of <i>crfA-M1</i> under control of the <i>van</i> promoter (P_{van})	pBVMCS-6/CmR	this study
pKF890-1	chromosomal integration of 3XFLAG at <i>CCNA_00338</i> C-terminus via allelic replacement	pNPTS138/KanR	this study
pKF891-1	chromosomal integration of 3XFLAG at <i>CCNA_03574</i> C-terminus via allelic replacement	pNPTS138/KanR	this study
pKF892-1	chromosomal integration of 3XFLAG at <i>CCNA_03263</i> C-terminus via allelic replacement	pNPTS138/KanR	this study
pKF897-1	expression of <i>sisA-M1</i> under control of its native promoter P_{sisA} , integration upstream of the <i>xylX</i> locus	pXGFPC-4/GentR	this study
pKF918-1	chromosomal integration of 3XFLAG at <i>CCNA_01425</i> C-terminus via allelic replacement	pNPTS138/KanR	this study
pKF923-1	chromosomal integration of 3XFLAG at <i>CCNA_03444</i> C-terminus via allelic replacement	pNPTS138/KanR	this study
pKF971-1	expression of <i>CCNA_00857::gfp</i> translational fusion (-67 to +60 of <i>CCNA_00857</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-2814/KFO-2816	pGFPC-2/KanR	this study
pKF989-1	expression of <i>CCNA_00543::gfp</i> translational fusion (-35 to +60 of <i>CCNA_00543</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-2985/KFO-2986	pGFPC-2/KanR	this study
pKF996-1	expression of <i>crfA</i> -ribozyme under control of the constitutive promoter P_{LlacO} in <i>E. coli</i>	pZE12-luc/AmpR	this study
pKF999-1	expression of <i>CCNA_03574-M3::gfp</i> translational fusion (-52 to +60 of <i>CCNA_03574</i> relative to the translational start site, SNE G-6C) under control of the constitutive $PLtetO-1$ promoter in <i>E. coli</i> ; pKF682-1 amplified with KFO-2951/KFO-2952 to introduce SNE	pXG10sf/CmR	this study
pKF1000-1	expression of <i>CCNA_02914::gfp</i> translational fusion (-70 to +60 of <i>CCNA_02914</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-2957/KFO-2958	pGFPC-2/KanR	this study
pKF1001-1	expression of <i>CCNA_01807::gfp</i> translational fusion (-48 to +60 of <i>CCNA_01807</i> relative to the translational start site) under control of the <i>rsaA</i> promoter, integration into <i>rsaA</i> locus; insert amplified with KFO-2959/KFO-2960	pGFPC-2/KanR	this study
pKF1014-1	expression of <i>sisA</i> under control of the inducible promoter P_{BAD} in <i>E. coli</i>	pBAD5A/AmpR	this study
pKF1022-1	expression of <i>sisA-M3</i> under control of the inducible promoter P_{BAD} in <i>E. coli</i>	pBAD5A/AmpR	this study
pKF1064-1	expression of <i>crfA</i> -ribozyme under control of the inducible promoter P_{BAD} in <i>E. coli</i>	pBAD5A/AmpR	this study
pKP8-35	pBAD control plasmid	pBAD5A/AmpR	⁸

Supplementary Table S3 – Bacterial strains

strain	stock name	bacterium	genotype/relevant markers	source/reference
wild type	KFS-0006	<i>C. crescentus</i> NA1000		laboratory stock
$\Delta vanAB$	KFS-0058	<i>C. crescentus</i> NA1000	$\Delta vanAB$	6
3XFLAG::hfq	KFS-0344	<i>C. crescentus</i> NA1000	3XFLAG::hfq	6
	KFS-0537	<i>C. crescentus</i> NA1000	$\Delta sisD \Delta vanAB$	this study
Δhfq	KFS-0570	<i>C. crescentus</i> NA1000	$\Delta hfq::TetR$	9
	KFS-606	<i>C. crescentus</i> NA1000	$\Delta vanAB$ xylX::pKF485-1	this study
$\Delta hfq \Delta vanAB$	KFS-0916	<i>C. crescentus</i> NA1000	$\Delta hfq::TetR \Delta vanAB$	this study
	KFS-1496	<i>C. crescentus</i> NA1000	$\Delta sisB \Delta sisD \Delta vanAB$	this study
	KFS-1506	<i>C. crescentus</i> NA1000	$\Delta sisB \Delta sisC \Delta sisD \Delta vanAB$	this study
	KFS-1508	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega \Delta vanAB$	this study
$\Delta crfA$	KFS-1547	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$	this study
$\Delta sisA-D \Delta vanAB$	KFS-1707	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega \Delta sisB \Delta sisC \Delta sisD \Delta vanAB$	this study
	KFS-1737	<i>C. crescentus</i> NA1000	<i>crfA</i> -M2	this study
$\Delta sisA::\Omega \Delta vanAB$	KFS-1741	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega \Delta vanAB$	this study
	KFS-1756	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega \Delta vanAB$ xylX::pKF485-1	this study
	KFS-1758	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega \Delta sisB \Delta sisC \Delta sisD \Delta vanAB$ xylX::pKF485-1	this study
$\Delta vanAB \Delta sisA-D P_{const}-crfA$	KFS-1759	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega \Delta sisB \Delta sisC \Delta sisD \Delta vanAB$ xylX::pKF777-2	this study
	KFS-2108	<i>C. crescentus</i> NA1000	CCNA_03574::3xFLAG	this study
$\Delta hfq \Delta vanAB \Delta sisA-D P_{const}-crfA$	KFS-2111	<i>C. crescentus</i> NA1000	$\Delta hfq::TetR \Delta sisA::\Omega \Delta sisB \Delta sisC \Delta sisD \Delta vanAB$ xylX::pKF777-2	this study
	KFS-2113	<i>C. crescentus</i> NA1000	CCNA_00338::3xFLAG	this study
	KFS-2114	<i>C. crescentus</i> NA1000	CCNA_03263::3xFLAG	this study
	KFS-2126	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$ CCNA_03574::3xFLAG	this study

	KFS-2127	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$ CCNA_00338::3xFLAG	this study
	KFS-2128	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$ CCNA_03263::3xFLAG	this study
$\Delta sisA::\Omega$ $\Delta vanAB$ P_{sisA} - <i>sisA</i>	KFS-2132	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega$ $\Delta vanAB$ <i>xyiX</i> ::pKF778-3	this study
$\Delta sisA::\Omega$ $\Delta vanAB$ P_{sisA} - <i>sisA</i> -M1	KFS-2133	<i>C. crescentus</i> NA1000	$\Delta sisA::\Omega$ $\Delta vanAB$ <i>xyiX</i> ::pKF897-1	this study
	KFS-2209	<i>C. crescentus</i> NA1000	CCNA_01425::3xFLAG	this study
	KFS-2221	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$ CCNA_01425::3xFLAG	this study
	KFS-2229	<i>C. crescentus</i> NA1000	CCNA_03444::3xFLAG	this study
	KFS-2238	<i>C. crescentus</i> NA1000	$\Delta crfA::\Omega$ CCNA_03444::3xFLAG	this study
<i>E. coli</i> TOP10	KFS-0088	<i>E. coli</i>	<i>F</i> - <i>mcrA</i> Δ (<i>mrr</i> - <i>hsdRMS</i> - <i>mcrBC</i>) Φ 80/ <i>lacZ</i> Δ M15 Δ <i>lacX74</i> <i>recA1</i> <i>araD139</i> Δ (<i>ara-leu</i>)7697 <i>galU</i> <i>galK</i> <i>rpsL</i> <i>endA1</i> <i>nupG</i> λ -	Invitrogen
<i>E. coli</i> MC4100 <i>Cchfq</i>	KFS-0706	<i>E. coli</i> MC4100	<i>Phfq</i> :: <i>CChfq</i>	10

Supplementary References

- 1 Wright, P. R. *et al.* Comparative genomics boosts target prediction for bacterial small RNAs. *Proc Natl Acad Sci U S A* **110**, E3487-3496, doi:10.1073/pnas.1303248110 (2013).
- 2 Thanbichler, M., Iniesta, A. A. & Shapiro, L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. *Nucleic Acids Research* **35**, e137-e137, doi:10.1093/nar/gkm818 (2007).
- 3 Corcoran, C. P. *et al.* Superfolder GFP reporters validate diverse new mRNA targets of the classic porin regulator, MicF RNA. *Molecular Microbiology* **84**, 428-445, doi:<https://doi.org/10.1111/j.1365-2958.2012.08031.x> (2012).
- 4 Lutz, R. & Bujard, H. Independent and tight regulation of transcriptional units in *Escherichia coli* via the LacR/O, the TetR/O and AraC/I1-I2 regulatory elements. *Nucleic Acids Res* **25**, 1203-1210 (1997).
- 5 Velasco-Gomariz, M., Sulzer, J., Faber, F. & Fröhlich, K. S. An sRNA overexpression library reveals AbnZ as a negative regulator of an essential translocation module in *Caulobacter crescentus*. *Nucleic Acids Res* **53**, doi:10.1093/nar/gkae1139 (2025).
- 6 Fröhlich, K. S., Förstner, K. U. & Gitai, Z. Post-transcriptional gene regulation by an Hfq-independent small RNA in *Caulobacter crescentus*. *Nucleic Acids Research* **46**, 10969-10982, doi:10.1093/nar/gky765 (2018).
- 7 Vogt, L. N. *et al.* Genome-wide profiling of Hfq-bound RNAs reveals the iron-responsive small RNA RusT in *Caulobacter crescentus*. *mBio* **15**, e03153-03123, doi:doi:10.1128/mbio.03153-23 (2024).
- 8 Papenfort, K. *et al.* σ E-dependent small RNAs of *Salmonella* respond to membrane stress by accelerating global omp mRNA decay. *Molecular Microbiology* **62**, 1674-1688, doi:<https://doi.org/10.1111/j.1365-2958.2006.05524.x> (2006).
- 9 Irnov, I. *et al.* Crosstalk between the tricarboxylic acid cycle and peptidoglycan synthesis in *Caulobacter crescentus* through the homeostatic control of α -ketoglutarate. *PLOS Genetics* **13**, e1006978, doi:10.1371/journal.pgen.1006978 (2017).
- 10 Santiago-Frangos, A. *et al.* *Caulobacter crescentus* Hfq structure reveals a conserved mechanism of RNA annealing regulation. *Proceedings of the National Academy of Sciences* **116**, 10978-10987, doi:10.1073/pnas.1814428116 (2019).

# Supplementary material for: An RNA sponge directs the transition from feast to famine in Caulobacter crescentus
**Source:** Nat Commun. 2025 Oct 27;16:9478. doi: 10.1038/s41467-025-65274-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: Significant and high confidence chimeras in Hfq RIL-seq analysis

Supplementary Data 2: Differentially expressed genes in response to SisA or CrfA overexpression in Δ vanAB or Δ vanAB Δ sisA-D

# Supplementary material for: An RNA sponge directs the transition from feast to famine in Caulobacter crescentus
**Source:** Nat Commun. 2025 Oct 27;16:9478. doi: 10.1038/s41467-025-65274-1
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Next-generation sequencing data was collected by Illumina NextSeq1000 in single-read mode for RNA-seq transcriptome analysis and paired-read mode for RIL-seq libraries.

Data analysis

Transcriptome RNA-seq computational analysis

Read files in FASTQ format were imported into CLC Genomics Workbench (version 22.0.2., Qiagen), trimmed and mapped to the *Caulobacter crescentus* NA1000 reference genome (NC_011916) using the “RNA-Seq Analysis” tool with standard parameters. Read counts were normalized (CPM) and transformed (log2). Differential expression was tested using the built-in tool corresponding to edgeR in exact mode with tagwise dispersions.

RIL-seq computational analysis

The de-multiplexed raw reads were analyzed with ChimericFragments (Siemers et al., 2024; <https://github.com/maltesie/ChimericFragments>) using default parameters except for the minimum seed length and the minimum alignment score (min_seed_len=13, min_alignment_score=17). The resulting table of interactions was filtered according to a minimum read count of 3 and a maximum complementarity FDR of 0.5. The genome sequence and annotation of *C. crescentus* used in the analysis were downloaded from NCBI RefSeq (NC_011916.1).

Band intensities of Western and Northern blots were quantified using the AIDA Image Analyzer Software (version 5.1., raytest) or Fiji / Image J (version 1.53c; <https://github.com/imagej/ImageJ/releases/tag/v1.53c>).

The Multalin algorithm (version 5.4.1.; <http://multalin.toulouse.inra.fr/>) was used to align sequences.

The RNAfold WebServer (version 2.6.3.; <http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi>) was employed to predict RNA secondary structures.

The IntaRNA algorithm (version 3.4.1.; <http://rna.informatik.uni-freiburg.de/IntaRNA/>) was used to predict RNA base-pairing interactions.

Statistics were calculated using Graphpad Prism (version 10.0.2., Graphpad software).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The demultiplexed sequencing data of the RIL-seq experiments have been deposited in the GEO database under accession number GSE283644. The transcriptome analysis by RNA-seq data from this study can be found under the GEO accession code GSE275909. Further raw and analyzed data in support of the results of this study are available upon request. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were determined by field standards, technical constraints and statistical validation. Unless stated otherwise, three biological replicates were chosen to allow statistical analysis with sufficient power and to account for biological variability.

Data exclusions

No data were excluded.

Replication	Experiments were conducted in biological replicates, specified for each case in the manuscript. Western and Northern blots were performed in 3 replicates (unless stated otherwise) and representative blots are shown. Each experiment was performed at least twice independently, excluding the RIL-seq and transcriptome analysis as is standard.
Randomization	Not applicable. Randomization is not standard for the experiments performed.
Blinding	Not applicable. Blinding is not standard for the experiments performed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	- anti-GFP antibody (Roche #11814460001), 1:1,000 dilution in TBS-T + 3% BSA - anti-FLAG antibody (Sigma #F1804), 1:1,000 dilution in TBS-T + 3% BSA - anti-GroEL antibody (Sigma #G6532), 1:10,000 dilution in TBS-T + 3% BSA - anti-RNA polymerase antibody (1:5,000; mouse; BioLegend #663205), 1:5,000 dilution in TBS-T + 3% BSA
Validation	Information about the anti-GFP antibody: https://www.sigmaaldrich.com/DE/de/product/roche/11814460001 Information about the anti-FLAG antibody can be found on the manufacturer's website: https://www.sigmaaldrich.com/DE/de/product/sigma/f1804 Information about the anti-GroEL antibody can be found on the manufacturer's website: https://www.sigmaaldrich.com/DE/de/product/sigma/g6532 Information about the anti-RNA polymerase antibody can be found on the manufacturer's website: https://www.biolegend.com/en-us/products/direct-blot-hrp-anti-eme-coli-em-rna-sigma-70-antibody-13486

Plants

Seed stocks	n/a
Novel plant genotypes	n/a
Authentication	n/a

# Supplementary material for: An RNA sponge directs the transition from feast to famine in Caulobacter crescentus
**Source:** Nat Commun. 2025 Oct 27;16:9478. doi: 10.1038/s41467-025-65274-1

Source data for Fig. 2e

Northern blot

SisA

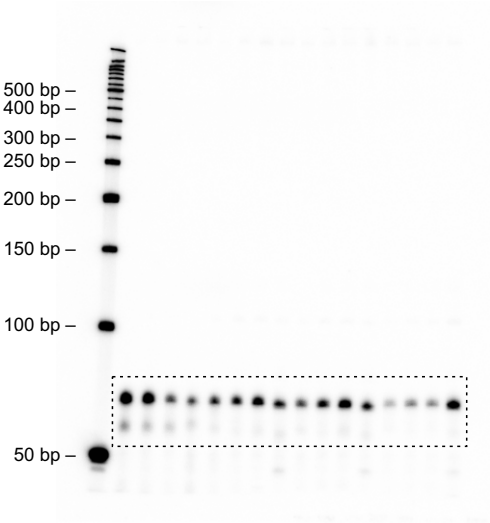

SisB

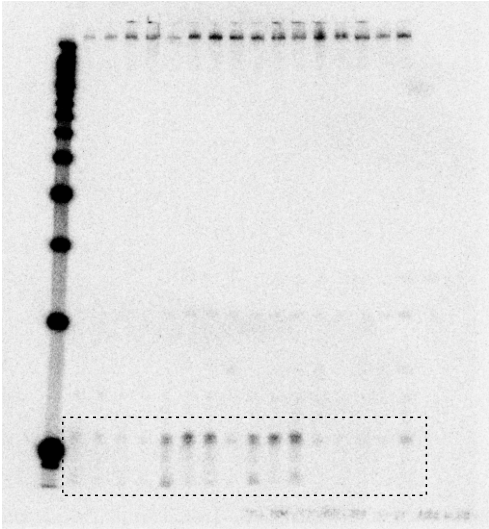

SisC

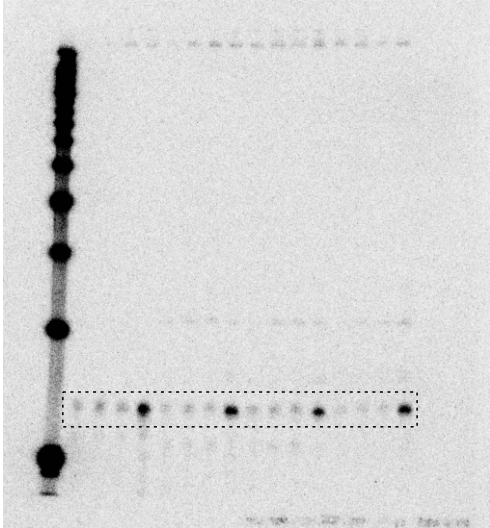

SisD

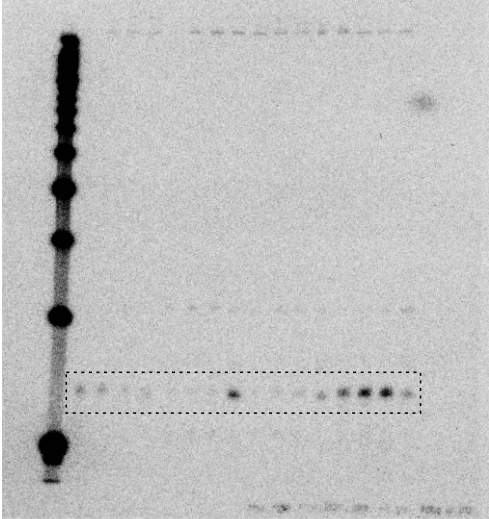

CrFA

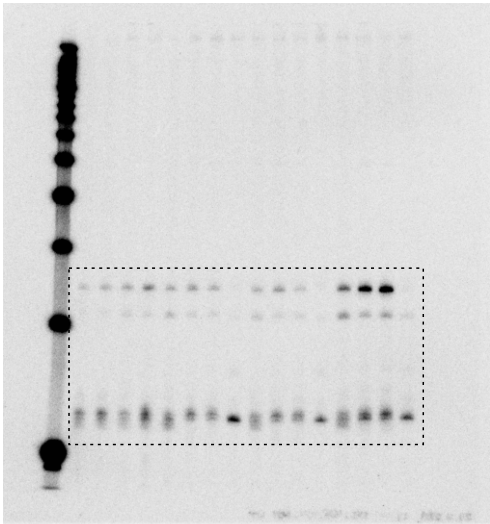

tmRNA

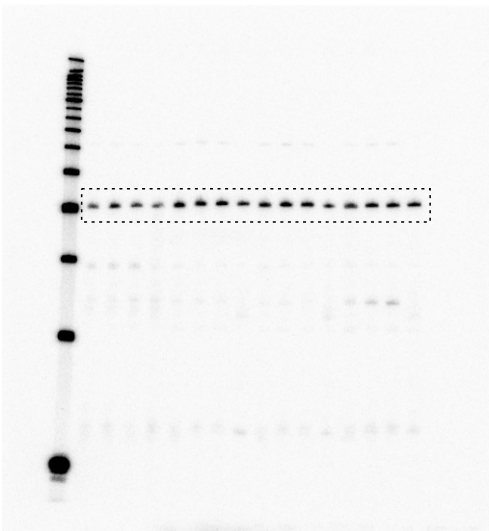

Source data for Fig. 2f

Sequencing gel for CrfA structure probing

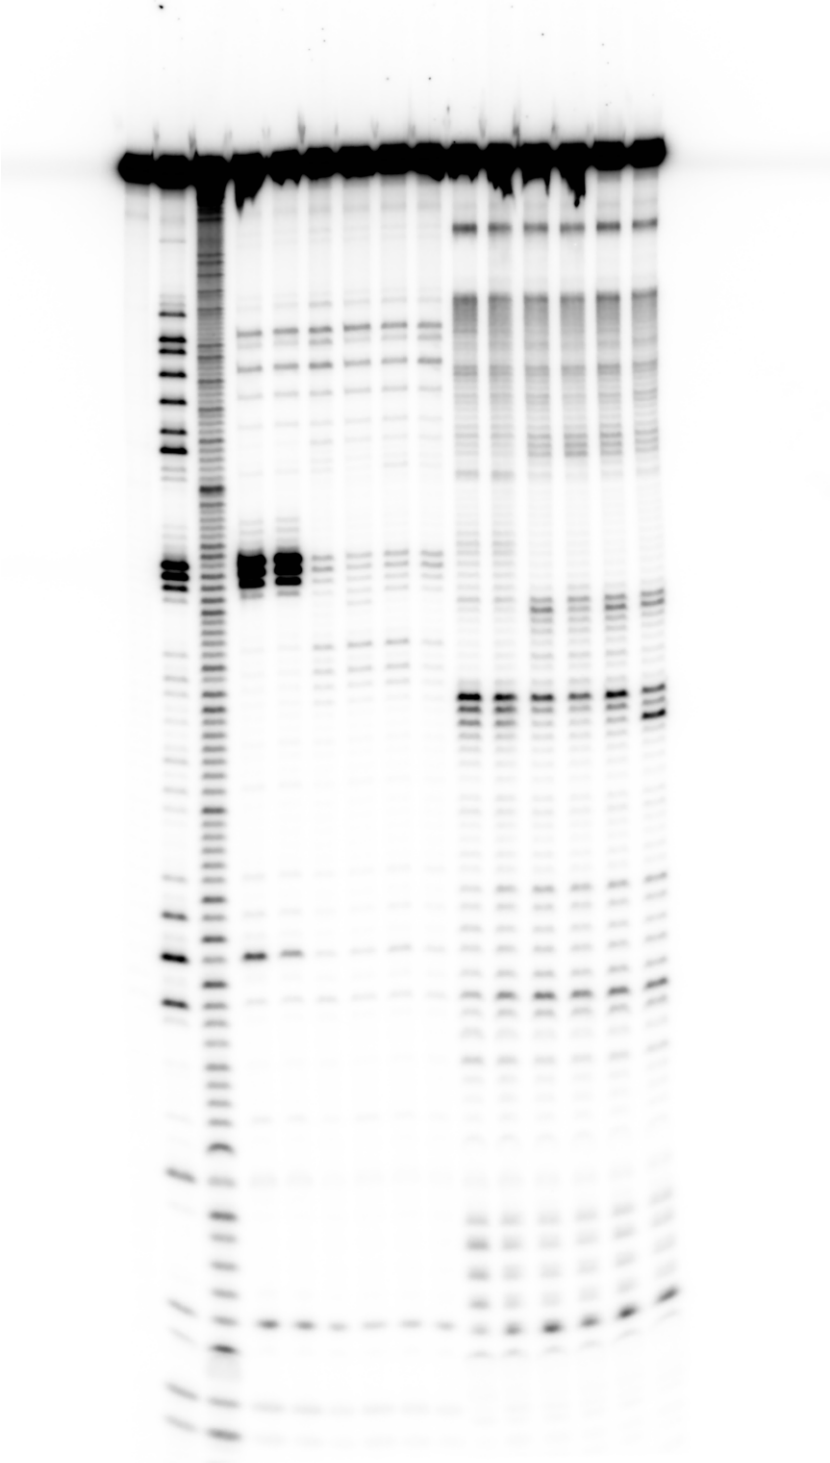

Source data for Fig. 3a

Northern blot

SisA

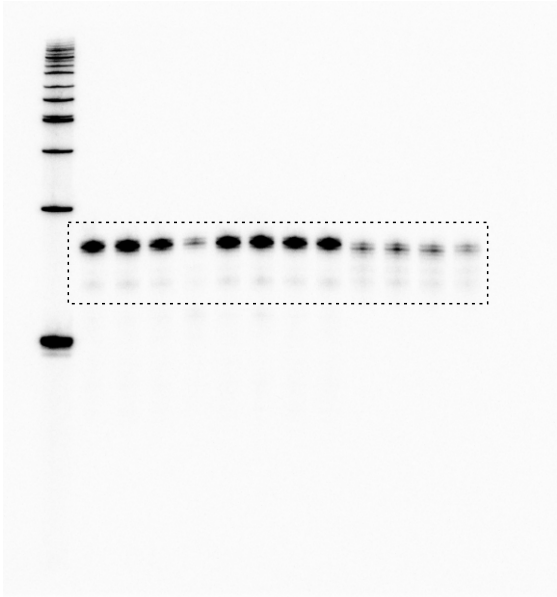

CrfA

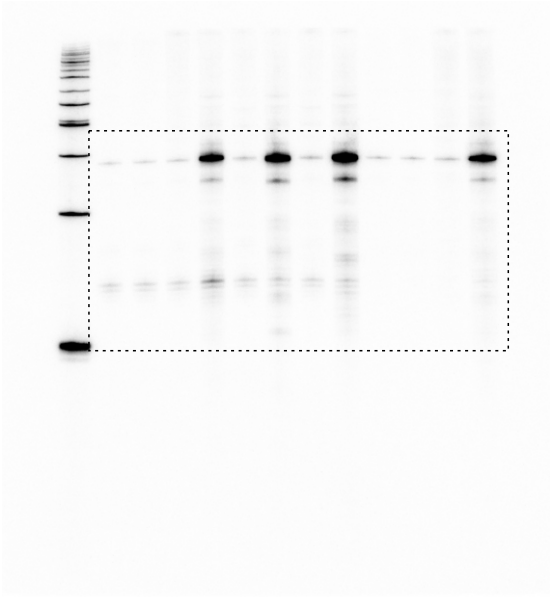

5S

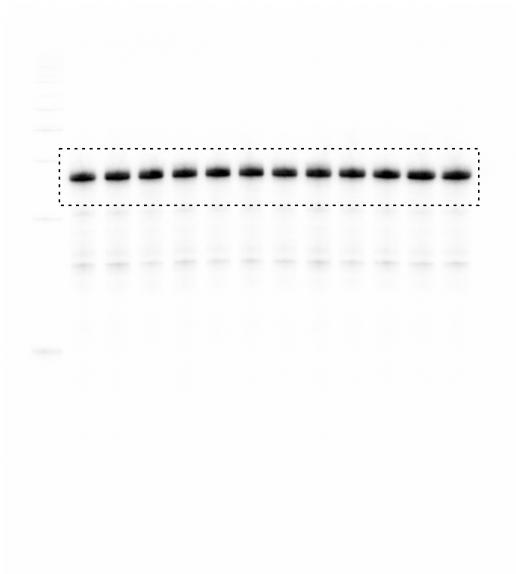

Source data for Fig. 3c

Northern blot

SisA

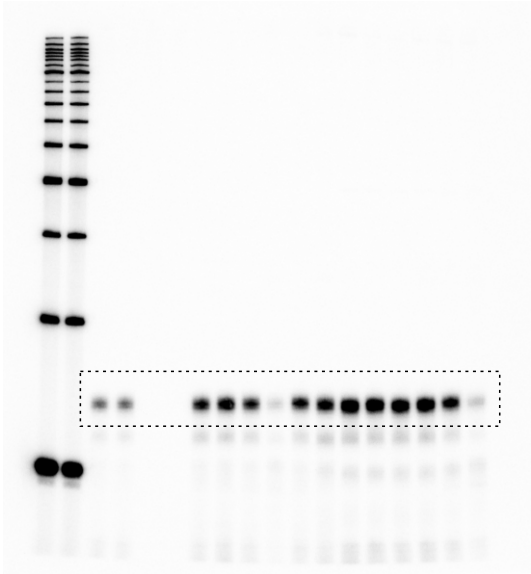

CrfA

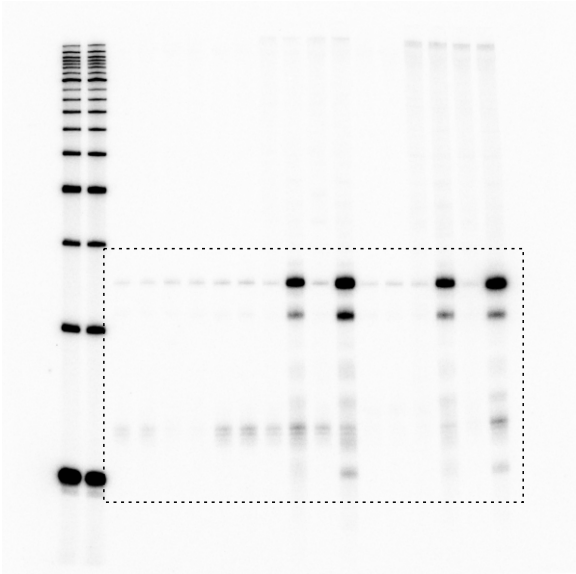

tmRNA

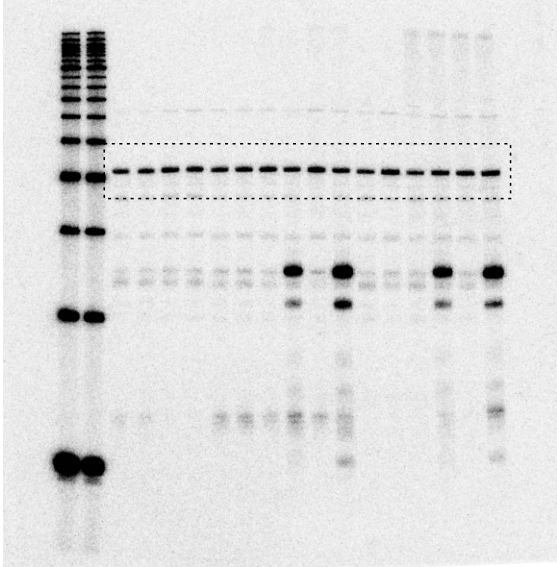

Source data for Fig. 6b

Northern blot

CrfA

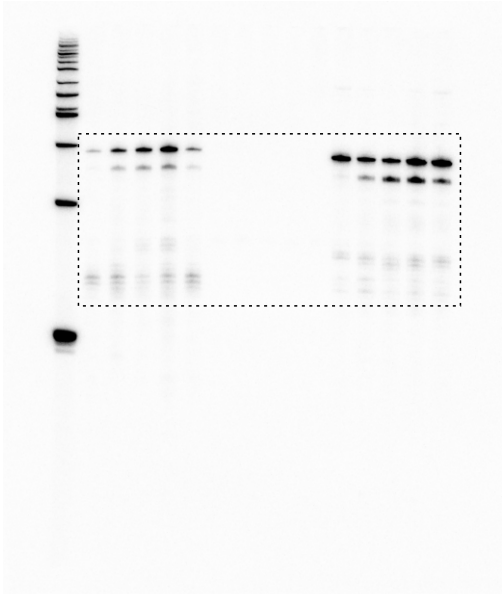

SisA

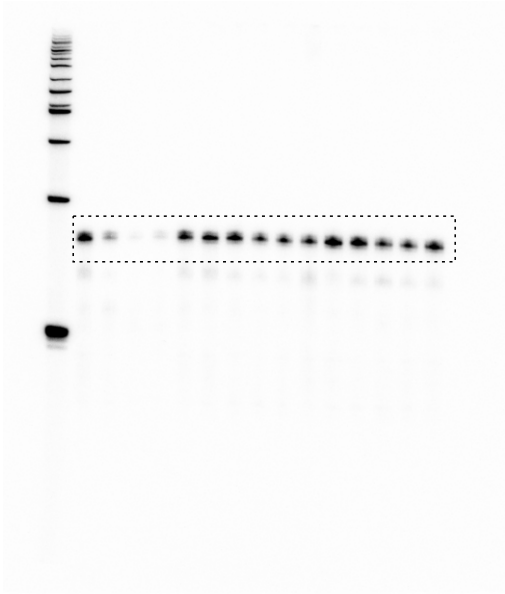

5S

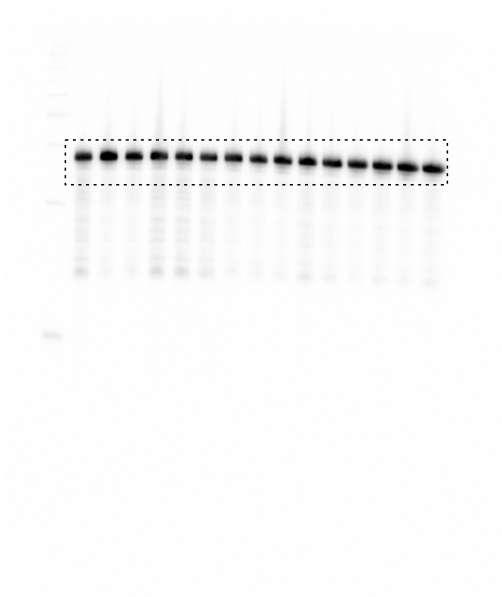

Source data for Fig. 6d

Western blot - CCNA_03574::3xFLAG

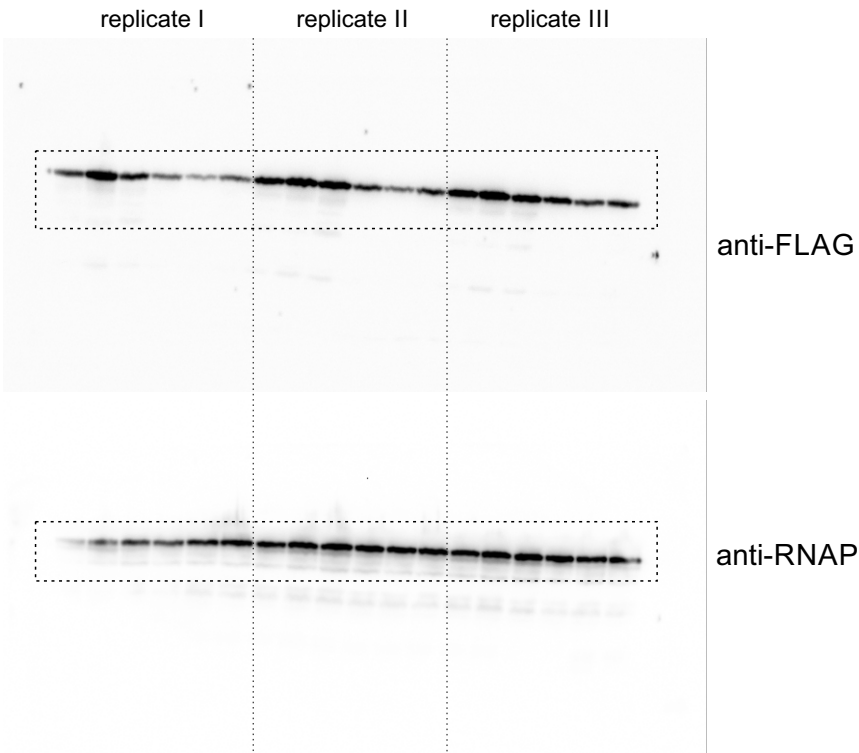

Western blot - CCNA_03263::3xFLAG

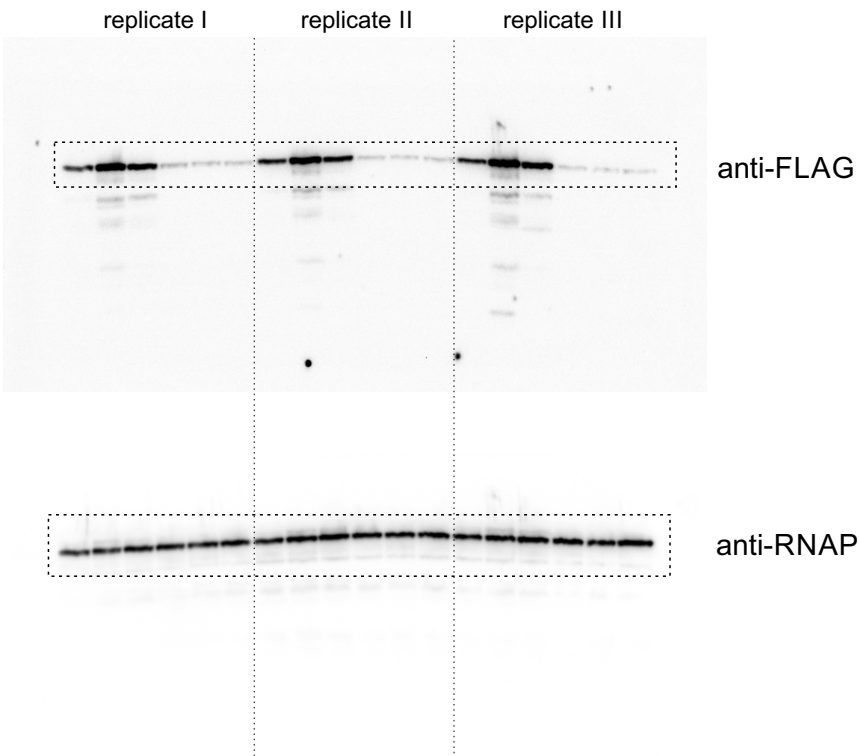

Source data for Fig. 6d

Western blot - CCNA_03444::3xFLAG

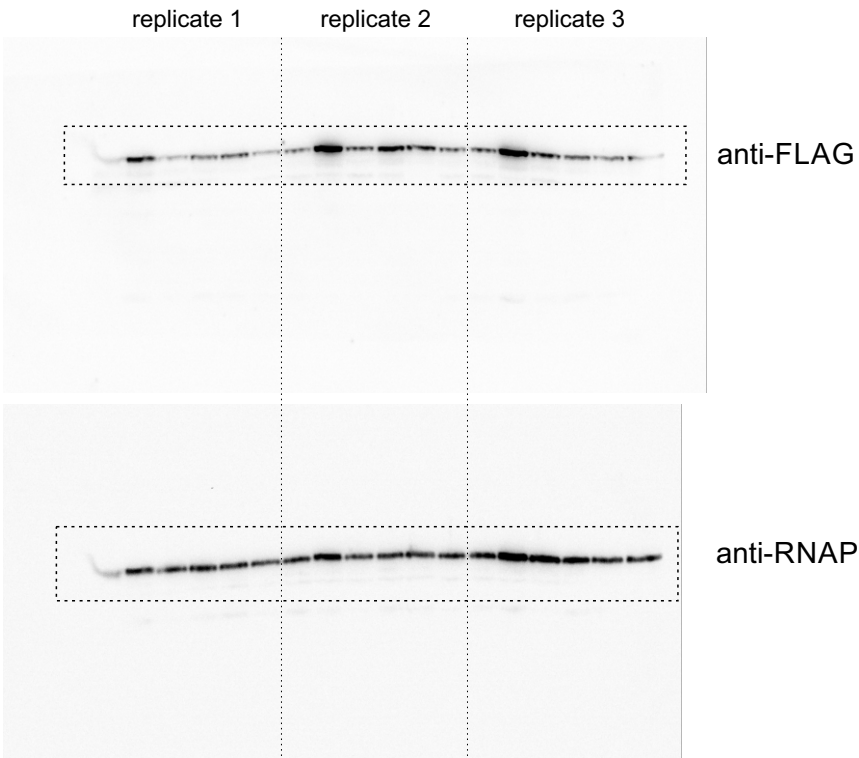

Source data for Fig. S2a

Northern blot

SisA

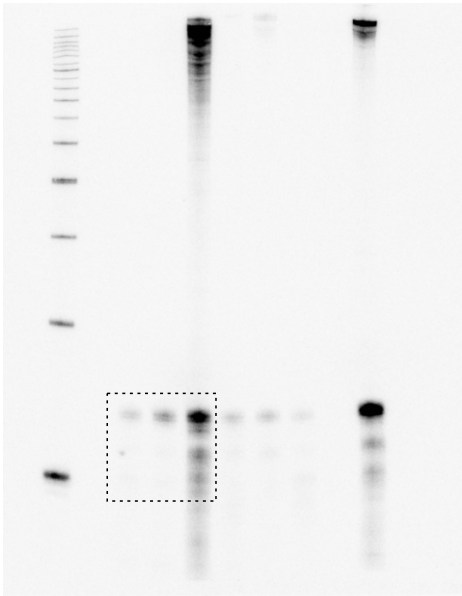

5S

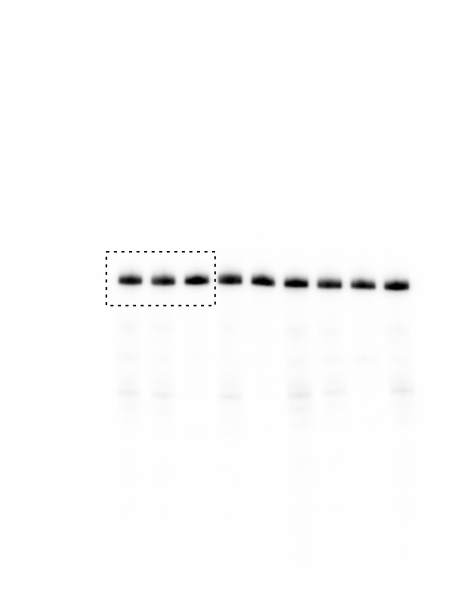

Source data for Fig. S2b

Western blot - CCNA_00338::gfp

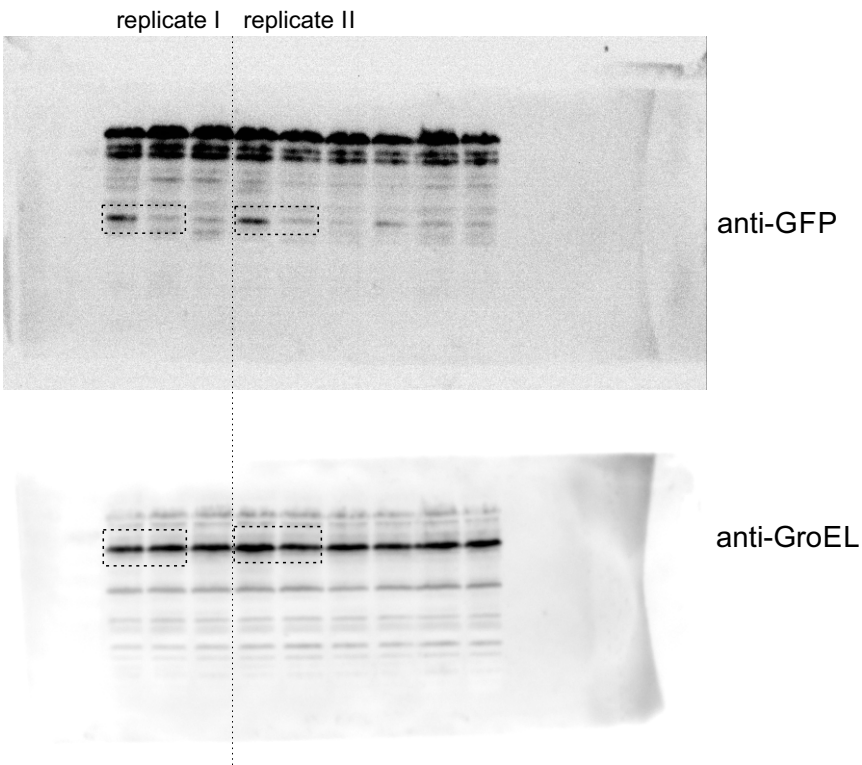

Western blot - CCNA_03263::gfp

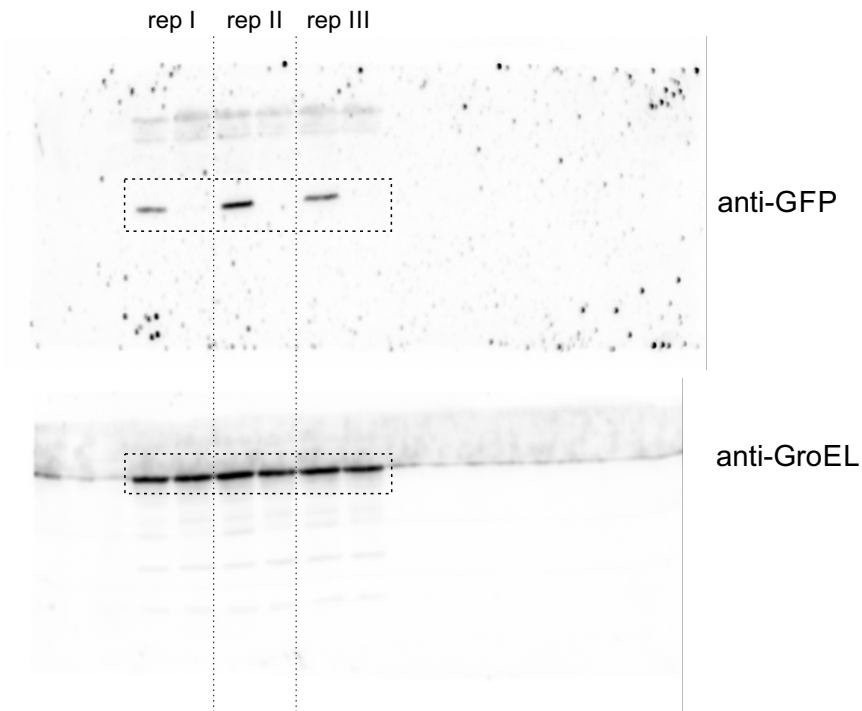

Source data for Fig. S2b

Western blot - CCNA_03444::gfp

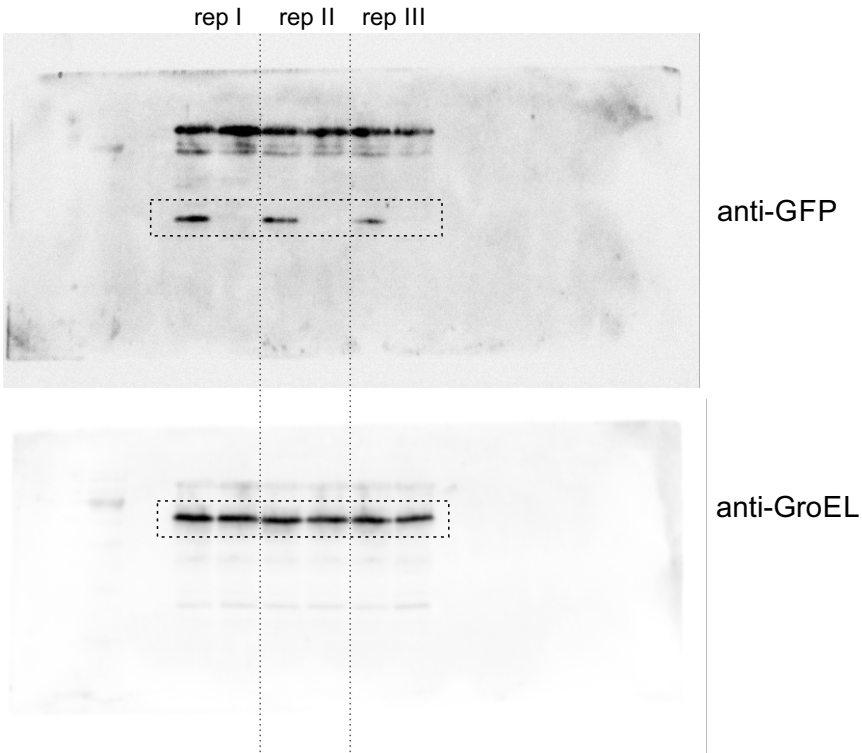

Western blot - gfp

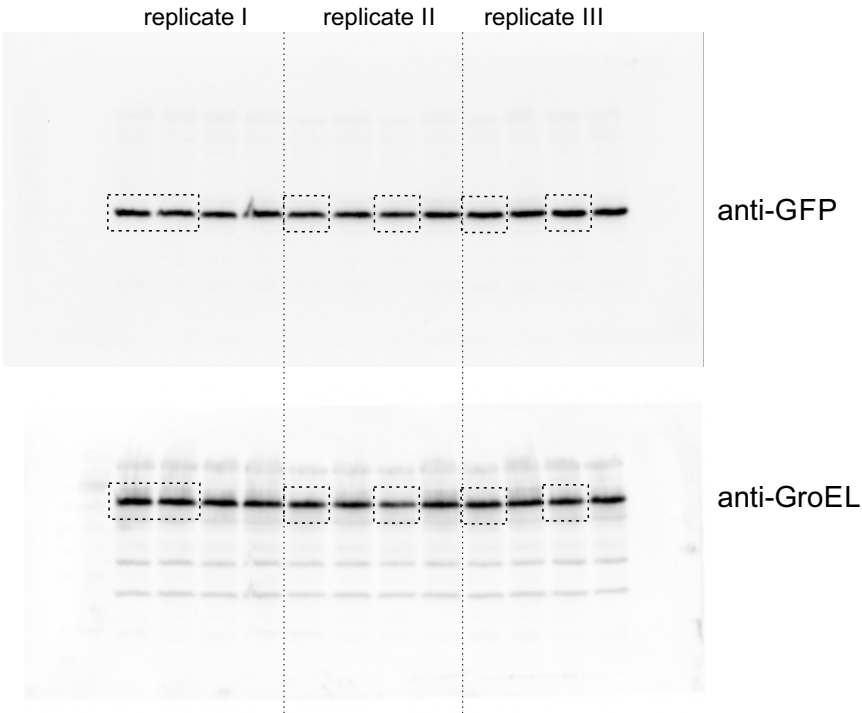

Source data for Fig. S4a

Northern blot with T7 RNA for quantitation

SisA

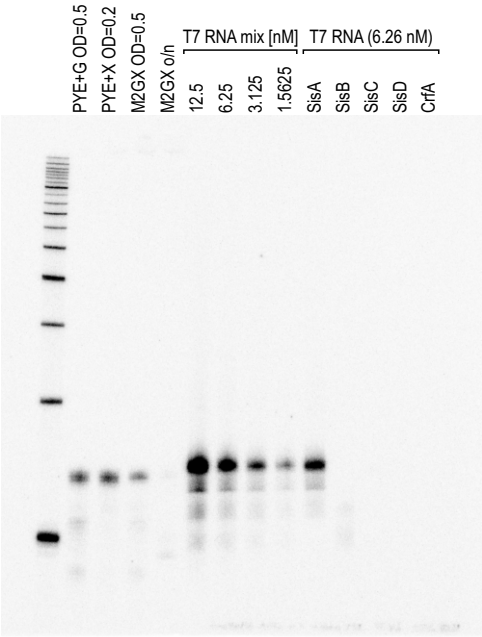

SisB

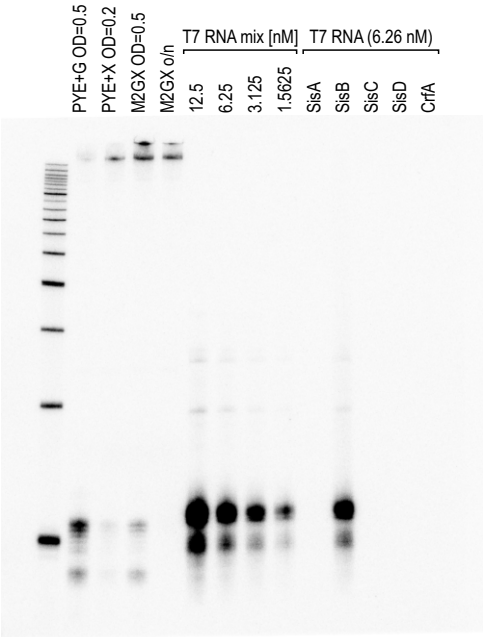

SisC

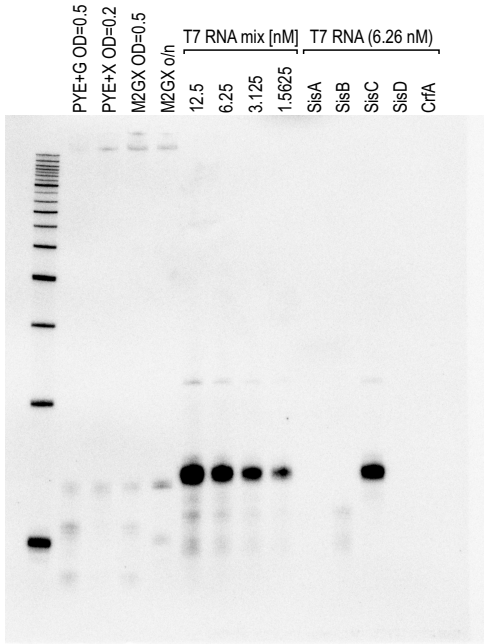

SisD

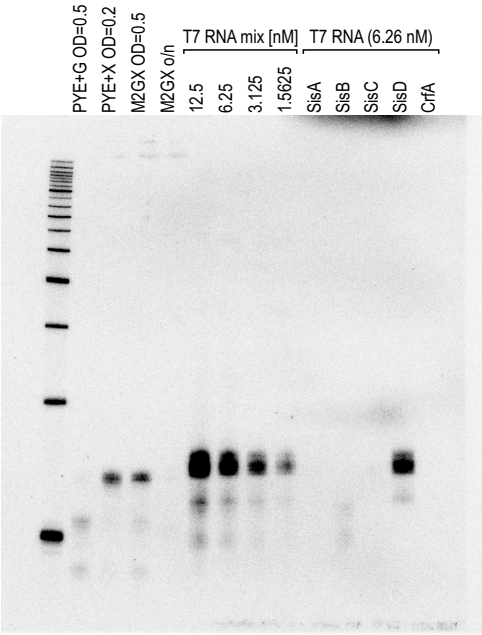

CrFA

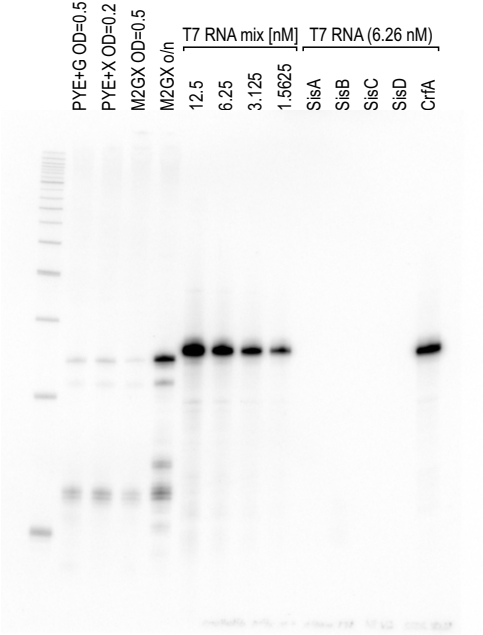

Source data for Fig. S4b

Northern blot

SisA

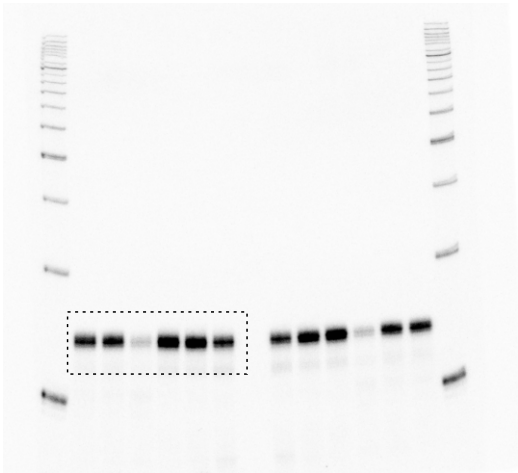

SisB + SisD

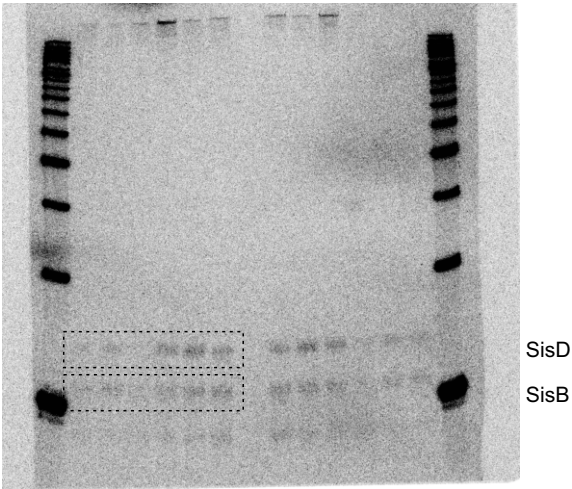

SisC

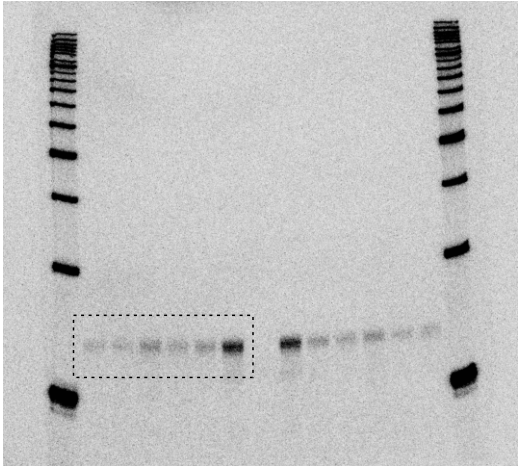

CrA

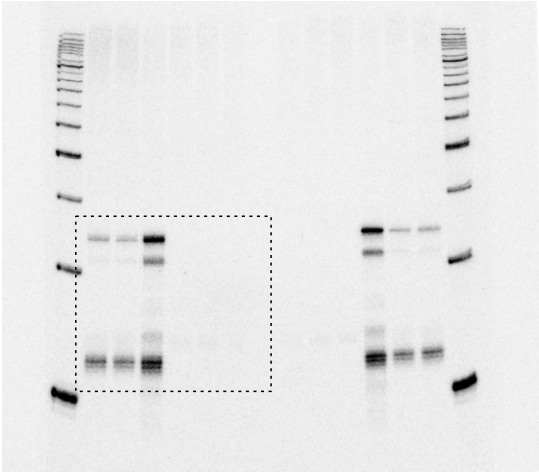

tmRNA

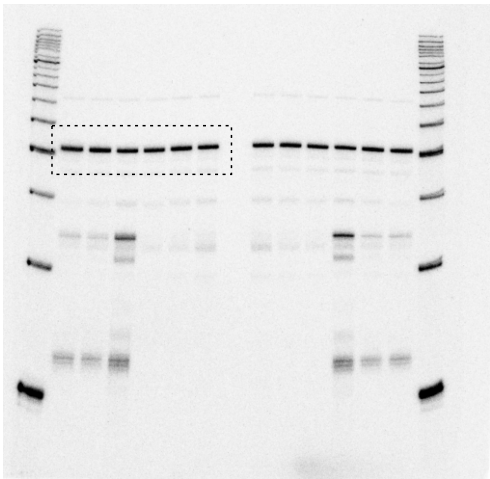

Source data for Fig. S6a

Sequencing gel for SisA structure probing

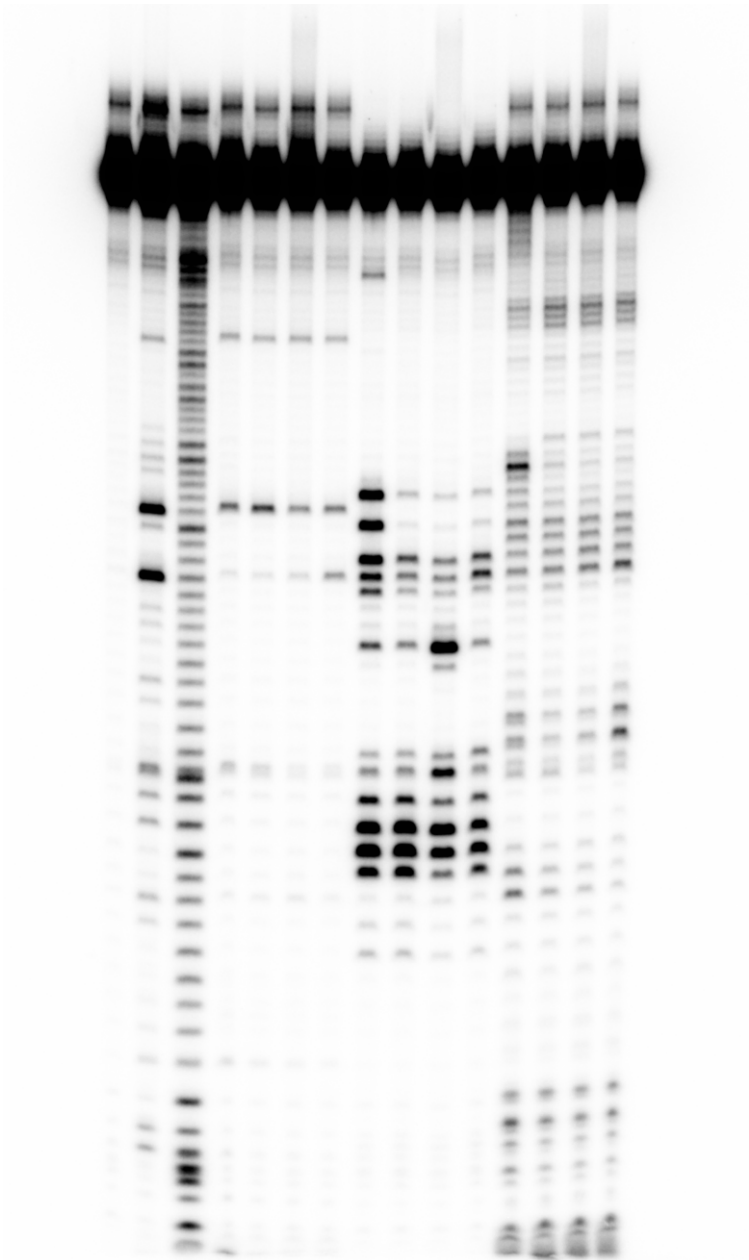

Source data for Fig. S6d

Gel for EMSA of SisA* with Hfq and cold CrfA variants

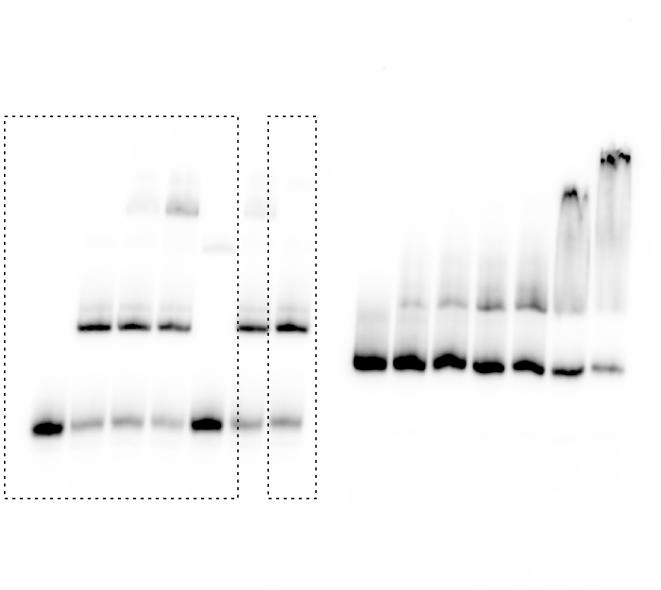

Source data for Fig. S7a

Northern blot

SisA

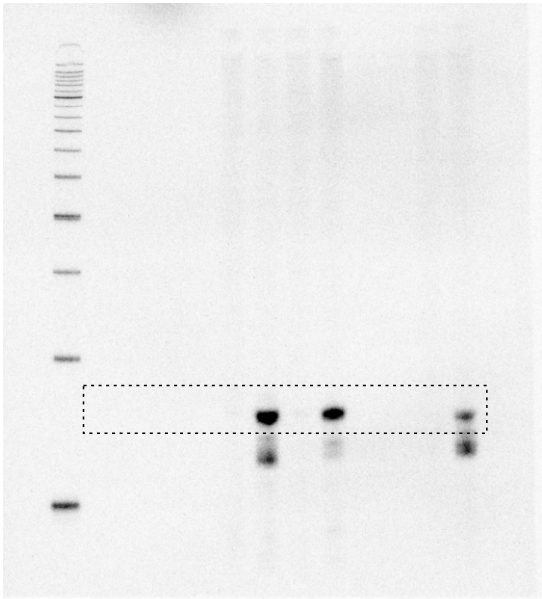

CrfA

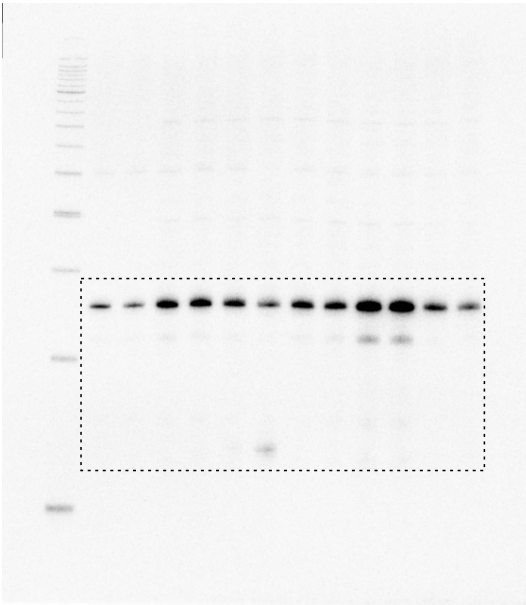

tmRNA

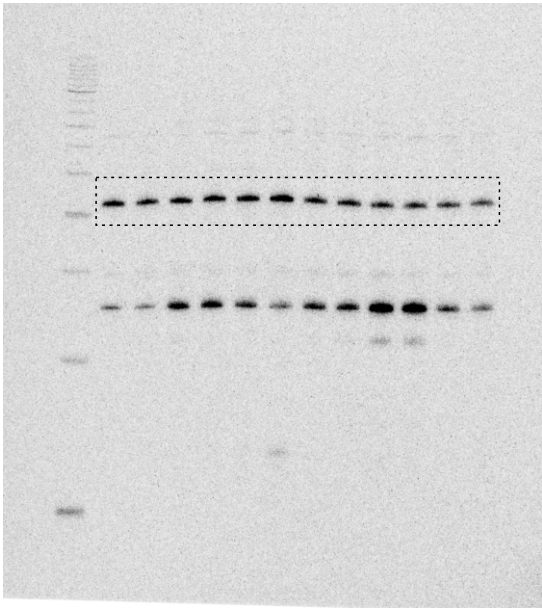

Source data for Fig. S8a

Northern blot

SisA

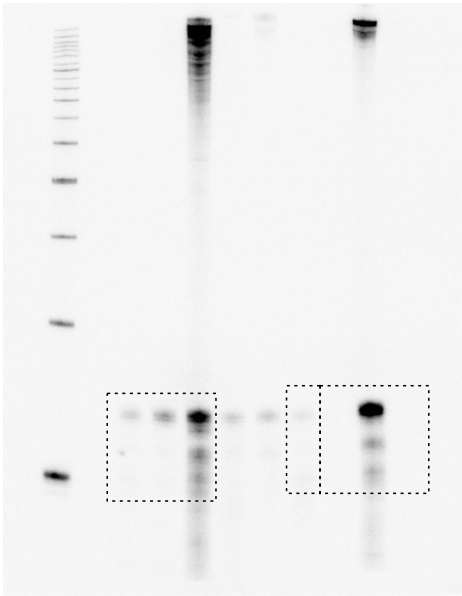

CrfA

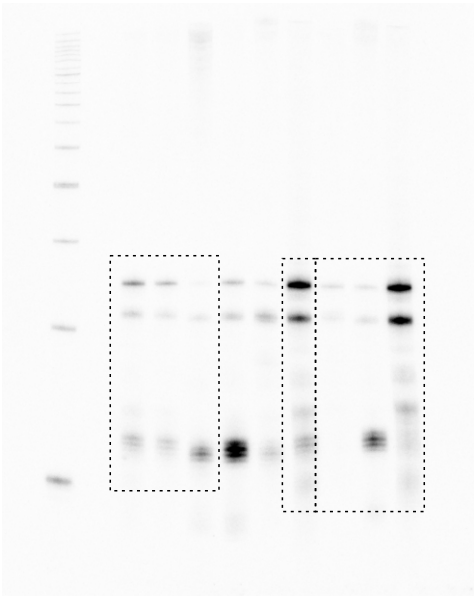

5S

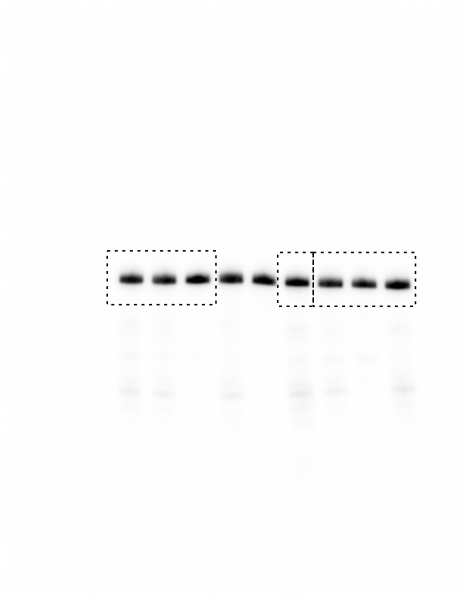

Source data for Fig. S8b

Northern blot

SisA

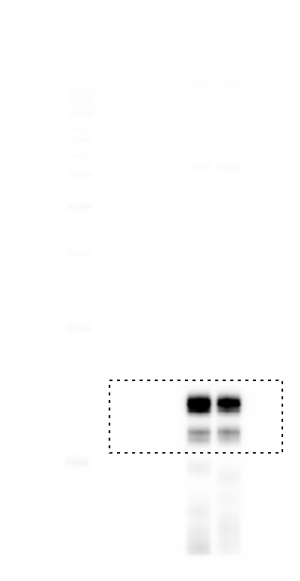

CrfA

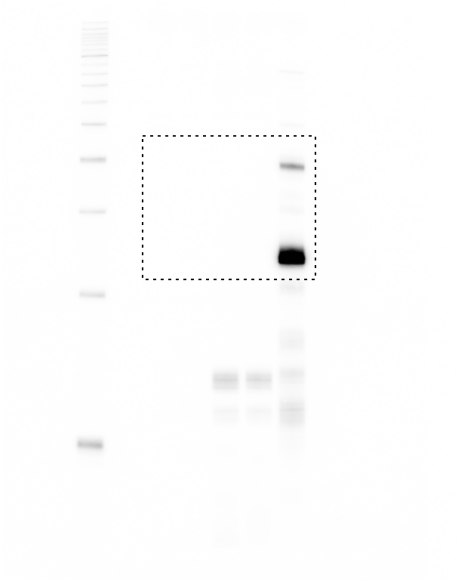

5S

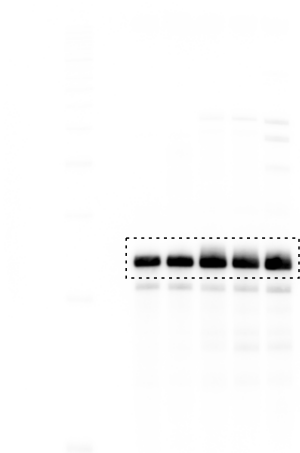

Source data for Fig. S9

Northern blot

SisA

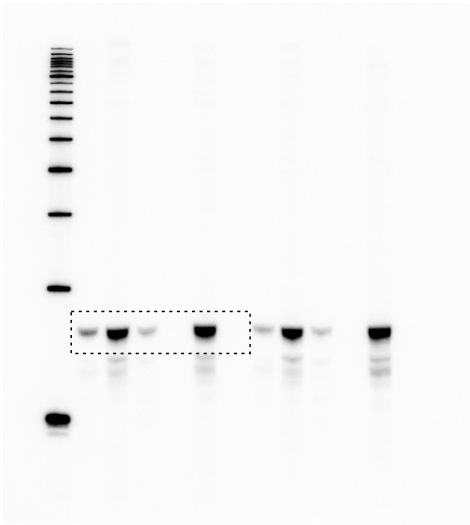

CrfA

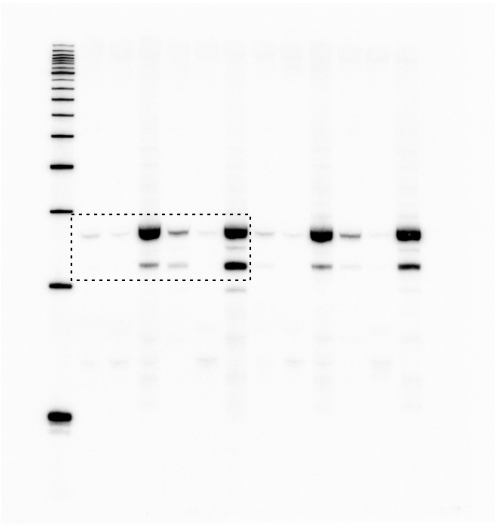

tmRNA

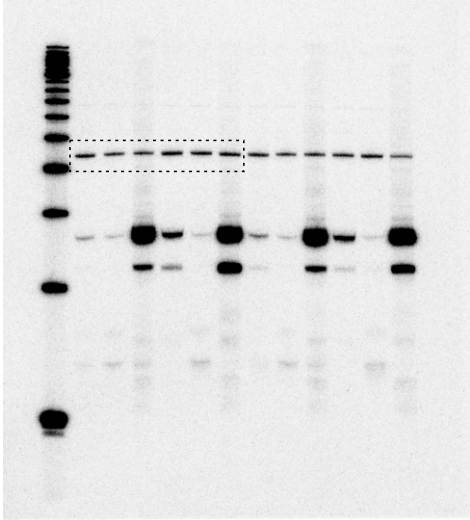

Source data for Fig. S10b

Western blot - CCNA_03444::gfp

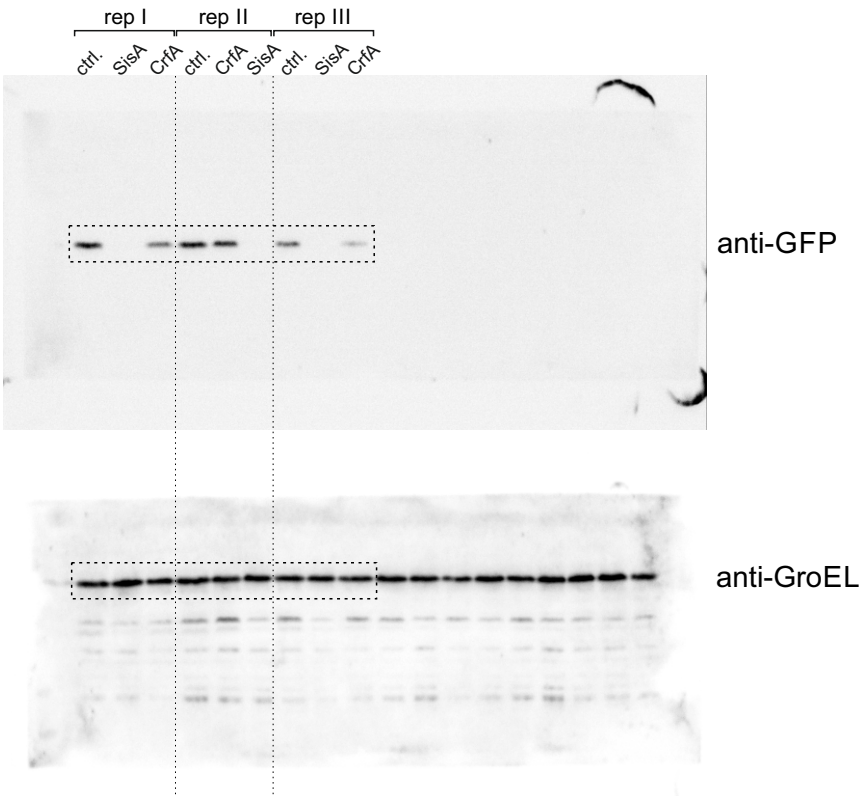

Western blot - CCNA_00338::gfp

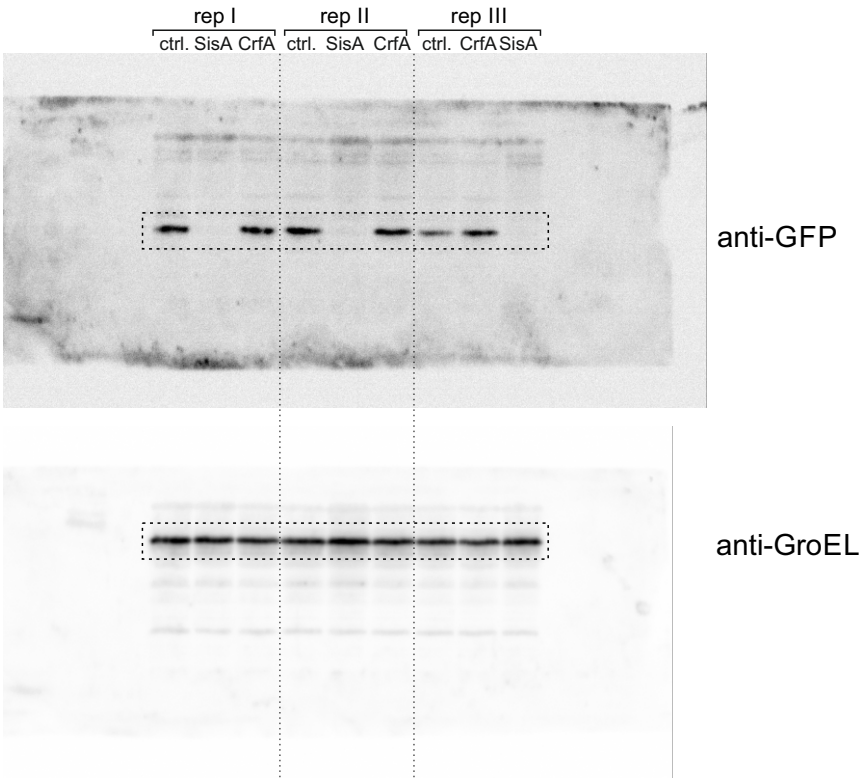

Source data for Fig. S10b

Western blot - gfp

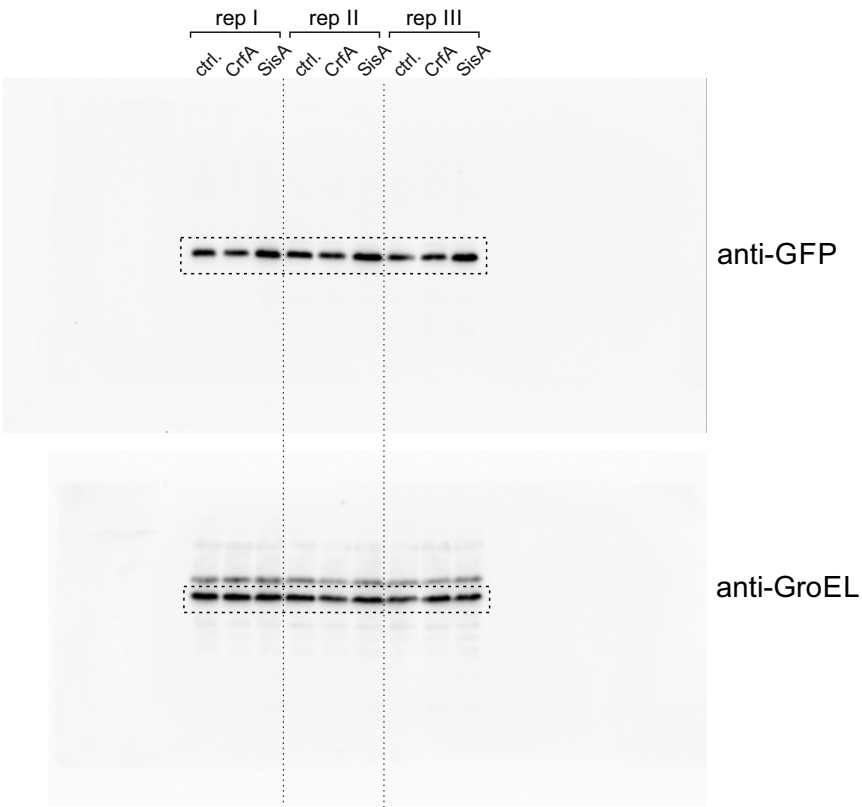

Source data for Fig. S11b

Western blot - HppA::3xFLAG

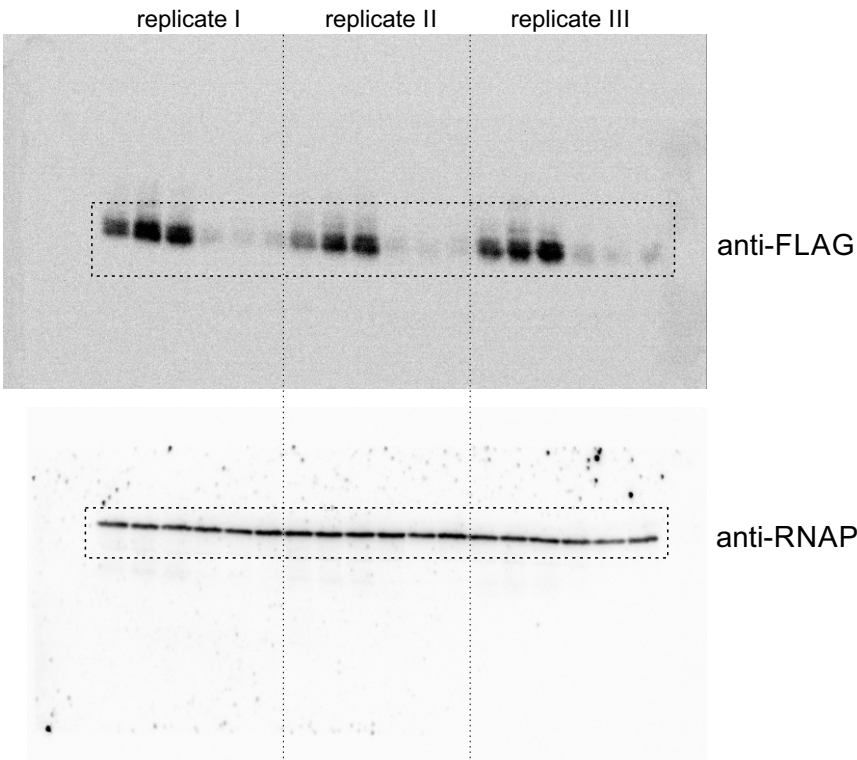

Western blot - CCNA_00338::3xFLAG

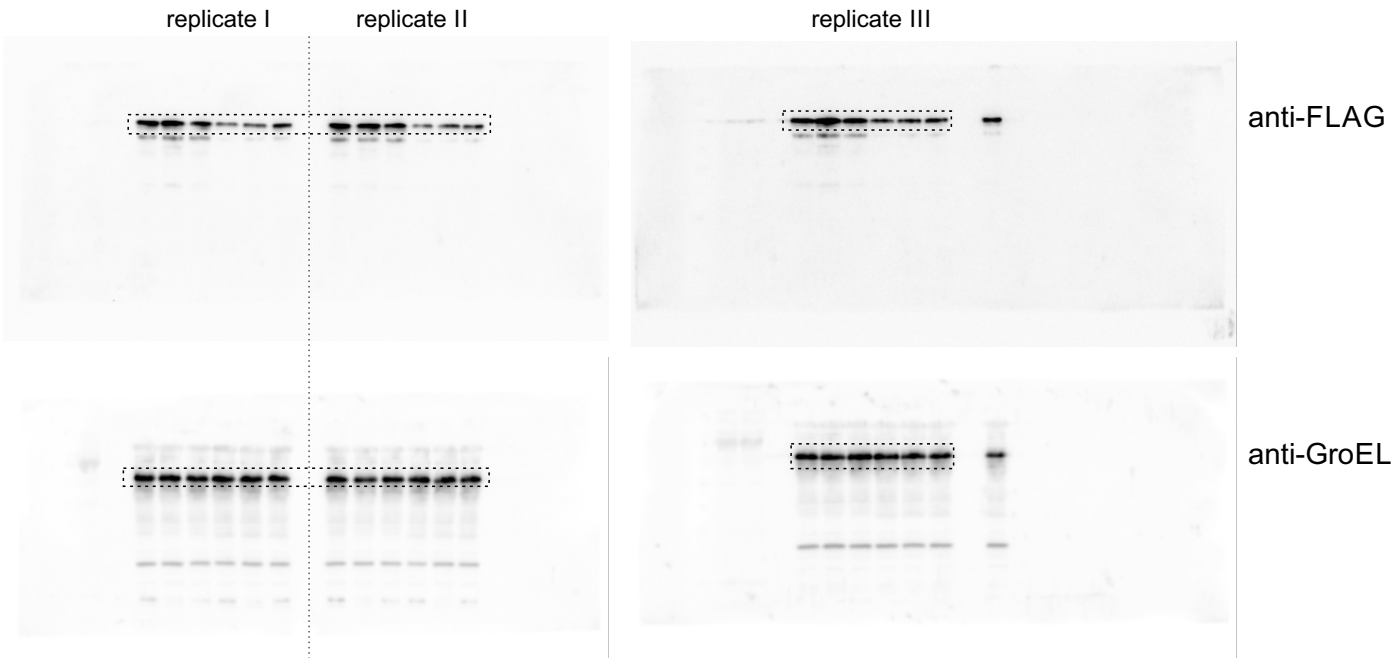

**Supplement:** Supplementary file 7 — Source data

How the deposited data were processed for this re-analysis (not part of the article)

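RIL-seq libraries of Caulobacter crescentus NA1000 were analysed from 8 cultures, 4 with 3xFLAG-Hfq and 4 of the wild type with untagged Hfq as the control of the immunoprecipitation. Strain and replicate were taken from the sample titles and source names together with the methods, and cultures were sampled at an OD660 of 1. A genotype tag of the 3xFLAG-Hfq samples repeats the wild-type entry, and the titles and source names were followed. The RNA-seq, reporter and blot experiments of the paper were not analysed here, apart from the calls of Supplementary Data 2, which were taken as the paper's.

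The authors depleted rRNA, demultiplexed the reads and mapped them to the NA1000 chromosome and its annotation with ChimericFragments, whose version is not given in the sources used here. Settings were the defaults except a minimum seed length of 13 and a minimum alignment score of 17. The authors deposited 6 tables, for each strain one of pairs, one of annotated RNAs and one of reads with several joined segments. The deposited values are raw counts of reads that the authors pooled over the 4 libraries of a strain, and no normalization was applied to them. Pairs were listed by the authors from 3 reads upwards, together with the number of libraries that held each pair and the mean mapped length of either partner. Each FDR is the authors' own, as deposited, from a Fisher's exact test of the pair against random pairing and from the complementarity of the ligated fragments, after Benjamini-Hochberg adjustment. The base-pairing FDR is missing where no ligation point was found. The columns for self-joined, unclassified and multi-partner reads and the chimera and partner numbers per RNA were not used for any value given here.

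Sums, shares, ranks and tests were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A chimeric end is one partner of one chimeric read, so each chimeric read gave 2 ends. The total of fragments was the sum of single fragments and of the reads of listed pairs. Shares carry Wilson intervals of 95%, which, like the exact intervals of ratios, cover counting error only. Recovery of an RNA with 3xFLAG-Hfq was the ratio of its shares of single fragments in both strains, with an exact binomial interval, and RNAs with no fragment in the control were set against a floor of 3 fragments over the control libraries. Ratios were computed for RNAs with at least 20 single fragments over both strains and counted from 2 upwards. Positions of sRNAs were compared with 50% by an exact binomial test, and classes of pairs and gene sets by a two-sided Fisher's exact test. Pairs are not independent replicates, so these p-values describe the listed pairs. No test between the strains was made, since the tables hold no values per library.

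For gene sets, the background was every mRNA with at least 1 single or chimeric fragment. Genes repressed or raised in Supplementary Data 2 had a change of at least 2-fold and an FDR of at most 0.05. Overlaps were also compared with 10000 sets drawn from mRNAs in the same of 20 abundance bins. Loci were counted as overlapping on opposite strands from their annotated coordinates. All 3994 annotated loci in the tables other than intergenic regions were found in a RefSeq table of the strain, from which gene names were taken. The tables hold the classes mRNA, sRNA and intergenic region, and no entries for rRNA or tRNA. Gene groups compared were those of Fig. 5, the reporter and starvation targets of SisA, and hand-written lists of cell cycle regulators, central carbon metabolism, chaperones and proteases, S-layer and xylose genes.

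Depth differed between the strains, so a pair that is rare with 3xFLAG-Hfq would not be listed in the control at the same frequency. The ratio of shares was tested on simulated data with the real depths. Of 99 RNAs raised 4-fold, 92.9% were found at a ratio of at least 2, of 100 raised 16-fold 95%, and of 4661 unchanged RNAs 4.18%. Of the unchanged ones with at least 10 control fragments, 0.0362% were found. The simulation drew reads independently, and 2765 of its 4661 unchanged RNAs had at least 10 control fragments. In the data, 3137 of 4914 RNAs had no control fragment. The simulated shares therefore do not give the rate of false ratios in these data. The gene set test was tested on simulated data as well, and called 100% of planted and 1.3% of unrelated sets.

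Genes named in the text were set by a rule before the tables were examined. The rule covers the RNAs that the paper names for RIL-seq, the mRNAs with most reads with SisA, SisB, SisC and SisD, the pairs with most reads in all 4 libraries, overall and in the control, the significant partners of CrfA, the most abundant sRNAs and mRNAs, and list members with a high-confidence pair. The first part of Supplementary Data 1, Supplementary Data 2 and the values of Fig. 1 had been seen when it was written. Further features that the text singles out were chosen after their values were seen, namely the largest pairs of 2 mRNAs, pairs of overlapping loci and the regions of housekeeping RNAs. Alternatives covered the minimum of reads, both FDR thresholds, the requirement for a ligation point, the order of a pair, the number of libraries, pairs of the control, the ISCc2 antisense RNAs, SisA to SisD, the background and the scaling of ratios. Pairing of SisA to SisD with their partners through the shared sequence stretch was not tested, since neither a genome sequence nor ligation positions were held.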

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

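Chosen only after the result was seen were the tests on the ISCc2 antisense RNAs and the test of whether read numbers were too low for a further library, while the remaining tests were set before their results were seen. The pairs of ISCc2 antisense RNAs and of overlapping loci are not discussed in the paper's text.

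Chimeras among the antisense RNAs of ISCc2 held 52.5% of chimeric reads with 3xFLAG-Hfq, above their share in the control. Reads shared between near-identical copies are a candidate explanation, since the 2 orders of the 6 copy pairs with at least 1000 reads were nearly equal (median ratio of the rarer to the commoner 0.989; the other 4 copy pairs held at most 30 reads in an order and were unequal or listed in one order), and 7 pairs between copies of the rRNA operon had 0.958. For the 107 pairs with a ligation point and both orders listed, the median ratio was 0.125, and for 120 pairs of other loci without a ligation point 0.788, so near-equal orders also went with a missing ligation point. With 3xFLAG-Hfq, CCNA_R0012, CCNA_R0042, CCNA_R0072 and CCNA_R0073 held only 5, 0, 36 and 13 single fragments. Each of them had between 108793 and 110993 chimeric ends. Association of these RNAs with Hfq stays open: their share of all fragments was 6.66-fold higher with 3xFLAG-Hfq, but 93.3% of these fragments are the chimeras in question, and the 9.07-fold higher share of single fragments (95% CI 6.98 to 12) rests nearly wholly on CCNA_R0011. Beyond this, no biological explanation was tested, since the cultures differ only in the tag.

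Of 611 high-confidence pairs, 178 joined loci that overlap on opposite strands, against 1 of 7 in the wild type, where the pairs were too few to compare shares. The pair with most reads joined CCNA_R0147 in 6419 reads to an intergenic region that spans its locus on the opposite strand. Overlap was counted from annotated coordinates, and the positions of reads within the loci were not analysed. Shuffling RNA2 among the high-confidence pairs gave a mean of 0.708 overlapping pairs (highest 5 over 1000 shuffles). This cannot decide on chance pairing of abundant RNAs. The 178 pairs had passed the Fisher test against random pairing and the base-pairing filter, while the shuffled pairs had passed neither. Before either filter, 504 of the 3288 listed pairs (15.3%) overlapped, and no shuffle was made of these. Carry-over of abundant RNAs into the other strand during library preparation cannot be told apart from pairing of antisense transcripts in the cell: read numbers rose with the abundance of the more abundant partner (Spearman rho 0.467), but pairs without overlap gave 0.416. No biological explanation was tested.

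Most high-confidence pairs, 82.5%, were found in 1 library, among them SisD with fliL. The tables argue against too few reads, since reads drawn independently over 4 equal libraries would leave 2.62 of the 611 pairs in 1 library (26.4 if 1 library held 70% of the reads). They also argue against 1 library that holds most reads of every kind. Of pair orders between duplicated loci with 20 to 99 reads, 4.17% were found in 1 library, against 90.3% of high-confidence pairs. These orders were chosen for near-equal reads and no ligation point, so they cannot show whether 1 library holds most ligation products. Amplification of few ligation events in a library was not tested and stays open. No biological explanation was tested.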

How the results depend on the processing

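Leaving out pairs of overlapping loci and adding further fragments to the total were chosen after the values were seen, and the other alternatives before the data were examined. No paired analysis was possible because the tables are pooled over the libraries of a strain. For the same reason edgeR, DESeq2, other normalizations, fits without a filter and leaving out a replicate were not run. Also not run were the test of the shared 10-mer and its alternatives (no genome sequence or ligation positions) and leaving out rRNA and tRNA (no entries). Alternatives with chimera counts per RNA or without multi-partner reads were computed, changed neither the chimeric shares nor the rank of CrfA with SisA, and are not reported further, since those columns are not used here. Adding self-joined and unclassified fragments to the total lowered the chimeric shares of both strains and is left out for the same reason. The odds ratio for CrfA was undefined, since CrfA had 0 high-confidence mRNA partners.

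Over 23 results and 68 alternatives, 41 values stayed on their side of a threshold or within the margin set for them, 24 moved, 3 lost significance and 0 reversed. Apart from the changes that follow from fewer or more pairs passing, the cause was not tested. SisA partners stayed enriched among genes repressed by SisA under each of 5 alternatives (odds ratios 9.74 to 36.8).

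Without pairs made only of ISCc2 antisense RNAs, chimeric fragments were 2.48% with 3xFLAG-Hfq and 2.25% in the wild type, and sRNA ends 16.3%. Without these RNAs, sRNAs were 11.9% of single fragments. Counted as fragments with at least 1 sRNA the sRNA share of chimeras was 65.4%, and over significant pairs with a ligation point 26.7%. With pairs found in at least 2 libraries only, unique pairs numbered 734, significant pairs 178, high-confidence pairs 107 and those with an sRNA 46. Without the need for a ligation point, 2730 pairs were significant. A base-pairing FDR of at most 0.25 left 319 high-confidence pairs. At 0.05 it left 144, of which 21 held an sRNA and 4.76% of these SisA. The pair of CrfA and SisA ranked 17 with no ligation point or base-pairing filter, and among high-confidence pairs 1 over those found in all 4 libraries and 1 without pairs whose loci overlap on opposite strands. With no base-pairing filter, CrfA had 7 mRNA pairs. Without SisA, SisB, SisC and SisD, 54.2% of sRNA ends were in RNA2 (exact p = 0.316). The share of sRNA pairs with a base-pairing FDR of at most 0.05 was 15.3% over pairs in at least 2 libraries, against 6.67% for pairs of 2 mRNAs (exact p = 0.683), and 2.25% against 1.98% without overlapping loci (exact p = 0.8). The share of high-confidence pairs in at least 2 libraries was 11.6% with no base-pairing filter, 32.2% for pairs with an sRNA and 13.6% without overlapping loci. With 10 in place of 3 reads, 44 pairs were shared with the wild type. Relative to the median protein-coding gene, the ratio of CrfA was 2.27. In the control, 3137 of 4914 RNAs had no fragment, so their ratios rest on the floor. Whether depth alone accounts for this was not tested.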

Differences from the paper's values

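At the paper's thresholds, no value computed here differed from the paper's by more than 1.5 times. The differences below are from the paper's statements, and the choice to leave out overlapping loci was made after the values were seen.

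The paper calls the pair of CrfA and SisA the predominant chimera. By reads it was second among the 611 high-confidence pairs, after CCNA_R0147 with an intergenic region that spans its locus on the opposite strand. With no ligation point or base-pairing filter it was 17th. Most pairs above it there were orders of ISCc2 or rRNA operon copies without a ligation point, which the paper's filter removes. It ranked 1 among the 4 high-confidence pairs found in all 4 libraries, an alternative set before the data were examined, and also among high-confidence pairs without overlapping loci, an alternative chosen after seeing the values that drops 178 of the paper's high-confidence pairs.

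The paper states that CCNA_03574 formed chimeras with SisA alone. SisA was its only sRNA partner, and CCNA_03574 also had a pair with CCNA_00161 (133 reads, no ligation point) and a high-confidence pair with dnaK (3 reads), each in 1 library.

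For high-confidence pairs with an sRNA the paper gives 146, and 143 were counted here at the thresholds it states.

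The paper reports no chimeras of CrfA with its putative mRNA targets. CrfA had 0 high-confidence mRNA pairs here, and 7 that were significant with a ligation point, none of them with a gene raised by CrfA. CCNA_00338, a gene raised by CrfA, had a pair with CrfA of 80 reads in 1 library that was not significant.

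The notes to Supplementary Data 1 describe the Fisher test as two-sided. Of the 3xFLAG-Hfq pairs, 356 had an odds ratio below 1, and their lowest Fisher FDR was 0.734, which a two-sided test would not give for pairs such as SisA with CrfA in RNA2 (78 reads, odds ratio 0.124, FDR 1).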

Other observations

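The draws matched for abundance were set before their result was seen, while the tests of SisD partners against repressed genes, of SisA partners against raised genes and of partners of SisA to SisD against genes raised by CrfA were chosen after the data were seen. Repressed and raised genes are the paper's calls from Supplementary Data 2.

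Of 37 mRNAs with a high-confidence pair with SisA, 10 were repressed by SisA, against 145 of 3795 mRNAs of the background (odds ratio 9.94, 95% CI 4.2 to 21.7, Fisher's exact test, p = 6.99e-07). They were CCNA_00338, CCNA_00857, CCNA_01022, CCNA_01462, CCNA_02111, CCNA_02128, CCNA_02603, CCNA_03172, CCNA_03263 and CCNA_03574. Only CCNA_01026 was raised (odds ratio 1.55, exact p = 0.484). The hypothesis that abundance in the immunoprecipitation gives the overlap is argued against, since 0 percent of 10000 draws matched for abundance reached it (mean 1.48, highest 8, permutation p = 1e-04, the smallest they can give).

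Of 19 mRNAs with a high-confidence pair with SisD, 11 were repressed by SisA (odds ratio 37.4, exact p = 1.01e-11). SisD shared 4 of its mRNA partners with SisA, and 0.05 percent of draws matched for abundance gave as many (mean 0.352, highest 4, permutation p = 6e-04). Whether reads of SisA and SisD are shared between them was not tested.

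Of the 38 genes raised by CrfA, 9 had a high-confidence pair with SisA, SisB, SisC or SisD (odds ratio 24.5, exact p = 2e-09), 20 had any pair with them and only CCNA_00338 had any pair with CrfA. None of the 7 mRNAs with a significant CrfA pair was raised by CrfA (exact p = 1). Chance alone would give 0.2 shared genes for the 20 mRNAs with any CrfA pair and 0.0701 for these 7. The counts for CrfA are therefore too small to tell whether it pairs with the genes it raises.

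Among the 46 genes of Fig. 5, 20 had a pair with SisA, SisB, SisC or SisD, 18 a significant one and 12 a high-confidence one. For non-carbohydrate metabolism these were 6, 6 and 4 of 17, and the membrane protein and the 3 hypothetical proteins had none. All 5 starvation targets of SisA had a pair with SisA and 3 a high-confidence one. Of 22 listed cell cycle regulators none had a pair with SisA to SisD, and dnaA, sciP, pleC, podJ and ftsZ had another high-confidence pair. The hand-written list leaves out the cell division gene ftsA, which had a high-confidence pair with SisA. Over the background, 56 of 3795 mRNAs had a high-confidence pair with SisA to SisD. A list of this size or smaller without such a pair is therefore not informative. The remaining lists were matched by gene name only, and genes not found under the listed name were not examined. Of the central carbon list 7 of 24 names were found, zwf had a pair with SisA and with SisD that was not high-confidence, and acnA, sucA and zwf had other high-confidence pairs. Of the chaperone and protease list 9 of 15 names were found, none had a pair with SisA to SisD, and dnaK, clpA, clpX and ftsH had other high-confidence pairs. From the S-layer list (3 of 4 names found), rsaA had a high-confidence pair with an RNA other than SisA to SisD. From the xylose list (6 of 7 names found), xylX alone had a pair with SisA.

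Regions that cover housekeeping RNAs held many single fragments. The feature of dnaX, which covers the 97 nt of the signal recognition particle RNA, held 571660 (6.32%), with a ratio of 2.73 over the control. The region that covers 197 of the 427 nt of tmRNA held 794281 (8.78%, ratio 11.1), and CCNA_02186, which covers the other 230 nt, held 52053 (ratio 4.23). The region with 279 of the 400 nt of the RNase P RNA held 69383 (ratio 6.02), and CCNA_02647, which covers the other 121 nt, held 8852 (ratio 0.335).

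Reads with several joined segments that held at least 2 different RNAs numbered 15137 with 3xFLAG-Hfq and 472 in the wild type, or 0.159% and 0.183% relative to single and chimeric fragments, so they were not more frequent with 3xFLAG-Hfq. CrfA and SisA were together in 68 of them, and CrfA with CCNA_02963 and CCNA_03984 in 97.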
